# FDX1-mediated cuproptosis promotes cholestatic liver injury exacerbated by taurocholic acid-enhanced copper accumulation

**DOI:** 10.1038/s41420-025-02861-7

**Published:** 2026-01-09

**Authors:** Yujun Guo, Min Yang, Shengbo Sun, Zhaohua Zhong, Wenjun Lu, Ze’nan Zhang, Meili Fan, Aodan Zhang, Tingting Zhang, Yang Wu, Zhou Li, Zuwei Liu, Qijun Sun, Zhaozhu Li, Qingbo Cui

**Keywords:** Cell death, Hepatotoxicity

## Abstract

Cholestatic liver injury, characterized by direct exposure of hepatocytes to retained bile components with elevated concentrations, represents a common manifestation of various hepatobiliary disorders with persistent threats to long-term patient survival despite existing therapies. As the primary route for copper elimination, cholestasis raises questions about the role of copper in cholestatic liver injury and its specific molecular mechanisms. Our single-center retrospective study revealed elevated serum copper levels in subjects with increased gamma-glutamyl transferase compared to controls. Single-cell sequencing of biliary atresia (BA) patients’ cholestatic liver specimens demonstrated downregulation of FDX1, a key cuproptosis marker, in BA hepatocytes. Bile duct-ligated rats under high-copper diets exhibited accelerated liver injury, attenuated by copper chelator tetrathiomolybdate (TTM). In vitro, copper chloride/elesclomol-induced DLAT monomer reduction and oligomerization alongside impaired lipoylation. Given the special coexistence of copper overload and accumulated bile components within the hepatic microenvironment, notably, we found that taurocholic acid potentiated hepatic copper accumulation under cholestatic conditions. Mechanistically, transcriptomic analysis implicated smoothened signaling inhibition in cuproptosis progression, with smoothened agonist (SAG) restoring DLAT expression and cellular viability. Interestingly, FDX1 overexpression enhanced cuproptosis resistance of hepatocytes through DLAT monomer stabilization and LIAS-mediated lipoylation. Cholestasis-induced copper overload drives liver injury via taurocholic acid-exacerbated and FDX1-mediated cuproptosis. Our findings propose TTM and SAG as therapeutic candidates and reveal complex FDX1 regulatory roles, suggesting novel approach for managing cholestatic liver injury.

## Introduction

Cholestasis is the predominant commonality in multiple hepatobiliary diseases, including biliary atresia (BA), congenital biliary dilatation, Alagille syndrome, etc [1–3]. Due to disruption of bile flow and increased osmotic pressure, biliary components obligately accumulate in intrahepatic biliary system and hepatic parenchyma through disrupted bile canaliculi [4]. Overdose of multiple bile compositions directly causes hepatotoxicity, which leads to liver injury manifested by evaluated serum alanine aminotransferase (ALT) and gamma-glutamyl transpeptidase (GGT). Untreated cholestasis may progress to hepatic fibrosis, ultimately culminating in cirrhosis [5–7].

Copper serves as an essential catalytic cofactor for enzymes in a wide spectrum of biological processes [8], the level of which is tightly regulated at around 70 μM in eukaryotic cells [9]. Dysregulation of this process induces copper-mediated cytotoxicity, as evidenced by Wilson’s disease, a congenital autosomal recessive disorder characterized by pathogenic variants in the *ATP7B* copper transporter gene [10, 11]. Given that excess copper is eliminated by biliary secretion physically [8], in the case of cholestasis, disrupted biliary drainage leads to acquired biliary copper accumulation in hepatobiliary system [12]. Excess of copper, together with other bile composition, causes hepatotoxicity and liver fibrosis subsequently [13].

Cuproptosis was discovered recently as a novel regulated cell death, during which copper overload triggers the whole programmed procedure [8, 14, 15]. This copper-dependent form of cell death is characterized by a loss of Fe-S proteins and aggregation of lipoylated mitochondrial enzymes relevant to tricarboxylic acid cycle, which are important in mitochondrial respiration and cellular energy metabolism [16]. Ferredoxin 1 (FDX1), an upstream regulator of protein lipoylation, serves as the key regulatory factor in cuproptosis [17–19]. *FDX1* knockout by CRISPR/Cas9 conferred resistance to cuproptosis, whereas FDX1 was downregulated in copper/ionophore-induced cell death. We speculated that the regulatory role of FDX1 is complex, which warrants further study.

The main characterization of cholestasis is the accumulation of bile acids in the liver and serum, with dramatically increased levels [20–22]. Studies have reported that direct exposure of hepatocytes to bile acids induces cell death and liver injury mainly by hepatocellular apoptosis [23–25]. However, the concentration of individual bile acids in vivo may not actually reach the level to induce cell death of hepatocytes in vitro [26–28]. Thus, further studies regarding the exact mechanism of cholestatic-induced hepatocyte death should focus on the complex interaction of hepatocytes with the mixture of bile components.

Taurocholic acid (TCA), a primary conjugated bile acid, is one of the prominently increased bile acids in cholestatic liver [26, 27]. TCA uptake by sodium^+^/taurocholate co-transporting polypeptide-activated hepatic stellate cells and promoted liver fibrosis [29]. In a prospective clinical study, TCA was reported to be positively associated with liver cancer risk and fatal liver disease risk [30]. Pharmacological inhibition of intestinal bile acid absorption ameliorated cholestatic liver injury and fibrosis by reducing TCA concentration [31]. Due to the spatiotemporal coexistence of accumulated TCA and excess copper in cholestasis, the cross-talk between TCA-induced cytotoxicity and copper-initiated cuproptosis needs further investigation.

In the present study, we aim to clarify the role of FDX1-mediated cuproptosis in cholestatic liver injury. Further, the effect of TCA on copper-initiated cuproptosis has also been explored. Given that cuproptosis is primarily regulated through post-translational mechanisms, we investigated transcriptional alterations in cuproptotic hepatocytes. Taken together, our study elucidated the role of cuproptosis in cholestatic liver injury and the underlying regulatory network, providing insights for therapeutic strategies.

## Results

### Elevated serum copper levels in children with cholestasis

To investigate whether copper-related mechanisms mediate cholestatic liver injury, we retrospectively analyzed de-identified laboratory data from *n* = 80,519 pediatric hospital attendees undergoing diagnostic procedures (age ≤ 18 years). Given the high sensitivity of GGT to cholestasis, the attendees were stratified into three groups based on GGT levels: GGT-elevated group (GGT > upper limit of normal), GGT-normal group, and GGT-reduced group (GGT < lower limit of normal). After matching for age and gender distribution, GGT-elevated group (*n* = 11,087, 9.0 [IQR 5.0–11.0] years, male 60.8%) and GGT-normal group (*n* = 43,410, 7.0 [IQR 4.0–10.0] years, male 53.3%) were included for subsequent analysis (Fig. 1A, B, Supplementary Fig. 1A, B).

**Fig. 1:**
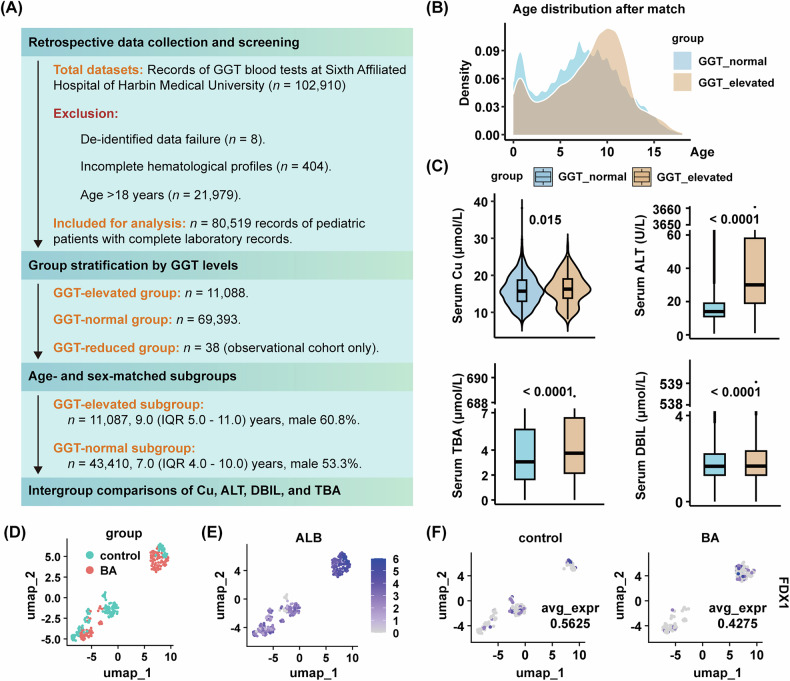
Elevated levels of serum copper and cholestatic bio-markers, and decreased FDX1 expression of hepatocytes in children with cholestasis. **A** Flowchart of retrospective clinical study design. Laboratory test results and relevant clinical data were collected from the Sixth Affiliated Hospital of Harbin Medical University between August 2022 and March 2025. **B** Density plot of age distribution between groups after matching for age and gender distribution. **C** Violin plot and boxplots displaying serum levels of Cu, ALT, TBA, and DBIL between GGT-normal group and GGT-evaluated group. The y-axis was truncated (range 60 to 3650 for ALT, range 7 to 688 for TBA, and range 4 to 538 for DBIL) to resolve compression artifacts caused by extreme values. Full-range visualization and statistical details of outliers are provided in Supplementary Fig. 1D. **D**, **E**, **F** UMAP plots illustrating hepatocytes derived from scRNA-seq of BA livers and matched control livers without cholestasis (GEO: GSE176189; *n* = 3). Sample origin (**D**), ALB gene expression (**E**), and FDX1 expression split by sample origin (**F**) of hepatocytes. Data are median (IQR). Mann–Whitney test (**C**). BA biliary atresia, GGT gamma-glutamyl transpeptidase, ALT alanine aminotransferase, TBA total bile acids, DBIL direct bilirubin, UMAP Uniform manifold approximation and projection, scRNA-seq single-cell RNA sequencing.

Biochemical profiling revealed higher serum copper levels in the GGT-elevated group compared to controls (16.3 [IQR 13.8–19.0] μmol/L vs. 15.7 [IQR 13.0–18.7] μmol/L, *p* = 0.015). This copper dysregulation paralleled increased ALT (30.0 [IQR 19–58] U/L vs. 14.0 [IQR 11–19] U/L, *p* < 0.0001), direct bilirubin (DBIL; 1.65 [IQR 1.23–2.35] μmol/L vs. 1.64 [IQR 1.23–2.21] μmol/L, *p* < 0.0001), and total bile acids (TBA; 3.75 [IQR 2.15–6.58] U/L vs. 3.06 [IQR 1.65–5.65] U/L, *p* < 0.0001; Fig. 1C). These findings are consistent with the clinical features of cholestatic liver injury and suggest copper overload as a novel characteristic feature of cholestatic liver injury.

### ScRNA-seq analysis reveals decreased FDX1 expression in hepatocytes of pediatric cholestasis patients

Given that BA is one of the most prominent cholestatic liver diseases, we integrated scRNA-seq hepatic profiles from three BA patients with cholestasis and three choledochal cyst controls without cholestasis (Supplementary Fig. 1E, F). Hepatocyte clusters were identified through albumin (ALB) expression profiling, with cluster 19 (ALB-high-expressing population) selected for subsequent analyses (Supplementary Fig. 1G). Uniform Manifold Approximation and Projection (UMAP) visualization demonstrated distinct spatial segregation between BA-derived and control-derived hepatocytes while maintaining consistent ALB expression patterns across groups (Fig. 1D, E). Quantitative analysis revealed diminished expression of FDX1, a pivotal copper-induced cell death regulator, which is decreased in cuproptosis, in BA hepatocytes compared to controls (Fig. 1F), suggesting the potential involvement of cuproptosis in cholestatic liver injury pathogenesis.

### Obstructive cholestasis induces dysregulated copper homeostasis with concomitant liver injury and cuproptotic changes in rats

Given the elevated serum copper and decreased FDX1 expression observed in patients, we hypothesized that dysregulated copper homeostasis or cuproptosis might contribute to obstructive cholestatic liver injury. To validate this, we established a BDL rat model to mimic the clinical cholestatic conditions. Seven days after BDL, rats exhibited significantly elevated copper levels in both serum and liver tissue, compared to sham-operated controls (Fig. 2A, B). Compared with both baseline levels at the initiation of modeling and time-matched sham-operated controls, the BDL model group exhibited significant elevations in serum GGT, ALT, and aspartate transaminase (AST) activities, accompanied by a marked rise in TBA concentration (Fig. 2C). Serial sections of liver tissues harvested from rats subjected to BDL for 7 days and time-matched sham-operated controls were stained with H&E, Masson’s trichrome, and dithiooxamide copper-specific stains. Histopathological evaluation revealed distinct peribiliary fibrosis accompanied by parenchymal copper accumulation (green copper salt precipitation) in BDL rats, whereas sham controls maintained normal hepatic architecture with negligible copper deposition (Fig. 2D). Based on the marked elevation of hepatic copper accumulation in BDL models, we further investigated whether copper overload could alter the expression of cuproptosis-related markers in liver tissue. Western blot analysis demonstrated that the expression levels of cuproptosis markers Dihydrolipoamide S-Acetyltransferase (DLAT), Dihydrolipoamide S-Succinyltransferase (DLST), Lipoic Acid Synthetase (LIAS), and FDX1 were downregulated following BDL modeling, which aligns with the characteristic regulatory pattern observed in cells undergoing cuproptosis (Fig. 2E).

**Fig. 2:**
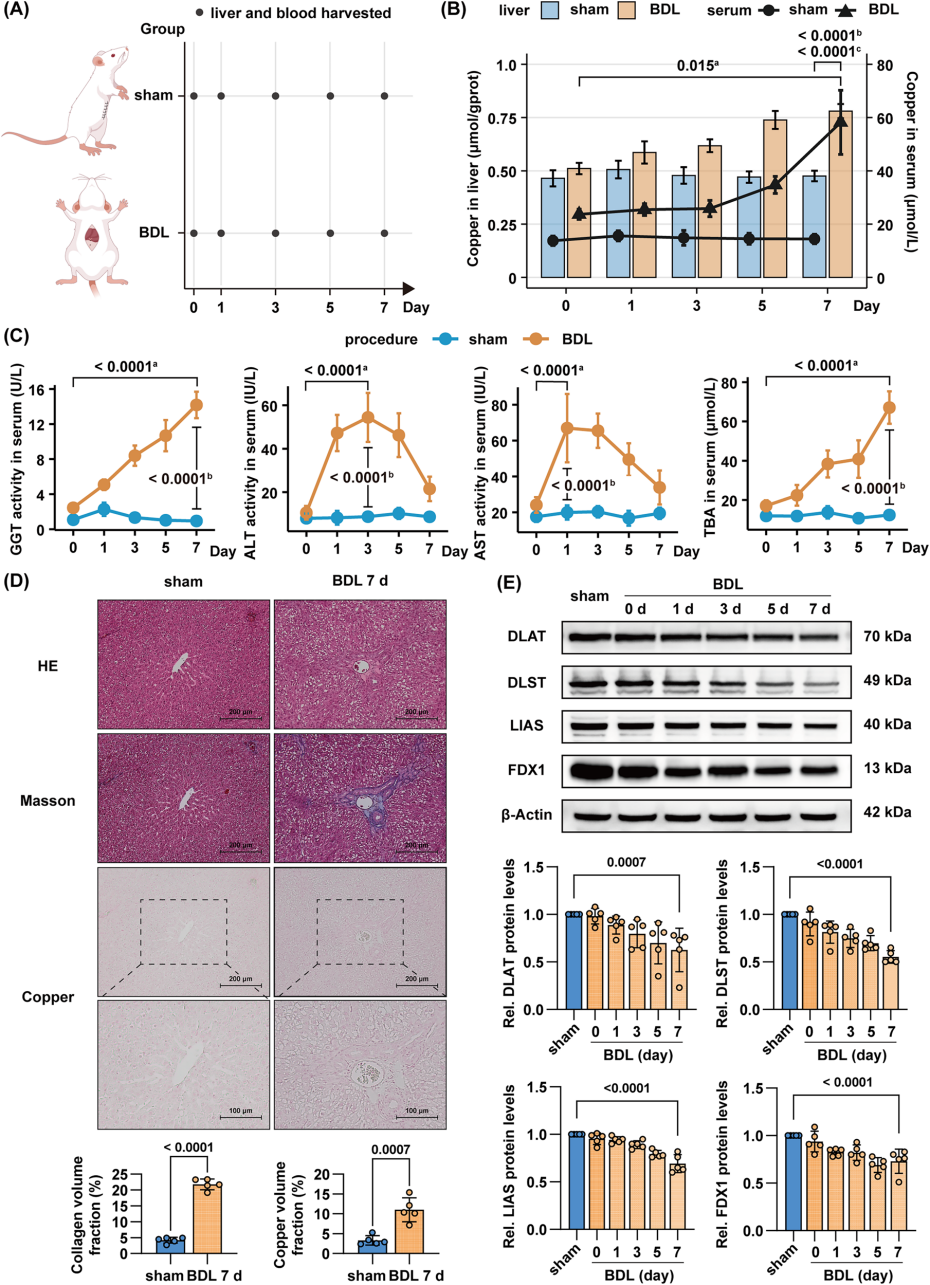
Obstructive cholestasis induces dysregulated copper homeostasis with concomitant liver injury and cuproptotic changes in rats. **A** Schematic diagram of animal experiments. Liver and blood of rats were harvested at 0, 1, 3, 5, and 7 days post-operation (“Day 0” refers to tissue collection performed 2–6 h after the completion of modeling surgery, when the animals had recovered from anesthesia and achieved stable vital signs). Dynamic changes in serum and liver copper levels (**B**, *n* = 6), serum GGT, ALT, and AST activities (**C**, *n* = 6), and serum TBA levels (**C**, *n* = 6). **D** Representative images of serial liver sections stained with H&E, Masson’s trichrome for collagen deposition (blue), and dithiooxamide for copper salt deposits (green granules, *n* = 5). Liver tissue of the sham group was harvested on day 7. Scale bar = 200 μm. Bottom: fold change in collagen volume fraction and copper volume fraction relative to sham-day 7 group. **E** Western blot of DLAT, DLST, LIAS and FDX1 in liver tissue of rats (*n* = 5). Liver tissue of the sham group was harvested on day 7. Bottom: fold change in DLAT, DLST, LIAS and FDX1 expression relative to sham-day 7 group. Data are mean ± SD. Two-way ANOVA with Tukey’s correction (**B**, **C**), unpaired Student’s *t* test (**D**), and one-way ANOVA with Šídák’s correction (**E**). ^a^ Comparing serum values between BDL groups at designated single time point. ^b^ Comparing serum values between sham and BDL groups at designated single time point. ^c^ Comparing liver values between sham-day 7 and BDL-day 7 groups. Abbreviations BDL bile duct ligation.

To delineate the chronic effects of cholestasis on copper metabolism, we extended the BDL duration to 4 weeks in rats (Supplementary Fig. 2A). Following 4-week modeling, progressive copper accumulation was demonstrated by elevated serum levels (95.1 ± 17.9 μmol/L vs. 13.8 ± 7.2 μmol/L in shams) and elevated hepatic copper content (1.07 ± 0.2 μmol/gprot vs. 0.48 ± 0.07 μmol/gprot in shams; Supplementary Fig. 2B), accompanied by extensive liver injury, bridging fibrosis, parenchymal copper deposition (Supplementary Fig. 2C), and molecular alterations featuring downregulation of FDX1 (Supplementary Fig. 2C–E), with concurrent upregulation of fibrogenic markers collagen 1, vimentin, and α-SMA (Supplementary Fig. 2D).

### High copper intake exacerbates BDL-induced liver injury and fibrogenesis, while TTM ameliorates hepatic pathology in rats

To investigate the pathogenic role of copper in BDL-induced liver injury, we established three experimental subgroups on the BDL rat model (Fig. 3A): normal diet (BDL + ND), high-copper diet (BDL + HCD), and normal diet with copper chelator TTM (BDL + TTM). After 7-day interventions, we observed significant copper accumulation in the BDL + HCD group, with serum copper levels increasing 1.4-fold (92.8 ± 12.8 μmol/L vs. 66.4 ± 12.2 μmol/L in BDL + ND) and hepatic copper content escalating 1.3-fold (0.89 ± 0.08 μmol/gprot vs. 0.68 ± 0.07 μmol/gprot), whereas the BDL + TTM group exhibited 35.8% reduction of serum copper (42.6 ± 12.3 μmol/L) and 32.9% depletion of hepatic copper (0.45 ± 0.04 μmol/gprot) compared to BDL + ND (Fig. 3B). Histopathological evaluation of serial sections demonstrated that HCD exacerbated BDL-induced liver injury, peribiliary fibrosis, and copper deposition, while TTM administration significantly attenuated these pathological changes (Fig. 3C). Notably, compared to the BDL-induced model, where copper predominantly accumulated in the pericellular regions of hepatocytes, a distinct intracellular copper deposition pattern was observed in hepatocytes following the induction of combined BDL and HCD (Fig. 3C). Western blot analysis further confirmed copper-dependent pathway activation, showing HCD-induced downregulation of cuproptosis regulators FDX1, DLAT, DLST, and LIAS, all ameliorated by TTM treatment (Fig. 3D). These results imply a pivotal role of copper overload and cuproptosis in cholestatic liver injury.

**Fig. 3:**
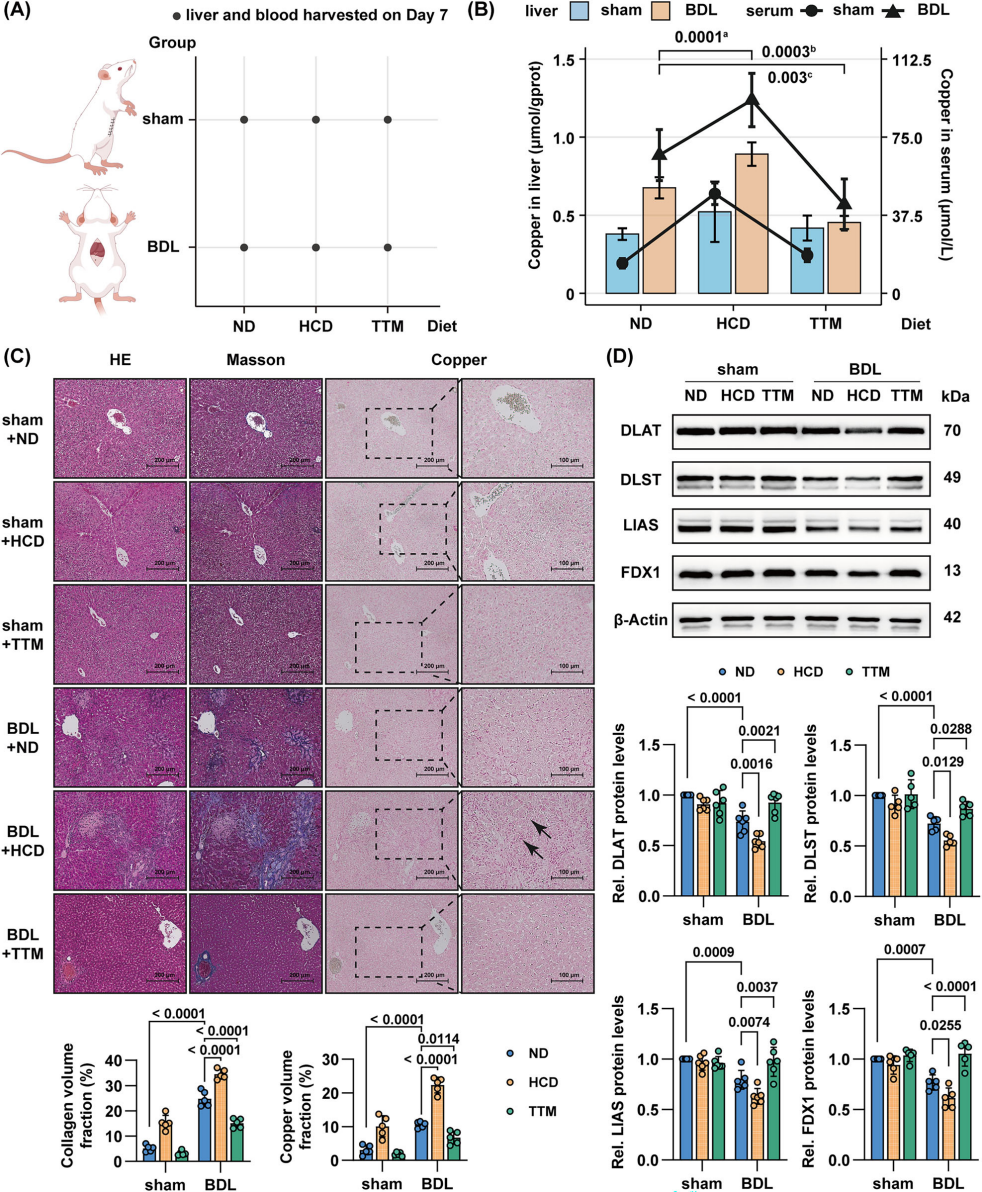
High copper intake exacerbates BDL-induced liver injury and fibrogenesis, while TTM ameliorates hepatic pathology in rats. **A** Schematic diagram of animal experiments. Liver and blood of rats were harvested at 7 days post-operation. **B** Discrepancy in serum and liver copper levels among the groups (*n* = 6). **C** Representative images of serial liver sections stained with H&E, Masson’s trichrome for collagen deposition (blue), and dithiooxamide for copper salt deposits (green granules, *n* = 5). Scale bar = 200 μm. Bottom: fold change in collagen volume fraction and copper volume fraction relative to sham-ND group. **D** Western blot of DLAT, DLST, LIAS and FDX1 in liver tissue of rats (*n* = 5). Bottom: fold change in DLAT, DLST, LIAS and FDX1 expression relative to sham-ND group. Data are mean ± SD. Two-way ANOVA with Šídák’s correction (**C**, **D**). Black arrows denote copper salt deposits. ^a^ Comparing serum values between BDL + HCD and BDL + ND groups. ^b^ Comparing serum values between BDL + TTM and BDL + ND groups. ^c^ Comparing liver values between BDL + TTM and BDL + ND groups. Abbreviations: ND normal diet, NCD high-copper diet, TTM tetrathiomolybdate.

### Copper chloride and copper ionophore trigger cuproptosis in rat hepatocytes via copper overload-dependent pathways

To further determine the role of copper overload and cuproptosis in inducing hepatotoxicity, we established an in vitro model in BRL 3A rat hepatocytes using CuCl₂ combined with the copper ionophore elesclomol (ES) to mimic hepatocytes with copper overload in cholestatic livers. Our findings demonstrated a dose-dependent reduction in cell viability with increasing CuCl₂ concentration gradients (0–300 μM), which was significantly exacerbated by ES concentration gradients (0–50 nM) co-treatment (Fig. 4A). Morphological analysis revealed characteristic changes including cell rounding, cytoplasmic shrinkage, increased nuclear/cytoplasmic ratio, and detachment from culture surfaces (Fig. 4B). Intracellular copper quantification and copper accumulation quantification showed concentration-dependent accumulation that was potentiated by ES (Fig. 4C). Western blot analysis revealed significant downregulation of cuproptosis-related proteins (DLAT, lipoylated DLAT, DLST, LIAS, FDX1; Fig. 4D, Supplementary Fig. 3A). Notably, DLAT oligomerization assays demonstrated decreased monomeric form with concomitant increase in oligomerized form of DLAT (Fig. 4E, Supplementary Fig. 3B). Immunofluorescence confirmed mitochondrial localization of DLAT with reduced expression and increased oligomerization following treatment (Fig. 4F, Supplementary Fig. 3C). Co-staining experiments revealed FDX1 downregulation accompanied by cytoskeletal disintegration (Fig. 4G, Supplementary Fig. 3D). Metabolic profiling showed impaired tricarboxylic acid cycle function, evidenced by reduced expression of DLAT and DLST, coupled with reduced DLAT lipoylation, elevated DLAT oligomerization, and diminished iron-sulfur cluster proteins (Fig. 4D–G). Following copper overload, a significant reduction in basal respiration, maximal respiration, and ATP production was observed in hepatocytes, as measured by the Seahorse oxygen consumption rate (OCR) assay. These results indicate that the aforementioned molecular alterations lead to impaired cellular aerobic respiration and energy metabolism (Fig. 4H, I), which is consistent with the hallmark features of cuproptosis.

**Fig. 4:**
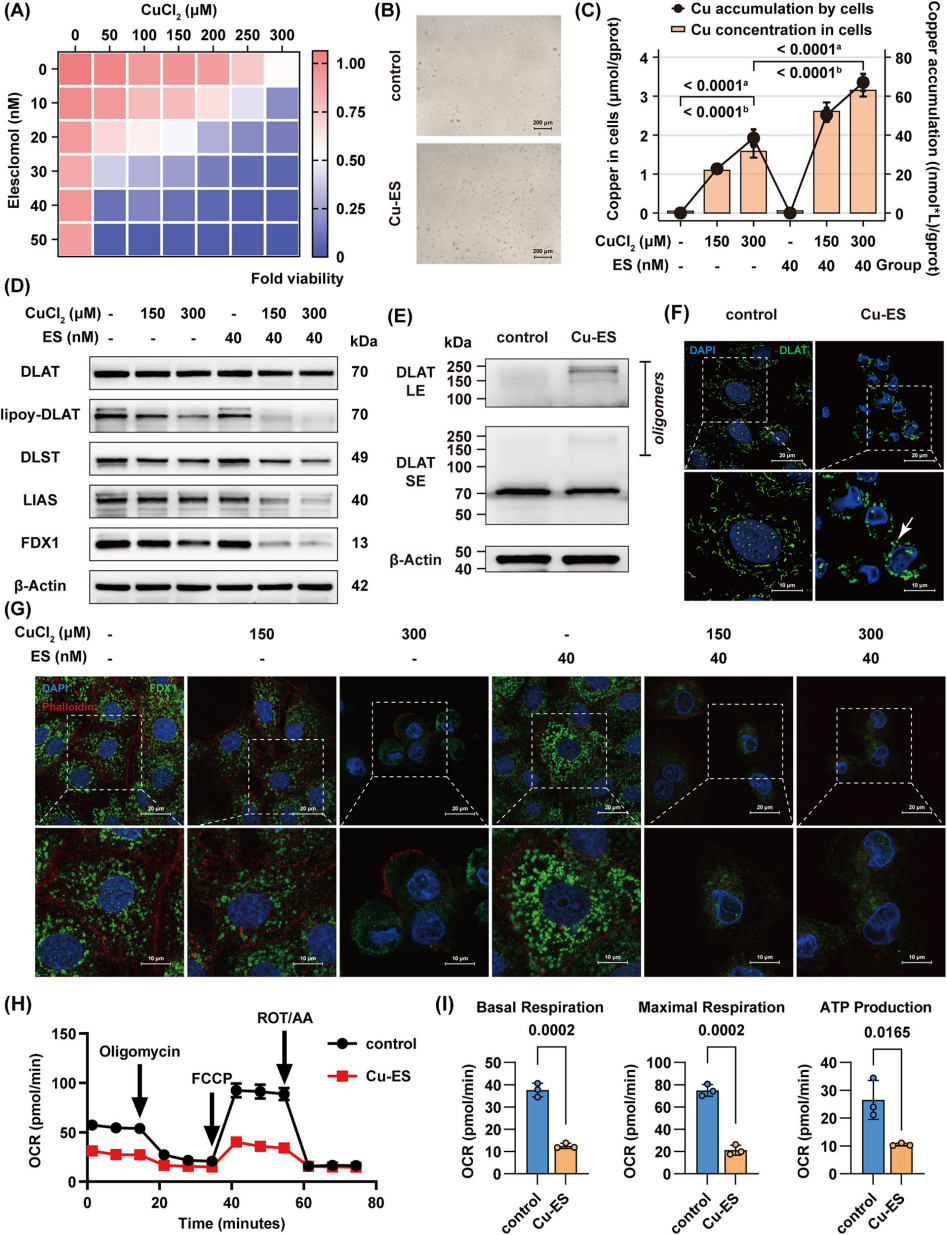
CuCl₂ and copper ionophores induce cuproptosis in rat hepatocytes. **A** Heatmap of CCK-8 assay for cell viability after 24-h CuCl₂ (0 – 300 μM) and ES (0 – 50 nM) treatment, relative to control group (*n* = 3). **B**, **E**, **F**, **H**, **I** BRL 3A cells were treated with CuCl₂ (300 μM) and ES (40 nM) for 24 h. Representative light microscopy images demonstrating cellular morphological changes (**B**, *n* = 3), western blot of monomeric form and oligomerized form of DLAT (**E**, *n* = 3), confocal fluorescence images of DLAT (green) (**F**, *n* = 21–23 cells), and measurement of OCR (**H**, **I** *n* = 3). **C**, **D**, **G** BRL 3A cells were treated with CuCl₂ (0, 150, and 300 μM) and ES (0 and 40 nM) for 24 h. Intracellular copper quantification and copper accumulation quantification (**C**, *n* = 3), western blot of curproptosis-related proteins (**D**, *n* = 3), and merged confocal fluorescence images of FDX1 (green) and Rhodamine phalloidin (red) (**G**, *n* = 10–38 cells). Data are mean ± SD. Two-way ANOVA with Tukey’s correction (**C**) and unpaired Student’s *t* test (**I**). White arrow denotes oligomerized DLAT protein. ^a^ Comparing copper accumulation values between groups. ^b^ Comparing intracellular copper values between groups. Abbreviations: ES elesclomol, LE long exposure, OCR oxygen consumption rate, SE short exposure.

To further investigate the specificity and copper-dependence of copper overload-induced hepatocyte death, we treated BRL 3A cells with multiple inducers and inhibitors of cell death. The results demonstrate that cell death induced by copper chloride (300 μM) and the copper ionophore ES (40 nM) was specifically ameliorated by the copper chelator TTM, with significant viability restoration observed at TTM concentrations more than 300 μM without detectable cytotoxicity (Fig. 5A, Supplementary Fig. 4A). Quantitative analysis revealed that TTM significantly reduced intracellular copper levels and decreased soluble copper content in culture medium (Fig. 5B), indicating that TTM protects hepatocytes by precipitation. Notably, TTM intervention restored protein expression of cuproptosis-related markers, including DLAT, lipoylated DLAT, DLST, LIAS, and FDX1 (Fig. 5C, Supplementary Fig. 4B). Immunofluorescence co-staining further confirmed that TTM attenuated Cu/ES-induced FDX1 downregulation and cytoskeletal disintegration (Fig. 5D, Supplementary Fig. 4C). These findings collectively establish that copper overload triggers a unique form of programmed cell death, mechanistically distinct from ferroptosis and apoptosis, characterized by its unique copper dependency.

**Fig. 5:**
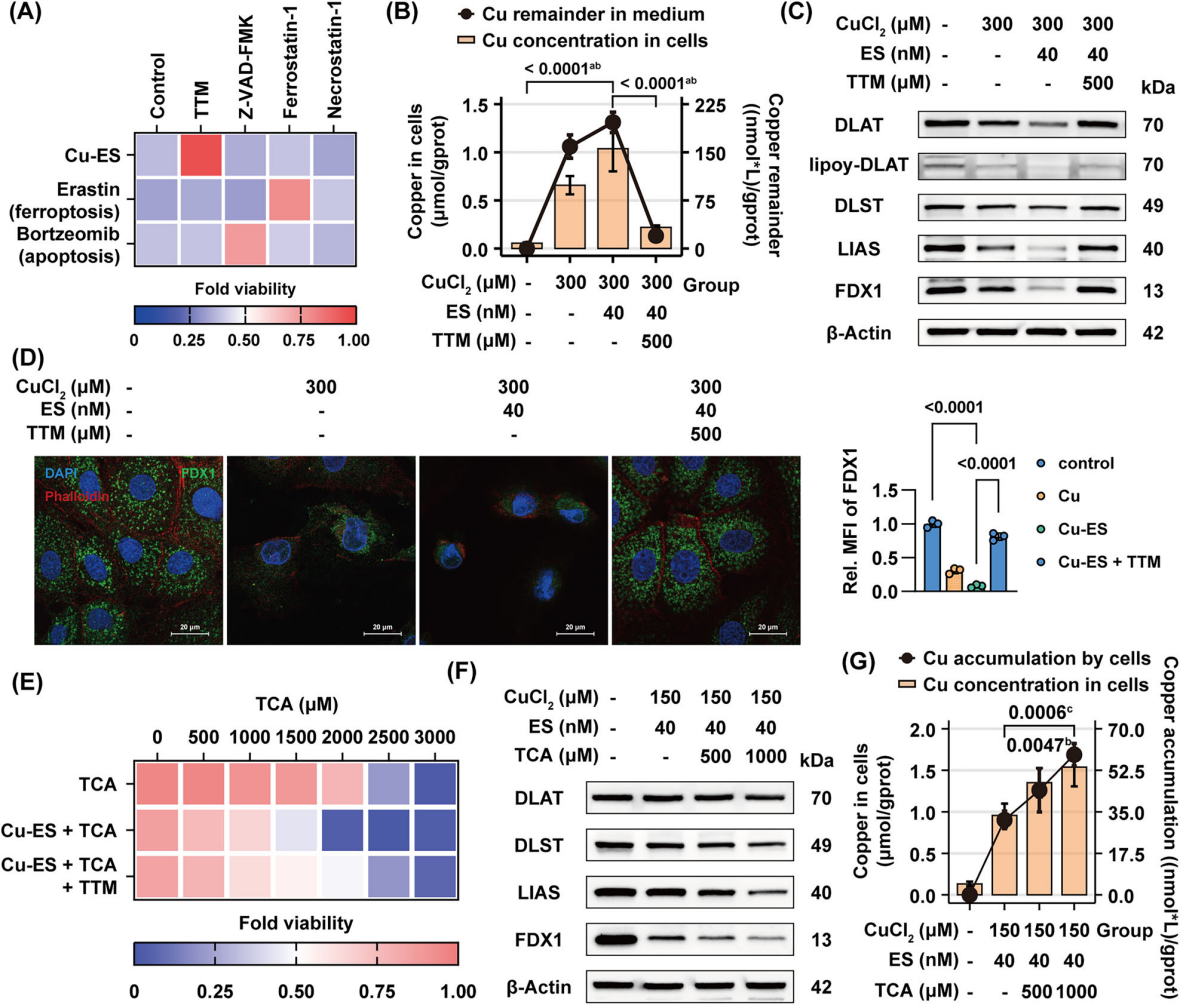
Copper overload induces distinct copper-dependent cell death, and TCA further exacerbates cuproptosis via enhanced copper accumulation. **A** Heatmap of CCK-8 assay for fold cell viability after 24-h CuCl₂ (300 μM)/ES (40 nM), erastin (20 μM), and bortezomib (40 nM) treatment in BRL 3A cells, in combination with respective inhibitors: TTM (500 μM), Z-VAD-FMK (30 μM), ferrostatin-1 (10 μM), and Necrostatin-1 (20 μM), relative to control group (*n* = 3). **B**, **C**, **D** BRL 3A cells were treated with CuCl₂ (300 μM) and ES (40 nM) in combination with TTM (500 μM) for 24 h. Intracellular copper quantification and soluble copper remainder quantification (**B**, *n* = 3), western blot of curproptosis-related proteins (**C**, *n* = 3), and confocal fluorescence images of FDX1 (green) and Rhodamine phalloidin (red) (**D**, *n* = 13–29 cells). Right: fold change in FDX1 MFI relative to the control group. (**E**) Heatmap of CCK-8 assay for cell viability after 24-h CuCl₂ (150 μM)/ES (40 nM)/TTM (500 μM) in combination with TCA (0–3000 μM) treatment, relative to control group (*n* = 3). **F**, **G** BRL 3 A cells were treated with CuCl₂ (150 μM) and ES (40 nM) in combination with TCA (500 or 1000 μM) for 24 h. Western blot of curproptosis-related proteins (**F**, *n* = 3), and intracellular copper quantification and copper accumulation quantification (**G**, *n* = 3). Data are mean ± SD. One-way ANOVA with Bonferroni’s correction (**B**, **G**) and one-way ANOVA with Šídák’s correction (**D**). ^a^ Comparing copper remainder values between groups. ^b^ Comparing intracellular copper values between groups. ^c^ Comparing copper accumulation values between groups. Abbreviations: TCA taurocholic acid, MFI mean fluorescence intensity.

### Taurocholic acid exacerbates CuCl₂- and copper ionophore-induced cell death via enhanced copper accumulation

The characteristic pathophysiological distinction of cholestatic liver injury from copper overload-induced damage in other organs lies in the impaired bile acid excretion and subsequent intrahepatic accumulation. To investigate whether bile acids exert additional regulatory effects on copper-induced hepatocyte death under copper overload conditions, we employed TCA, a predominant bile acid species elevated in cholestatic liver [26, 27], in combination with Cu/ES in rat hepatocytes. Our findings demonstrated that TCA significantly exacerbated the Cu/ES-induced decrease in cell viability, an effect that was attenuated by TTM treatment (Fig. 5E). Notably, protein levels of cuproptosis markers showed further downregulation following TCA intervention (Fig. 5F, Supplementary Fig. 4D). Interestingly, quantitative measurements revealed that TCA enhanced both intracellular copper levels and cellular copper accumulation (Fig. 5G). These findings collectively demonstrate that TCA potentiates Cu/ES-induced hepatocyte cuproptosis by promoting cellular copper accumulation, providing novel insights into the pathogenesis of cholestatic liver injury.

### Validation of copper overload-induced and TCA-exacerbated hepatocyte cuproptosis in mouse hepatocytes

To assess phylogenetic conservation of copper overload-induced cuproptosis and TCA-mediated potentiation effects across species, we conducted systematic interventions in mouse AML12 hepatocytes. Dose-dependent viability loss was observed following 24-h combinatorial treatment with CuCl_2_ (0–300 μM) and ES (0–50 nM), with synergistic cytotoxic effects across the concentration spectrum (Supplementary Fig. 5A). Cellular copper accumulation assays revealed increased intracellular copper accumulation under combined treatment (Supplementary Fig. 5B), concomitant with characteristic alterations in cuproptosis biomarker expression profiles that were attenuated by TTM co-treatment (Supplementary Fig. 5C). Subsequent TCA treatment demonstrated exacerbated cuproptosis phenotypes, accompanied by intensified copper accumulation and progressive downregulation of cuproptosis markers (Supplementary Fig. 5D–F). These findings confirm evolutionary conservation of copper overload-mediated cuproptosis and TCA-dependent potentiation effects between mouse and rat hepatocytes.

### Smoothened signaling suppression mediates copper-induced hepatocyte death

Given that cuproptosis is primarily regulated through post-translational mechanisms, we further investigated the transcriptional alterations underlying copper overload-induced cuproptosis and TCA-mediated exacerbation of this process. Considering the comprehensive genomic annotation and well-established genetic tools available for mouse models, we performed RNA sequencing on treated AML12 mouse hepatocytes. 

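AML12 is a line of immortalized mouse hepatocytes. Group A was the untreated control. Group B received 300 μM CuCl2 with 40 nM of the copper ionophore elesclomol (Cu/ES), group C received Cu/ES with 1000 μM taurocholic acid (TCA), and group D received 1000 μM TCA without Cu/ES, each over 24 h. Each group had 3 libraries, made from polyadenylated RNA. The authors deposited FPKM values for 24824 genes, listed by gene symbol, with the replicates kept apart. FPKM is a whole number of reads divided by the length of the gene and the total of the library, so the spacing of the values gives back both numbers of reads and totals. The values of 22211 of the 22212 genes above 0 in at least 2 libraries corresponded to whole reads in every library. Recovered totals ran from 38298857 to 39108519 reads in group A (median 38918066), from 30773752 to 32002324 in group B (median 31695546), from 29115011 to 34912748 in group C (median 32298068) and from 39444420 to 39782142 in group D (median 39539595). The number of genes with an FPKM of at least 1 was 10842 ± 45.6 in group A, 8510 ± 60.1 in group B, 8603 ± 111 in group C and 10616 ± 47.0 in group D (mean ± SD, n = 3 libraries). Expression was compared as log2(FPKM + 1) with limma, in one fit of all 12 libraries, for the 10615 genes with a mean FPKM of at least 1. P-values were two-sided and adjusted by the Benjamini-Hochberg method. Libraries carry replicate numbers in every group. Deviations from the group means correlated across genes with a mean r of 0.125 between libraries of the same number and -0.059 between the others, so every comparison was also fitted with the replicate number as a block. The replicate numbers are balanced over the groups, so the block can change p-values but not fold changes.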

Principal component analysis (PCA) revealed substantial transcriptomic reprogramming in Cu/ES-treated cells compared to controls (group B vs. A, Fig. 6A), with additional divergence upon TCA co-treatment (group C vs. B, Fig. 6A). However, TCA monotherapy showed minimal transcriptional alterations relative to controls (group D vs. A, Fig. 6A). 

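Over the genes tested, PC1 held 94.9% of the variance of log2(FPKM + 1) and PC2 held 2.4%. Scaling each gene to unit variance moved these shares most, to 81.6% and 8.11%. The mean Euclidean distance between a library of group B and one of group A was 179.7 on the log2 scale, against 20.1 between libraries of the same group, a ratio of 8.92. Libraries of groups C and B lay 45.4 apart, 1.95 times their mean distance within groups. Each ratio was the largest that any division of the 6 libraries into 3 and 3 gave (exact permutation test, one-sided, p = 0.1, the smallest p that 3 libraries against 3 allow).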

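Libraries of groups D and A lay 31.1 apart, 1.64 times their mean distance within groups. With limma and Benjamini-Hochberg adjustment, 7 genes were higher and 16 were lower in group D than in group A past both an adjusted p of 0.05 and an absolute log2 fold change of 1. The adjusted p alone was passed by 2339 genes. Fitted with the replicate number as a block, 23 genes passed both thresholds and 2609 passed the adjusted p. The count past both thresholds rose to 95 with a pseudocount of 0.1. With limma-voom on recovered reads, chosen after the data were seen, it was 106, and 408 without a filter on low values. The largest rise was in *Angptl4*, from 14.6 ± 2.35 to 59.3 ± 4.64 FPKM (mean ± SD, n = 3), a log2 fold change of 1.96 (standard error 0.11, limma with Benjamini-Hochberg, adjusted p = 9.26e-07). *Egr3* and *Atf5* followed, each with a log2 fold change of 1.33. The largest falls were in *Gpnmb* (log2 fold change -1.64), *Cd68* (-1.46) and *Sord* (-1.27).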

Differential expression analysis (*q* < 0.05, |log2FC| > 1) identified upregulated and downregulated genes between groups (Fig. 6B). 

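Between groups B and A, 1070 genes rose and 5622 fell past both thresholds in limma with Benjamini-Hochberg adjustment, and 9777 passed the adjusted p alone. The median log2 fold change of all genes tested was -1.10, so much of the fall was common to most genes. Median-ratio scaling brought this median to 0.01 and the counts to 2856 higher and 2600 lower, and quantile normalization gave 2198 higher and 2353 lower. Limma-voom on recovered reads without a filter, also scaled by median ratios and chosen after the data were seen, gave 8820 higher and 4847 lower. All 2600 genes that fell under median-ratio scaling were among the 5622. The replicate number as a block left 6692 genes past both thresholds, as many as without it, and 9825 past the adjusted p. The largest rises were in the heat shock genes *Hspa1b*, from 0.815 ± 0.362 to 7842 ± 957 FPKM (mean ± SD, n = 3), *Hspa1a* (log2 fold change 8.70) and *Cryab* (7.72). The largest falls were in *H1f0* (log2 fold change -7.92), *Egln3* (-5.50) and *Col3a1* (-5.43). Between groups C and B, 120 genes rose and 123 fell past both thresholds, and 4670 passed the adjusted p. The block left 243 genes past both thresholds and 4897 past the adjusted p. TPM scaling gave 241 higher and 145 lower. *Egr1* rose most (log2 fold change 2.54), then *Cdkn1c* (1.84) and *Gm15728* (1.74). *Pcolce* fell most (log2 fold change -2.35), then *Tmem176a* (-2.07) and *Cyba* (-2.05). Of the 123 genes that fell, 84 had fallen and 9 had risen between groups B and A, and of the 120 that rose, 40 had risen and 31 had fallen.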

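*Dlat* and *Dlst* encode lipoylated subunits of mitochondrial dehydrogenases, *Fdx1* encodes ferredoxin 1 and *Lias* encodes lipoic acid synthetase. FPKM of *Dlat* was 20.0 ± 1.09 in group A and 8.64 ± 0.853 in group B (mean ± SD, n = 3 libraries), a log2 fold change of -1.12 (standard error 0.08, limma with Benjamini-Hochberg, adjusted p = 3.58e-09). For *Dlst* it was 58.1 ± 1.06 and 38.0 ± 2.29, a log2 fold change of -0.60 (adjusted p = 5.14e-07 from limma with Benjamini-Hochberg). *Fdx1* went from 5.28 ± 0.217 to 0.541 ± 0.111 FPKM and *Lias* from 10.1 ± 0.622 to 1.62 ± 0.213, log2 fold changes of -2.03 and -2.08 (limma with Benjamini-Hochberg, adjusted p = 5.49e-11 and 3.04e-11). Adjusted over these 4 genes alone, the limma p-values with Benjamini-Hochberg were 2.15e-09, 3.31e-07, 2.67e-11 and 2.58e-11. In each of the 4 genes all group B libraries were below all group A libraries (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). *Dlat* fell about as far as the median gene, with a difference of -0.03 on the log2 scale, and *Dlst* fell less, with a difference of 0.50, whereas *Fdx1* and *Lias* fell further, with differences of -0.93 and -0.98. Median-ratio scaling changed the direction of *Dlat*, to a log2 fold change of 0.12 (limma with Benjamini-Hochberg, adjusted p = 0.17, with a range of 4.46e-10 to 0.17 over the alternatives), and of *Dlst*, to 0.71 (adjusted p = 6.38e-07). *Fdx1* and *Lias* stayed lower under it, with log2 fold changes of -1.21 and -1.03. The block on replicate number left all 4 genes lower with limma and Benjamini-Hochberg, with adjusted p = 3.73e-09 for *Dlat*, 1.31e-06 for *Dlst*, 8.5e-10 for *Fdx1* and 3.88e-10 for *Lias*.

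**Figure D1:**
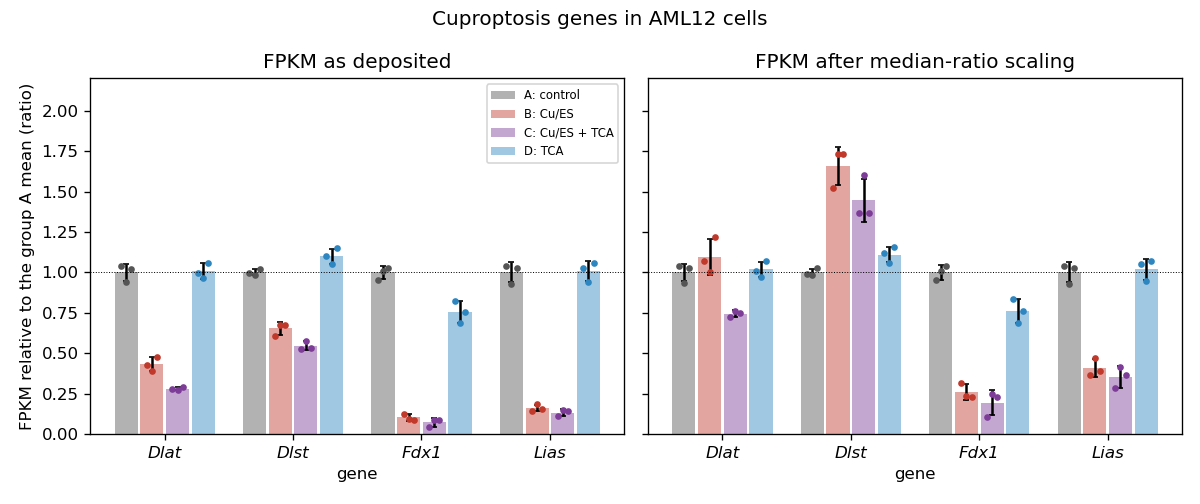
FPKM of each gene relative to the group A mean (ratio, y axis) in groups A to D, as deposited (left) and after median-ratio scaling (right), with bars as means, error bars as SD and points as the 3 libraries. *Dlst* in group B was at 0.655 as deposited and at 1.66 after median-ratio scaling.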

Quantitative analysis of standardized fragments per kilobase million (FPKM) values revealed that key cuproptosis-related genes (DLAT, DLST, FDX1, and LIAS) exhibited downregulation following induction with Cu/ES (Fig. 6C). Notably, this suppressive effect was potentiated upon TCA intervention, validating the above-mentioned results in RNA-seq data (Fig. 6C). 

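Between groups C and B, *Dlat* fell from the group B value to 5.63 ± 0.172 FPKM (mean ± SD, n = 3), a log2 fold change of -0.54 (standard error 0.08, limma with Benjamini-Hochberg, adjusted p = 1.09e-04). *Dlst* fell to 31.7 ± 1.62 FPKM, a log2 fold change of -0.26 (limma with Benjamini-Hochberg, adjusted p = 5.69e-03). In *Fdx1* and *Lias* the libraries of the groups overlapped, and the log2 fold changes of -0.15 and -0.16 did not pass (limma with Benjamini-Hochberg, adjusted p = 0.22 and 0.185, and exact permutation test, two-sided, p = 0.2 for each). *Fdx1* rested on 50 to 73 reads per library in group B and 22 to 57 in group C. *Dlst* no longer passed with limma-voom on recovered reads, chosen after the data were seen (Benjamini-Hochberg adjusted p = 0.0525, with a range of 1.84e-03 to 0.0525 over the alternatives). With the replicate number as a block, limma with Benjamini-Hochberg gave adjusted p = 5.9e-05 for *Dlat*, 6.32e-03 for *Dlst*, 0.246 for *Fdx1* and 0.198 for *Lias*. TCA without Cu/ES gave log2 fold changes of 0.01 for *Dlat*, 0.13 for *Dlst* and 0.01 for *Lias*, none of which passed, and of -0.33 for *Fdx1* (limma with Benjamini-Hochberg, adjusted p = 0.0263, 0.017 over the 4 genes, and 0.0343 with the block). The fall of *Fdx1* did not pass with a pseudocount of 0.1, without a filter, or under TPM, median-ratio or quantile scaling, nor in 5 of the 6 fits that each left out a library. The interaction term of the fit, the effect of TCA with Cu/ES minus its effect without, was -0.55 for *Dlat* and -0.39 for *Dlst* (limma with Benjamini-Hochberg, adjusted p = 1.96e-03 and 4.89e-03). For *Fdx1* and *Lias* it was 0.18 and -0.17 (limma with Benjamini-Hochberg, adjusted p = 0.328 and 0.326). *Fdx1* was at 0.541 FPKM in group B, where adding 1 before the logarithm shrinks any further fall. Its interaction term turned negative with a pseudocount of 0.1 and with limma-voom. From the lower FPKM of the cuproptosis-related genes upon TCA intervention (Fig. 6C), the paper concludes that TCA potentiated the suppressive effect of Cu/ES. It sets this beside its western blots, in which protein of these markers fell further with TCA at a lower CuCl2 dose. Protein was not measured in the data used here.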

Given the characteristic downregulation of cuproptosis markers at the protein level, Gene Ontology biological process (GO-BP) analysis of downregulated genes in Cu/ES-treated cells revealed significant enrichment in the smoothened signaling pathway (GO:0007224), implying a novel regulatory axis in cuproptosis (Fig. 6D). 

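No Gene Ontology table was used here. In its place stood a list of 45 genes of smoothened signaling, written by hand before the data were examined, of which 36 were tested. In group B, 33 of the 36 were lower than in group A and 28 fell past both thresholds. Among the 10201 genes expressed highly enough in group A to fall past both thresholds, 28 of 35 listed genes and 5622 genes in all did so, an odds ratio of 3.27 (Fisher's exact test, one-sided, p = 1.92e-03, Benjamini-Hochberg over 11 lists 0.0105). With the replicate number as a block the odds ratio was also 3.27. Under quantile normalization it was 1.64 (Fisher's exact test, one-sided, with limma calls, Benjamini-Hochberg adjusted p = 0.713, with a range of 4.40e-03 to 0.713 over the alternatives that kept the list). In the same test, chosen after the data were seen, Reactome's Hedgehog list was not enriched, with an odds ratio of 0.579 (Fisher's exact test, one-sided, p = 0.997), or 1.24 without its proteasome subunits (Fisher's exact test, one-sided, p = 0.264). *Smo* fell from 15.2 ± 0.622 to 0.707 ± 0.214 FPKM (mean ± SD, n = 3), a log2 fold change of -3.26 (limma with Benjamini-Hochberg, adjusted p = 1.35e-12). *Gli1* and *Gli2* were below the filter on low values, with means of 0.716 and 0.155 FPKM in group A and 0.121 and 0.013 in group B. The largest fall in the list was in *Arrb1* (log2 fold change -4.06). The 3 genes that were higher were *Ihh*, *Hhat* and *Spop*, named after their values were seen.

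**Figure D2:**
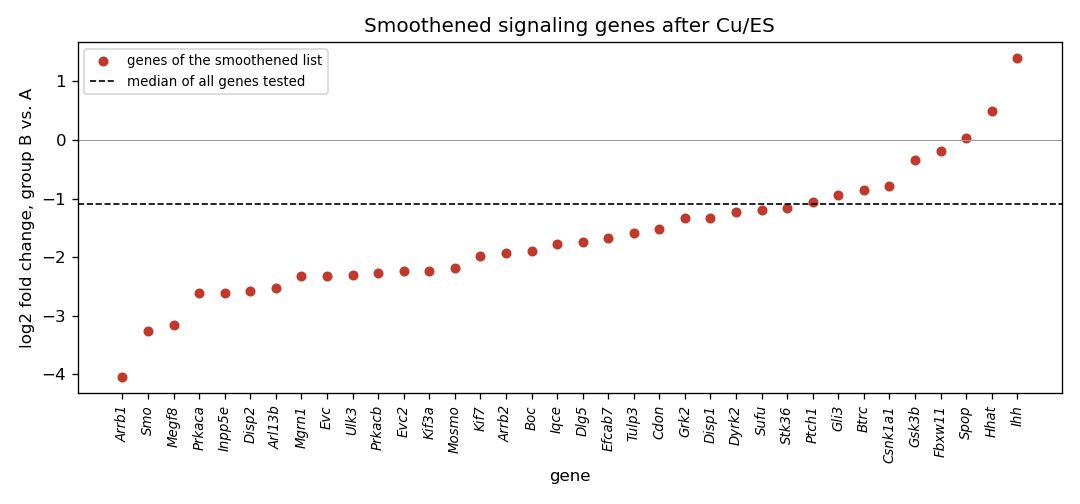
Log2 fold change between groups B and A (y axis) for each tested gene of the list (x axis, in order of its value). The dashed line is the median of all genes tested, -1.10, and 33 of the 36 points lie under 0.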

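The median log2 fold change of the smoothened list between groups B and A was -1.76. Only 0.55% of 10000 random lists matched on expression had a lower median. The smoothened list did not stand alone. A hand-written list of fatty acid oxidation fell further, with a median of -2.16, and 0.01% of its matched random lists were as low. Its odds ratio among genes past both thresholds was 3.92 (Fisher's exact test, one-sided, Benjamini-Hochberg adjusted p = 0.0105). The camera test of limma, which ranks a list against all other genes, placed the list lower (two-sided, Benjamini-Hochberg adjusted p = 0.0304, and 0.03 with the replicate number as a block, from a camera p of 0.011 and 0.0109). Gene set enrichment with fgsea on signal-to-noise ranks of all 24824 genes gave a normalized enrichment score of -1.54 and an enrichment score of -0.63 (permutation of genes, Benjamini-Hochberg adjusted p = 1.91e-03). The list of Reactome's Hedgehog pathway ranked the other way, higher, with a camera p of 4.92e-05, and without its proteasome subunits it ranked lower with a camera p of 0.389.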

GSEA also revealed statistically significant enrichment of the smoothened signaling pathway (Normalized ENS = –1.84, FDR = 0.015), with the characteristic negative enrichment score peak (minimum ENS = –0.537) demonstrating coordinated transcriptional suppression of core components in this signaling cascade (Supplementary Fig. 5G). 

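Lists written by hand before the data were examined stood for complex I and its assembly factors, ATP synthase, and complexes II, III and IV. Of 50 tested genes of the complex I list, 46 were lower in group C than in group B, with a median log2 fold change of -0.59 against -0.03 for all genes tested. Past both thresholds, 7 of the 44 that could pass fell, an odds ratio of 13.3 (Fisher's exact test, one-sided, p = 3.15e-06, Benjamini-Hochberg over 11 lists 3.47e-05), and camera placed the list lower (two-sided p = 5.09e-10). The block on replicate number gave the odds ratio of 13.3 again and a camera p of 3.14e-09. The odds ratio was 7.89 under median-ratio scaling, 6.62 with a pseudocount of 0.1 and 6.47 with limma-voom on recovered reads, chosen after the data were seen, and passed in each. All 37 listed subunits were lower, with a median of -0.69, and 36 of 37 were under TPM, median-ratio and quantile scaling. Of 13 assembly factors, 9 were lower, with a median of -0.10. The 7 genes were *Ndufa12*, *Ndufb4*, *Ndufs6*, *Ndufb8*, *Ndufab1*, *Ndufb7* and *Ndufa5*, named after their values were seen. *Ndufa12* fell most, from 22.0 ± 0.901 to 6.80 ± 3.38 FPKM (mean ± SD, n = 3). The list holds no gene of the mitochondrial genome. The 13 protein-coding genes of that genome, chosen after their values were seen, went the other way. Their median log2 fold change between groups C and B was 0.28, with 10 of 13 higher, and 9 of 13 under quantile normalization. For ATP synthase, 17 of 18 genes were lower (camera, two-sided p = 6.09e-07, and 2.11e-06 with the block), and 1 gene, *Atp5g1*, fell past both thresholds (odds ratio 3.95, Fisher's exact test, one-sided, p = 0.235). For complexes II, III and IV, 28 of 35 were lower (camera, two-sided p = 7.58e-06, and 3.37e-05 with the block), and 3 of 33 fell past both thresholds (odds ratio 6.81, Fisher's exact test, one-sided, p = 0.0124, Benjamini-Hochberg 0.0456). It did not pass under TPM (odds ratio 4.00), median-ratio scaling (4.25) or quantile normalization (0.0), with a pseudocount of 0.1 (3.37) or with limma-voom on recovered reads (1.84). The fall was not confined to these lists. Of the 11 lists, 7 passed camera between groups C and B, all lower, and the smallest camera p, 6.85e-13, was that of mitosis, replication and repair (9.10e-13 with the block), with 75 of 83 genes lower and a median of -0.40. Of its 73 genes that could pass both thresholds, 5 fell (odds ratio 5.07, Fisher's exact test, one-sided, p = 4.38e-03, Benjamini-Hochberg 0.0241), and it did not pass under median-ratio scaling (3.77) or quantile normalization (3.35). The others were the citric acid cycle (camera p 3.23e-05), fatty acid oxidation (3.97e-03) and the copper stress list (0.0238). Between groups D and A, 21 of the 50 complex I genes were lower (camera from limma, two-sided, Benjamini-Hochberg adjusted p = 0.453, ranked higher, but lower under quantile normalization). There 64 of 83 mitosis genes and 27 of 29 fatty acid oxidation genes were lower (camera, Benjamini-Hochberg adjusted p = 1.29e-03 and 2.67e-03). ATP synthase, complexes II, III and IV and the citric acid cycle did not pass there, and the copper stress list ranked higher.

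**Figure D3:**
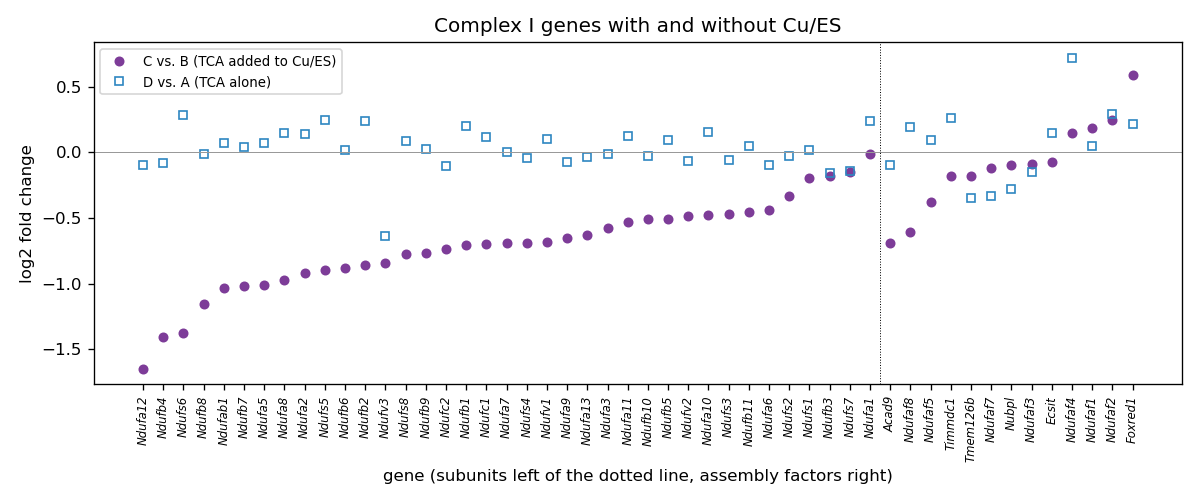
Log2 fold change (y axis) of each gene of the complex I list (x axis) for groups C vs. B (filled circles) and D vs. A (open squares), with subunits left of the dotted line and assembly factors right of it. The list holds no gene of the mitochondrial genome. All 37 subunits lie under 0 for groups C vs. B with FPKM as deposited, and 36 of 37 do under the other scalings.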

Notably, TCA co-treatment was specifically enriched in mitochondrial-related processes, including mitochondrial respiratory chain complex I assembly (GO:0032981), aerobic respiration (GO:0009060), and proton motive force-driven ATP synthesis (GO:0042776) among downregulated genes (Fig. 6E), indicating amplified mitochondrial dysfunction that aligns with and intensifies characteristic cuproptosis pathology.

**Fig. 6:**
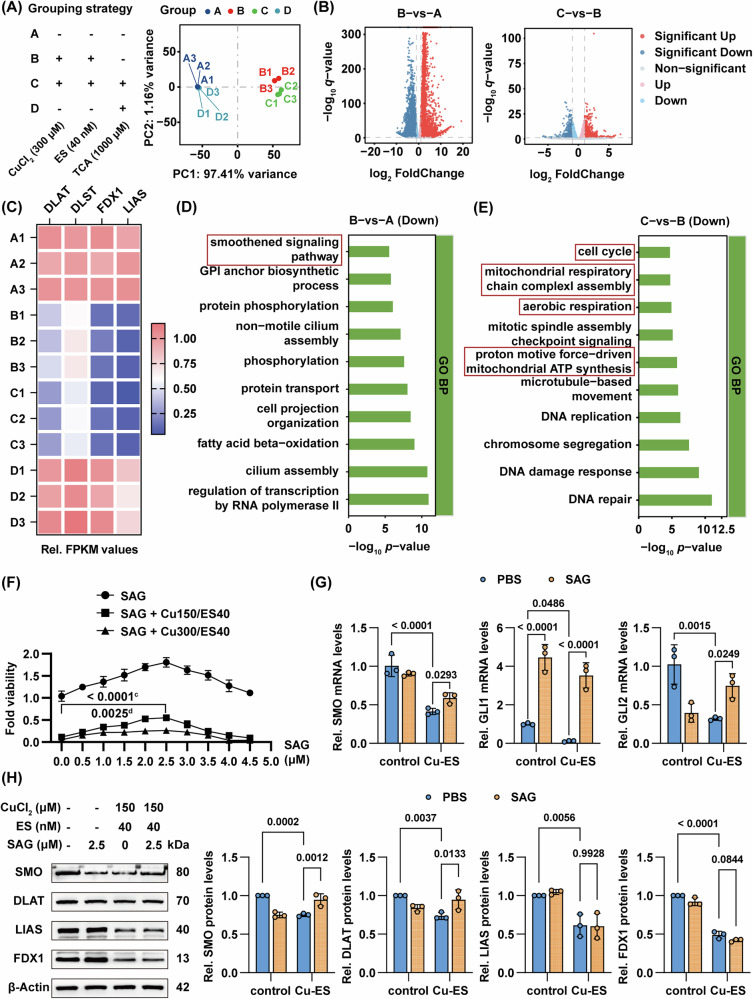
RNA-seq reveals possible molecular mechanisms driving cuproptosis and TCA-mediated exacerbation. **A**, **B**, **C**, **D**, **E** AML12 cells cultured in standard growth medium (Group A), or treated with CuCl₂ (300 μM)/ES (40 nM; Group B), or treated with CuCl₂ (300 μM)/ES (40 nM)/TCA (1000 μM; Group C), or treated with TCA (1000 μM; Group D) for 24 h. Grouping strategy and PCA of RNA-sequencing data among the four groups (**A**), volcano plot of DEGs between groups (**B**), heatmap of standardized FPKM values of cuproptosis-related genes, normalized to group A (**C**), and GO pathway analysis of DEGs (|log2 FC| > 1 and *q* value < 0.05), showing the top 10 enriched biological processes (**D**, **E**). **F**, **G** BRL 3A cells were treated with SAG, or treated with SAG/CuCl₂ (150 μM)/ES (40 nM), or treated with SAG/CuCl₂ (300 μM)/ES (40 nM) in SAG concentration gradients (0–4.5 μM) for 24 h. Line plots of CCK-8 assay for fold cell viability, relative to control group (**F**; *n* = 3), and RT-qPCR of SMO, GLI1 and GLI2, normalized to the control group (**G**; *n* = 3). **H** Western blot of DLAT, LIAS, FDX1 and SMO after BRL 3A cells were treated with CuCl₂ (150 μM) and ES (40 nM) in combination with SAG (2.5 μM) for 24 h. Right: fold change in protein expression relative to control group. Data are mean ± SD. One-way ANOVA with Šídák’s correction (**F**) and two-way ANOVA with Šídák’s correction **G**, **H** Abbreviations: PCA principal component analysis, DEGs differentially expressed genes, FPKM fragments per kilobase million, SAG smoothened agonist.

To delineate the regulatory role of smoothened (SMO) signaling pathway in cuproptosis, we conducted comparative interventions in rat BRL 3A and mouse AML12 hepatocytes under Cu-ES induction with/without SAG. SAG co-treatment significantly ameliorated the cytotoxic effects (Fig. 6F, Supplementary Fig. 5H). RT-qPCR and western blot confirmed copper-induced downregulation and SAG-mediated restoration of SMO, accompanied by rescue of GLI1 and GLI2, the downstream regulators of SMO (Fig. 6G, H, Supplementary Fig. 5I). Meanwhile, the expression of DLAT was restored by SAG while FDX1 and LIAS remained suppressed (Fig. 6H). These results demonstrate the role of smoothened signaling pathway in cuproptosis, and the therapeutic effects of SMO activation through DLAT-dependent mechanisms, which are independent of FDX1 in the cuproptosis cascade.

### FDX1 plays a complex regulatory role in hepatocyte cuproptosis

To investigate the precise regulatory role of cuproptosis-related key gene *FDX1* in hepatocytes, we performed both loss-of-function (using three distinct siRNAs targeting FDX1 mRNA) and gain-of-function (via FDX1-expressing plasmid) experiments. In the knockdown studies, RT-qPCR analysis revealed significant downregulation of FDX1 mRNA levels across all siRNA constructs, with si-3 demonstrating the highest knockdown efficiency at equivalent concentrations, thus being selected for subsequent experiments (Fig. 7A). Western blot confirmed reduced FDX1 protein expression following si-FDX1 treatment, concomitant with decreased DLAT protein levels, suggesting a potential regulatory effect of FDX1 on DLAT (Fig. 7B). Notably, CCK-8 assays under the exact experimental conditions showed that FDX1 knockdown did not enhance cellular resistance to cuproptosis (Fig. 7C). In complementary gain-of-function studies, FDX1 mRNA levels were significantly elevated post-transfection with the FDX1-expressing plasmid (Fig. 7D). Intriguingly, FDX1 overexpression significantly enhanced hepatocyte resistance to cuproptosis (Fig. 7E). Mechanistically, western blot analysis under copper overload conditions demonstrated upregulated protein expression of DLAT, LIAS, and lipoylated DLAT in FDX1-overexpressing cells, providing a potential molecular basis for this phenotypic observation (Fig. 7F). The integrated mechanism network elucidated in the current investigation was schematically illustrated in Fig. 8.

**Fig. 7:**
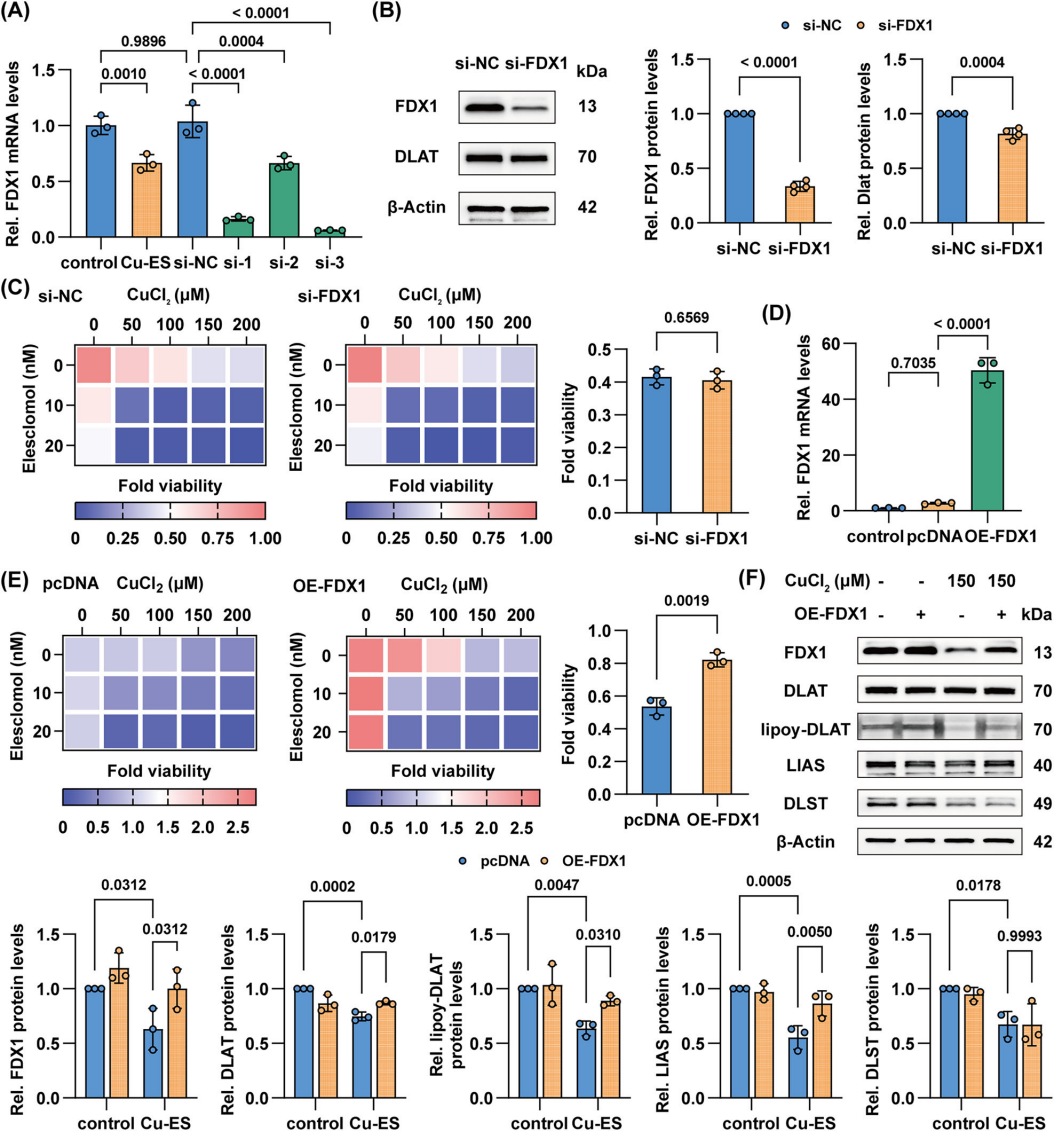
FDX1 plays a complex regulatory role in hepatocyte cuproptosis. **A** RT-qPCR of FDX1 after BRL 3A cells treated with CuCl₂ (300 μM)/ES (40 nM) or siRNA negative control (si-NC; 50 nM) or three distinct siRNA constructs against FDX1 (si-FDX1; 50 nM) for 24 h, normalized to the control group (*n* = 3). **B** Western blot of FDX1 after BRL 3 A cells were treated with si-NC (50 nM) or si-3 (50 nM) for 24 h. Right: fold change in protein expression relative to control group. **C** Heatmap of CCK-8 assay for cell viability after 24-h CuCl₂ (0–200 μM)/ES (0–20 nM) in combination with si-NC (50 nM) or si-3 (50 nM) for 24 h, relative to si-NC control group. Right: comparative analysis of cell viability of Cu150/ES0 subgroups. **D** RT-qPCR of FDX1 after BRL 3A cells were treated with pcDNA 3.1 (+) (pcDNA; 6 μg/well in the 6-well plate) or FDX1-expressing plasmid (OE-FDX1; 6 μg/well in the 6-well plate) for 24 h, normalized to the control group (*n* = 3). **E** Heatmap of CCK-8 assay for cell viability after 24-h CuCl₂ (0–200 μM)/ES (0–20 nM) in combination with pcDNA (6 μg/well in the 6-well plate) or OE-FDX1 (6 μg/well in the 6-well plate) for 24 h, relative to pcDNA control group. Right: comparative analysis in cell viability of Cu150/ES0 subgroups. **F** Western blot of FDX1, DLAT, lipoylated-DLAT, LIAS, and DLST after BRL 3A cells were treated with CuCl₂ (150 μM) in combination with pcDNA (6 μg/well in the 6-well plate) or OE-FDX1 (6 μg/well in the 6-well plate) for 24 h. Bottom: fold change in protein expression relative to control-pcDNA group. Data are mean ± SD. One-way ANOVA with Šídák’s correction (**A**, **D**), unpaired Student’s *t* test (**B**, **C**, **E**), and two-way ANOVA with Šídák’s correction (**F**).

**Fig. 8:**
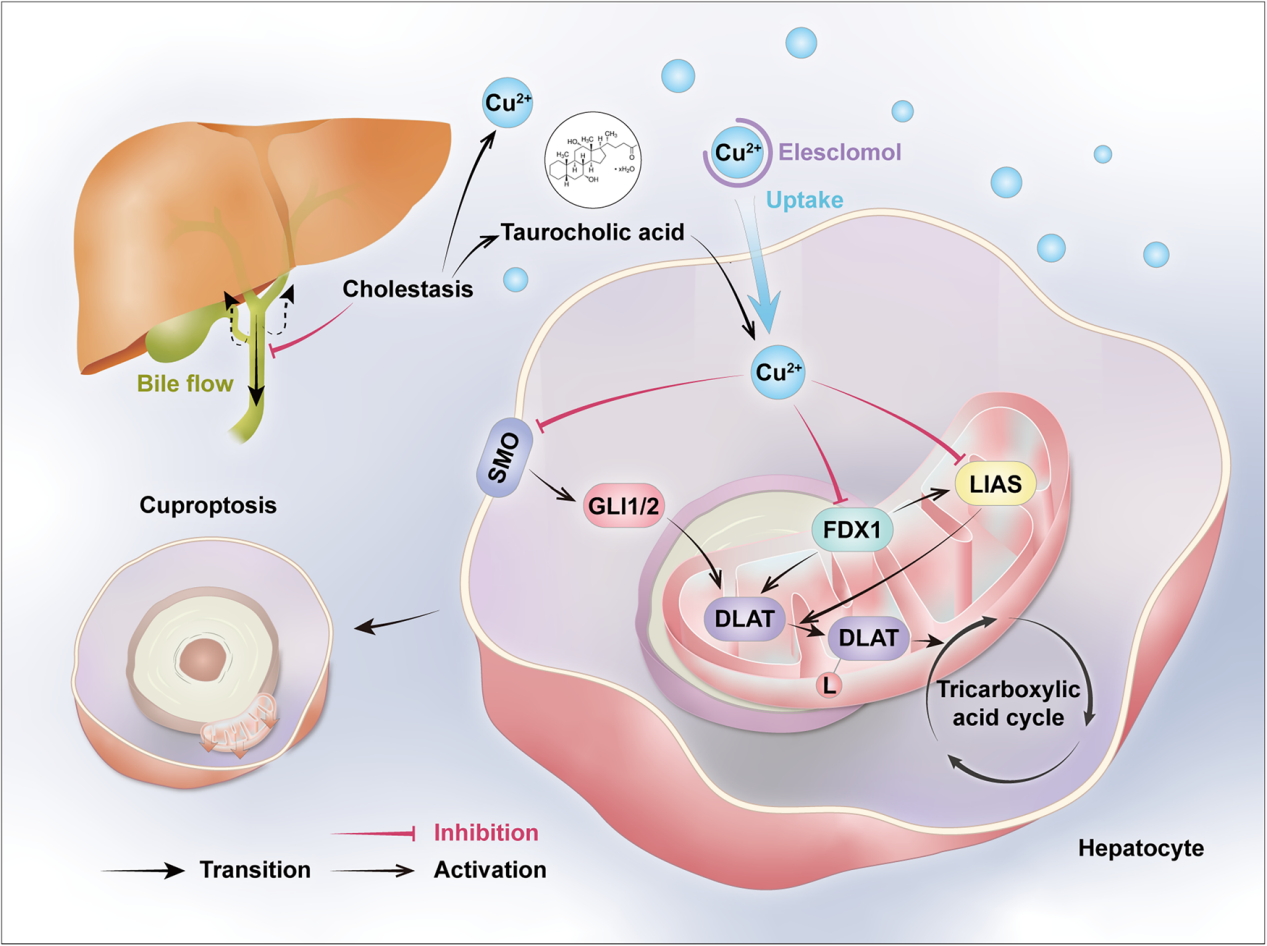
A schematic diagram illustrates a novel cuproptosis-mediated pathogenic mechanism driving cholestatic liver injury. Initially, cholestasis raises copper levels within the liver and causes copper overload of hepatocytes. Meanwhile, concurrent accumulated TCA further enhances copper accumulation. The accumulated copper subsequently triggers dual regulatory effects: suppression of FDX1 expression and inhibition of the smoothened signaling pathway. These molecular alterations culminate in reduced LIAS expression and diminished DLAT lipoylation. Ultimately, malfunction of tricarboxylic acid cycle leads to programmed cell death of hepatocytes.

## Discussion

Copper is predominantly excreted via hepatic biliary elimination under physiological conditions, whereas cholestatic conditions induce hepatic copper retention, leading to copper overload in the liver and concomitant elevation of serum copper levels. Whether such copper overload triggers hepatocyte cuproptosis and subsequently contributes to liver injury pathogenesis remains to be fully elucidated. Here, we demonstrated that copper overload acts as a cholestasis-associated event, triggering hepatocyte cuproptosis. Concurrent hepatic TCA accumulation synergistically exacerbated copper-induced hepatotoxicity through facilitating cellular copper accumulation. Mechanistic investigations identified FDX1 as a pivotal upstream regulator of cuproptosis, while the suppression of the smoothened signaling pathway was implicated in cuproptosis pathogenesis. Therapeutically, copper chelators effectively treated cholestasis-induced copper overload hepatotoxicity both in vivo and in vitro, whereas pharmacological activation of smoothened signaling using SAG effectively reversed copper-induced cuproptosis alterations, providing a therapeutic avenue for cholestatic liver injury.

Despite established evidence that copper overload in cholestatic livers [12] and chronic copper deposition serve as a definitive pathogenic factor driving hepatic fibrosis in Wilson’s disease [10], the mechanistic role of hepatic copper overload in acquired cholestatic liver injury remains elusive. Our study reveals the direct involvement of copper-induced cuproptosis in cholestatic hepatocyte death. Clinical biochemistry analysis of human hospital attendees and rat BDL models demonstrated concomitant elevation of serum and/or hepatic copper levels with cholestatic injury progression. Notably, BDL-operated rats exhibited significant alterations in cuproptosis-related biomarker expression. Experimental modulation through high-copper diet or TTM chelation therapy, respectively, exacerbated or ameliorated BDL-induced hepatotoxicity. In vitro validation showed that CuCl_2_ and copper ionophore specifically induced intracellular copper accumulation and triggered a unique cell death pattern distinguishable from ferroptosis, apoptosis, and necroptosis in rodent hepatocytes—a process effectively inhibited by TTM co-treatment. These findings collectively establish copper-mediated hepatocyte cuproptosis as a critical pathogenic mechanism in cholestatic liver injury.

The proper lipoylation and functional integrity of key proteins involved in cellular energy metabolism are essential for maintaining mitochondrial homeostasis and ensuring efficient energy production processes [32]. *DLAT* encodes dihydrolipoyl transacetylase, the E2 catalytic enzyme of eukaryotic pyruvate dehydrogenase complex (PDHc). The lipoylated E2 subunit of PDHc catalyzes the transfer of the acetyl group from pyruvate to coenzyme A (CoA), resulting in the formation of acetyl-CoA, which subsequently enters the tricarboxylic acid cycle [33]. *DLST* encodes the E2 subunit of the α-ketoglutarate dehydrogenase complex (α-KGDH) in its lipoylated form, acts as the catalytic core responsible for the decarboxylation of 2-oxoglutarate to succinyl-CoA and CO₂ within the tricarboxylic acid cycle [34]. Copper overload downregulates total protein expression and impairs lipoylation of DLAT, while concurrently promoting DLAT oligomerization. These pathological alterations collectively disrupt cellular energy metabolism by compromising mitochondrial enzymatic complexes, triggering depletion of iron-sulfur cluster proteins, and ultimately culminating in programmed cell death.

FDX1, a reductase known to reduce Cu^2+^ to Cu^+^, serves as the key regulator of coproptosis [19], the role of which was primarily discovered by Genome-wide CRISPR/Cas9 screening [35]. As reported in multiple studies, FDX1 was down-regulated after copper intervention [36, 37], while the exact regulatory effect on copper-induced cell death in cholestatic liver disease remains to be explored. We performed loss and gain of function of FDX1 under normal and cuproptosis conditions. Interestingly, after remarkable decreased and increased expression of FDX1 in mRNA and protein, siRNA-mediated FDX1 knockdown exhibited no marked effect on cell viability in hepatocytes, while plasmid-driven FDX1 overexpression rescued the viability of cuproptic hepatocytes. Consistent with previous reported studies that FDX1 promotes lipoylation of DLAT [38, 39], we found that after overexpression of FDX1, the monomeric and lipoylated form of DLAT were upregulated, which may outweigh the toxic effects of FDX1 overexpression and serves as a possible explanation for the exact phenomenon in hepatocytes. The exact mechanisms and underlying regulatory networks require further investigation.

The distinct feature of cholestatic copper overload lies in the coexistence of copper overload and accumulated bile components within the hepatic microenvironment. Consistent with previous studies that excess bile acids, including TCA, in chronic cholestasis mouse models impaired adipose mitochondrial function and caused defective thermogenesis, which implies the correlation between bile acid overload and mitochondrial dysfunction [40]. In this study, we investigated the role of TCA, the predominant and markedly elevated bile acid in cholestatic livers [26, 27], in hepatocyte cuproptosis. Notably, under copper overload conditions, TCA significantly exacerbated cell death at substantially lower concentrations and induced characteristic alterations in cuproptosis biomarkers, primarily through enhanced cellular copper accumulation. Furthermore, enrichment analysis of RNA-seq data revealed that downregulated mRNAs in TCA-treated hepatocytes were predominantly associated with aerobic respiration and energy metabolism-associated pathways, indicating amplified cuproptosis features post-TCA exposure. These findings collectively suggest that TCA plays a pivotal role in aggravating copper overload-induced hepatocyte cuproptosis during cholestasis. This insight warrants further mechanistic investigations to elucidate the precise molecular mechanisms involved.

Although copper-induced cytotoxicity primarily occurs through post-translational gene regulatory mechanisms [19], we investigated transcriptional alterations in cuproptotic hepatocytes. Enrichment analysis revealed a critical involvement of the smoothened signaling pathway in copper-induced cell death. This pathway is essential in embryonic development [41], particularly neurogenesis [42], and has demonstrated neuroprotective effects in glucocorticoid-induced neonatal cerebellar injury [43]. Notably, SAG was reported to mitigate mitochondrial dysfunction in frataxin-deficient astrocytes, manifested by restored maximal respiratory capacity, basal mitochondrial respiration, and spare respiratory capacity [44], suggesting smoothened activation could reverse compromised mitochondrial respiration. Our experimental validation confirmed that SAG treatment effectively reversed copper-induced DLAT downregulation, potentially restoring mitochondrial functional integrity and significantly enhancing cell viability, thereby identifying smoothened pathway modulation as a promising therapeutic strategy against hepatic cuproptosis.

In summary, our findings reveal the pivotal role of copper overload-induced cuproptosis in cholestatic liver injury. This process is exacerbated by spatiotemporally synchronized accumulation of taurocholic acid, which potentiates hepatocyte copper accumulation. Mechanistically, FDX1 emerges as the critical mediator of cuproptosis in hepatocytes, where FDX1 upregulation confers protection against copper overload-induced cell death. Transcriptomic analysis demonstrates that this copper-mediated cell death process requires Smoothened signaling pathway regulation. Therapeutically, copper chelator TTM demonstrates significant efficacy in attenuating copper overload-induced cytotoxicity both in vitro and in vivo. Notably, SAG administration restores DLAT protein expression and improves cellular viability. These results establish a direct link between FDX1-mediated taurocholic acid-exacerbated cuproptosis and cholestasis-induced hepatotoxicity, providing both theoretical and experimental foundations for developing novel therapeutic strategies against cholestatic liver injury.

## Materials and methods

### Patients

The retrospective clinical study was approved by the Ethical Committee of the Sixth Affiliated Hospital of Harbin Medical University (Approval No. LC2024-114). The requirement for informed consent was waived by the Ethics Committee because the study used fully de-identified extensive laboratory data and posed minimal risk to participants. All data were anonymized by removing personal identifiers prior to analysis, in compliance with the Declaration of Helsinki and Istanbul [45, 46].

Clinical test result data were retrospectively collected from August 2022 through March 2025. For analysis, complete results of blood test items performed on the same day for the same patients were included. All the de-identified blood test records were listed in Supplementary Table 1.

### Single-cell RNA-sequencing of BA datasets analysis

Single-cell RNA sequencing (scRNA-seq) datasets derived from liver tissues of BA patients and controls were retrieved from the Gene Expression Omnibus (GEO) database (accession: GSE176189), incorporating three BA samples (GSM5359592, GSM5359593, GSM5359594) and three control samples (GSM5359607, GSM5359608, GSM5359609) for integrative analysis. Downstream processing was performed using the Seurat R package (version 5.2.1) following standardized workflows, with group-wise average gene expression levels calculated via the AverageExpression function within the Seurat framework.

### Reagents

Copper (II) chloride (CuCl_2_) dihydrate (Cat# C3279) and ammonium tetrathiomolybdate (TTM, Cat# 323446) were purchased from Sigma-Aldrich (St. Louis, MO, USA). Elesclomol (ES, Cat# HY-12040), Erastin (Cat# HY-15763), and Ferrostatin-1 (Cat# HY-100579) were from MedChemExpress (Shanghai, China). TCA sodium salt hydrate (Cat# ST1690), Bortezomib (Cat# SC0263), Z-VAD-FMK (Cat# C1202), Necrostatin-1 (Cat# SC4359), and Smoothened agonist (SAG, Cat# SF6836) were from Beyotime (Shanghai, China).

FDX1 siRNA and its transfection reagent were synthesized by RiboBio (Guangzhou, China), with the siRNA-targeting sequences provided in Supplementary Table 2. The FDX1-expressing plasmid, constructed in the pcDNA3.1(+) vector, along with its transfection reagent, was obtained from GenePharma (Suzhou, China). Transfection procedures for both siRNA and plasmids were performed following the manufacturer’s protocols.

### Animals

All experimental procedures were performed following the Animal Ethics Committee guidelines of the Sixth Affiliated Hospital of Harbin Medical University (Approval No. LC2024-114). Specific pathogen-free male SD rats (4 –5 weeks old) were purchased from the Animal Center of Harbin Medical University. All the rats were housed in a temperature-controlled environment on a 12-h light-dark cycle with free access to water and diet. SD rats were randomized to each group using a computer-generated random number sequence.

### Animal procedure

The bile duct ligation (BDL) procedure was performed as described [47]. Briefly, SD rats were anesthetized with intraperitoneal pentobarbital (4 mg/kg), and the abdomen was sterilized and incised to expose the bile duct. The common bile duct was then ligated twice with 4–0 silk in the upper and lower regions. Rats in the sham group underwent the same procedure without BDL. After a maximum of 4 weeks, the rats were euthanized and their livers and serum were harvested.

The high-copper diet for rats was custom-formulated by Keao Xieli (Tianjin) Feed Co., Ltd. with the copper concentration set at 10 times higher (100–200 mg/kg) than that of a standard rat diet (10–20 mg/kg) [48], while all other components were maintained unchanged. In the high-copper diet group, following BDL modeling, rats were fully transitioned to the high-copper diet. TTM was administered via gavage at a dose of 10 mg/kg [49], dissolved in deionized water. It was applied daily to the rats in the TTM group following the BDL procedure. The rats had free access to food and water throughout the experiment.

### Copper quantification in liver tissue

For quantification of copper content in liver tissues, a kit (Cat# E-BC-K300-M, Elabscience) was used following the manufacturer’s recommended protocols. Briefly, following thorough homogenization of liver tissues in double-distilled water, the lysates were centrifuged at 12,000 × *g* for 10 min. The resulting supernatant was carefully collected and reacted with freshly prepared chromogenic working solution at 37 °C for 5 min. Absorbance measurements at 580 nm were subsequently conducted for absolute copper quantification. An aliquot of the supernatant was subjected to protein concentration determination using the BCA assay. The absolute copper concentration was normalized to the corresponding protein concentration, which served as the quantitative measure of copper content in liver tissue.

### Histopathology and immunofluorescent staining

Liver tissues harvested from SD rats were fixed in 4% paraformaldehyde for 48 h, paraffin-embedded, and then sectioned at 4 μm thickness.

For H&E staining, sections were dewaxed, hydrated, stained with Mayer’s hematoxylin and eosin Y, then dehydrated through graded ethanol before neutral balsam mounting. For Masson’s trichrome staining, after Weigert’s iron hematoxylin nuclear staining, sections were sequentially treated with Biebrich scarlet-acid fuchsin, phosphomolybdic acid, and aniline blue, followed by 1% acetic acid differentiation. For copper-salt staining, the dithiooxamide method (copper salt stain kit, Cat# G3040, Solarbio) was performed according to the manufacturer’s instructions. Briefly, deparaffinized sections were incubated with dithiooxamide staining solution, counterstained with nuclear fast red solution, and then conventionally dehydrated and transparentized. Images were analyzed using ImageJ (version 1.54p) to quantify fibrosis or copper-positive areas.

For immunofluorescent staining, paraffin-embedded rat liver sections underwent antigen retrieval via citrate buffer. After blocking with 5% BSA/PBS, sections were incubated with rabbit anti-FDX1 antibody, followed by FITC-conjugated goat anti-rabbit IgG. Nuclear counterstaining utilized DAPI (Cat# C1006, Beyotime). Slides were mounted with anti-fade medium (Cat# P0126, Beyotime) and imaged using a Zeiss fluorescence microscope. Images were analyzed using ImageJ to quantify MFI. Specific antibodies are listed in Supplementary Table 3.

### Cells

The rat hepatocytes BRL 3A and mouse hepatocytes AML12 were purchased from the National Collection of Authenticated Cell Cultures (Shanghai, China). The cells were authenticated by short tandem repeat (STR) profiling within the past 6 months and confirmed to be free of mycoplasma contamination prior to experimentation. BRL 3A cells were cultured in DMEM (Gibco, USA) supplemented with 10% FBS (ExCell Bio, China) and 1% penicillin-streptomycin (Beyotime). AML12 cells were cultured in DMEM/F12 (1:1) (Gibco) supplemented with 10% FBS (ExCell Bio), 1% ITS (insulin-transferrin-selenium) liquid media supplement (I3146, Sigma), and 1% penicillin-streptomycin (Beyotime). All the cells were cultured in a 5% CO_2_ atmosphere at 37 °C.

### Cell procedure

For drug addition, where indicated, a specific dose of CuCl_2_ dihydrate, ES, ammonium TTM, TCA, SAG, or any other reagents was added to the culture medium 30 min prior to treatment to achieve the target final concentration.

### Cellular copper quantification

For quantification of cellular copper content, a kit (Cat# E-BC-K775-M, Elabscience) was used following the manufacturer’s recommended protocols. Briefly, cells were lysed with lysis buffer on ice for 10 min and then centrifuged at 12,000 × *g* for 10 min. The supernatant was mixed with freshly prepared chromogenic working solution and incubated at 37 °C for 5 min. The absorbance was subsequently measured at a wavelength of 580 nm for the calculation of absolute copper concentration. Simultaneously, an aliquot of the supernatant was reserved for protein concentration determination using the BCA assay. The absolute copper concentration was normalized to the protein concentration to determine the intracellular copper relative level, which served as the quantitative measure of intracellular copper content.

For quantification of cellular net copper accumulation, absolute copper concentration in the conditional medium was obtained with the same method used in cell lysis. Absolute copper accumulation was calculated by multiplying the volume of culture medium by the differential value between the initial modeling concentration specified in the medium and the absolute copper concentration measured in the conditioned medium post-modeling. The relative copper accumulation, serving as the cellular copper accumulation, was determined through normalization of the absolute copper accumulation to the cellular protein concentration. In experimental systems with TTM intervention, where TTM chelates copper ions into insoluble precipitates, the copper remainder was alternatively determined by normalizing the absolute copper concentration measured in the conditioned medium post-modeling to the total cellular protein concentration. All negative values approaching zero derived from computational calculations were algorithmically corrected to zero throughout the data processing workflow.

### Bulk RNA-sequencing analysis

AML12 cells were harvested after the indicated treatment (*n* = 3) and total RNA was extracted. Library preparation, quality control, and sequencing were performed by OE Biotech (Shanghai, China). RNA sequencing was performed via the Illumina Novaseq 6000 platform. Differential expression analysis was performed with R package DEseq2 (version 1.22.2) with a threshold of *q* value < 0.05 and |log2FC| > 1. Gene ontology (GO) enrichment analysis was performed by R package clusterProfiler (version 4.8.1). Gene Set Enrichment Analysis (GSEA) was performed using GSEA software (version 4.4.0).

### Statistics

Data were analyzed by R (version 4.4.1) or GraphPad Prism 9 and were presented as the mean ± SD. Normality of data was tested using the Shapiro‒Wilk test. The homogeneity of variances for the data was assessed using the Brown-Forsythe test. For two-group comparisons, normally distributed datasets were subjected to the unpaired Student’s *t* test; non-normally distributed datasets were subjected to the Mann‒Whitney test. For multiple comparisons, normally distributed datasets were subjected to one-way or two-way ANOVA, followed by the Tukey, Bonferroni, or Šídák test for post hoc comparisons when appropriate, and non-normally distributed datasets were subjected to the Kruskal‒Wallis test followed by Dunn’s multiple comparisons test. All data were analyzed using two-tailed tests, and a *p*-value of less than 0.05 was considered statistically significant.

## Supplementary information

Supplementary information

Supplementary Table 1

## Data Availability

The RNA high-throughput sequencing data have been uploaded to the GEO database (GSE300382). Data supporting the present study are available from the corresponding author upon reasonable request. Original images of unprocessed western blot are available at Supplementary information.

# Supplementary material for: FDX1-mediated cuproptosis promotes cholestatic liver injury exacerbated by taurocholic acid-enhanced copper accumulation
**Source:** Cell Death Discov. 2026 Jan 9;12:12. doi: 10.1038/s41420-025-02861-7

***Supplementary information***

**FDX1-mediated cuproptosis promotes cholestatic liver injury exacerbated by taurocholic acid-enhanced copper accumulation**

Yujun Guo^1^, Min Yang^1^, Shengbo Sun^1^, Zhaohua Zhong^2^, Wenjun Lu^1,3^, Ze’nan Zhang^1^, Meili Fan^1^, Aodan Zhang^4^, Tingting Zhang^5^, Yang Wu^6^, Zhou Li^1^, Zuwei Liu^7^, Qijun Sun^1^, Zhaozhu Li^1^, Qingbo Cui^1^*

**Summary**

Supplementary methods, figures and figure legends, tables, and original western blots of the study.

**Supplementary Methods**

**Cell viability**

Cell viability was assessed by incubating cells with CCK-8 reagent (Cat# E-CK-A362, Elabscience) at 37°C for 1 h, followed by absorbance measurement at 450 nm by a microplate reader.

**Immunocytochemistry**

BRL 3A hepatocytes were fixed with 4% paraformaldehyde (15 min), permeabilized with 0.1% Triton X-100 (10 min), and blocked with 5% goat serum (1 h) before sequential staining with rabbit anti-FDX1 (1:200, 4°C overnight), FITC-conjugated secondary antibody (1:500, 1 h), and either Rhodamine Phalloidin (1:50, 1 h mixed with the secondary antibody; Cat# RM02835, Abclonal) for cytoskeletal visualization or MitoTracker Red CMXRos (100 nM, 45 min pre-fixation; Cat# C1049B, Beyotime) for mitochondrial labeling, followed by DAPI counterstaining (5 μg/mL, 10 min; Cat# C1006, Beyotime). Coverslips were mounted with antifade medium (Cat# P0126, Beyotime) and imaged using a Zeiss fluorescence microscope. Images were analyzed using ImageJ (version 1.54p) to quantify mean fluorescence intensity (MFI). Specific antibodies are listed in Supplementary Table 3.

**Blood tests**

Serum was collected by centrifugation at 3,000 rpm for 15 min at 4℃. Activities of ALT, AST, and GGT, and concentration of copper and TBA were quantitatively analyzed using assay kits (Cat# E-BC-K235-M for ALT, Cat# E-BC-K236-M for AST, Cat# E-BC-K126-M for GGT, and Cat# E-BC-K181-M for TBA, all from Elabscience) following the manufacturer's recommended protocols.

**Seahorse XF cell energy metabolism assay**

Measurement of cellular oxygen consumption rate (OCR) was performed according to previously described methods.^1^ Briefly, BRL 3A cells were seeded into XFe96 cell culture microplates (Agilent). After 24 hours of copper overload induction, the culture medium was discarded and replaced with Seahorse XF Base Medium (Agilent) supplemented with 10 mM glucose, 2 mM glutamine, and 1 mM pyruvate, followed by a 1-hour pre-incubation. Subsequently, oligomycin, p-trifluoromethoxy carbonyl cyanide phenylhydrazone, and rotenone/antimycin A were sequentially injected to assess OCR. Data were analyzed using the Seahorse XFe96 Wave Software.

**Western blot and real-time quantitative PCR**

Total protein was extracted from freshly harvested liver tissues and cells and processed as described.^2^ Specific antibodies are listed in Supplementary Table 3. Total RNA was extracted from freshly harvested liver tissues and cells and was processed as described.^2^ Specific primers are listed in Supplementary Table 4.

**Sample size calculation**

The sample sizes for *in vitro* (*n* = 3) and *in vivo* (*n* = 5 – 6) experiments were selected based on established conventions in the field. A post-hoc power analysis confirmed that the achieved power for the key findings exceeded 80%, validating that the sample size was adequate.

**Inclusion and exclusion criteria**

The inclusion and exclusion criteria for experimental animals were pre-established in the study protocol prior to the commencement of the experiments. Animals were included only if they: (1) successfully underwent the designated surgical procedure or treatment, (2) remained in good general health throughout the study period, and (3) had complete data records. Animals were excluded from the final analysis if they: (1) died prematurely due to surgical complications or anesthesia overdose (unrelated to the experimental treatment), (2) developed severe unexpected adverse effects or infections that compromised the welfare of the animal or the integrity of the experimental endpoint.

Inclusion and exclusion criteria for cell-based assays were defined prior to data collection. Data points from cell culture experiments were included only if they: (1) were derived from experiments with confirmed absence of mycoplasma contamination, (2) had enough technical replicates, and (3) passed quality control checks (adequate cell viability in control groups). Entire experimental runs were excluded from analysis if: (1) a technical failure occurred, or (2) the positive and negative controls failed to yield the expected results, indicating an invalid assay.

**Blinding procedures**

Investigators were blinded to group allocation during both the experimental procedures and outcome assessment. All samples/animals were coded by an independent researcher, and the code was not broken until completion of all data analyses.

**Reference**

1. Peng X, Sun B, Tang C, Shi C, Xie X, Wang X*, et al.* HMOX1-LDHB interaction promotes ferroptosis by inducing mitochondrial dysfunction in foamy macrophages during advanced atherosclerosis. *Dev Cell* 2024, **60**(7)**:** 1070-1086.

2. Lu W, Guo Y, Liu H, Zhang T, Zhang M, Li X*, et al.* The Inhibition of Fibrosis and Inflammation in Obstructive Kidney Injury via the miR-122-5p/SOX2 Axis Using USC-Exos. *Biomater Res* 2024, **28:** 0013.

**Supplementary Figures and Figure Legends**

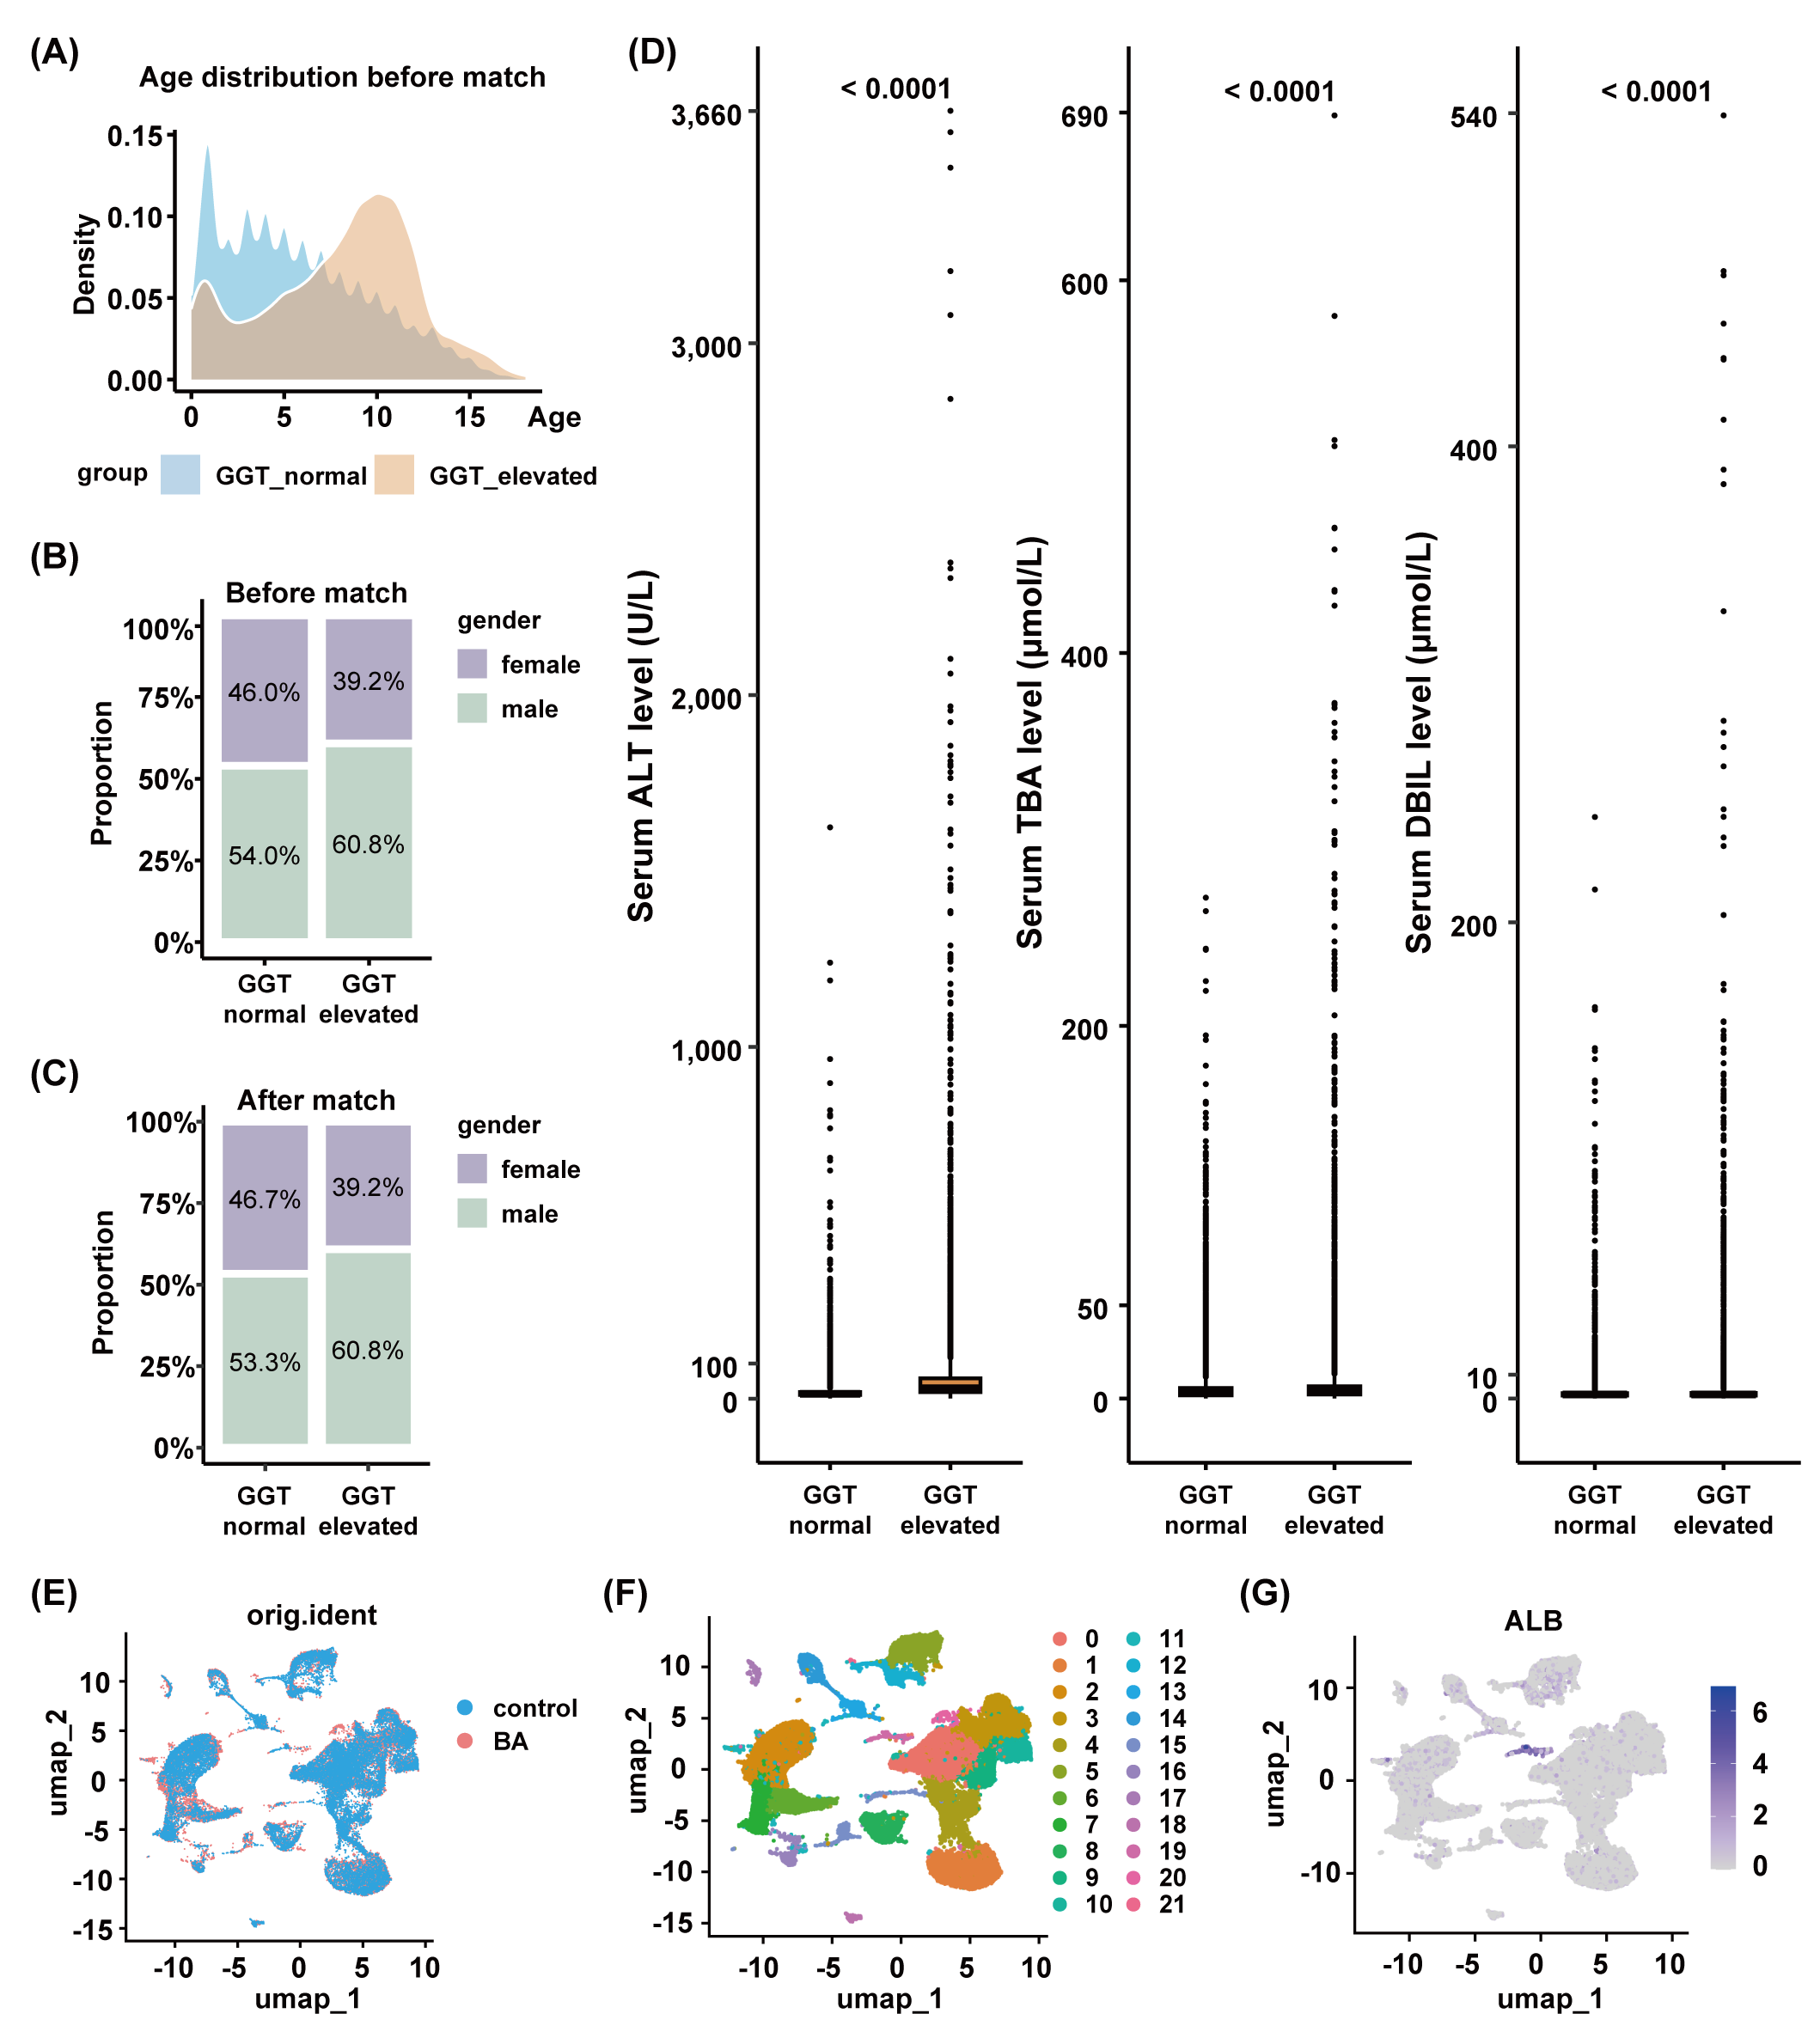

**Supplementary Figure 1. Elevated levels of serum copper and cholestatic bio-markers, and decreased FDX1 expression of hepatocytes in children with cholestasis, related to Figure 1**

(A) Density plot of age distribution between groups before matched for age and gender distribution. (B and C) Proportional stacked column charts of gender composition before and after matching for age and gender distribution. (D) Full-range boxplots displaying serum levels of ALT, TBA, and DBIL between GGT-normal group and GGT-evaluated group; see Figure 1C. (E, F, and G) UMAP plots illustrating clusters from scRNA-seq of BA livers and matched control livers without cholestasis (GEO: GSE176189; *n =* 3). Sample origin (E), cluster distribution (F), and ALB gene expression (G) of all clusters. Data are median (IQR). Mann-Whitney test (D).

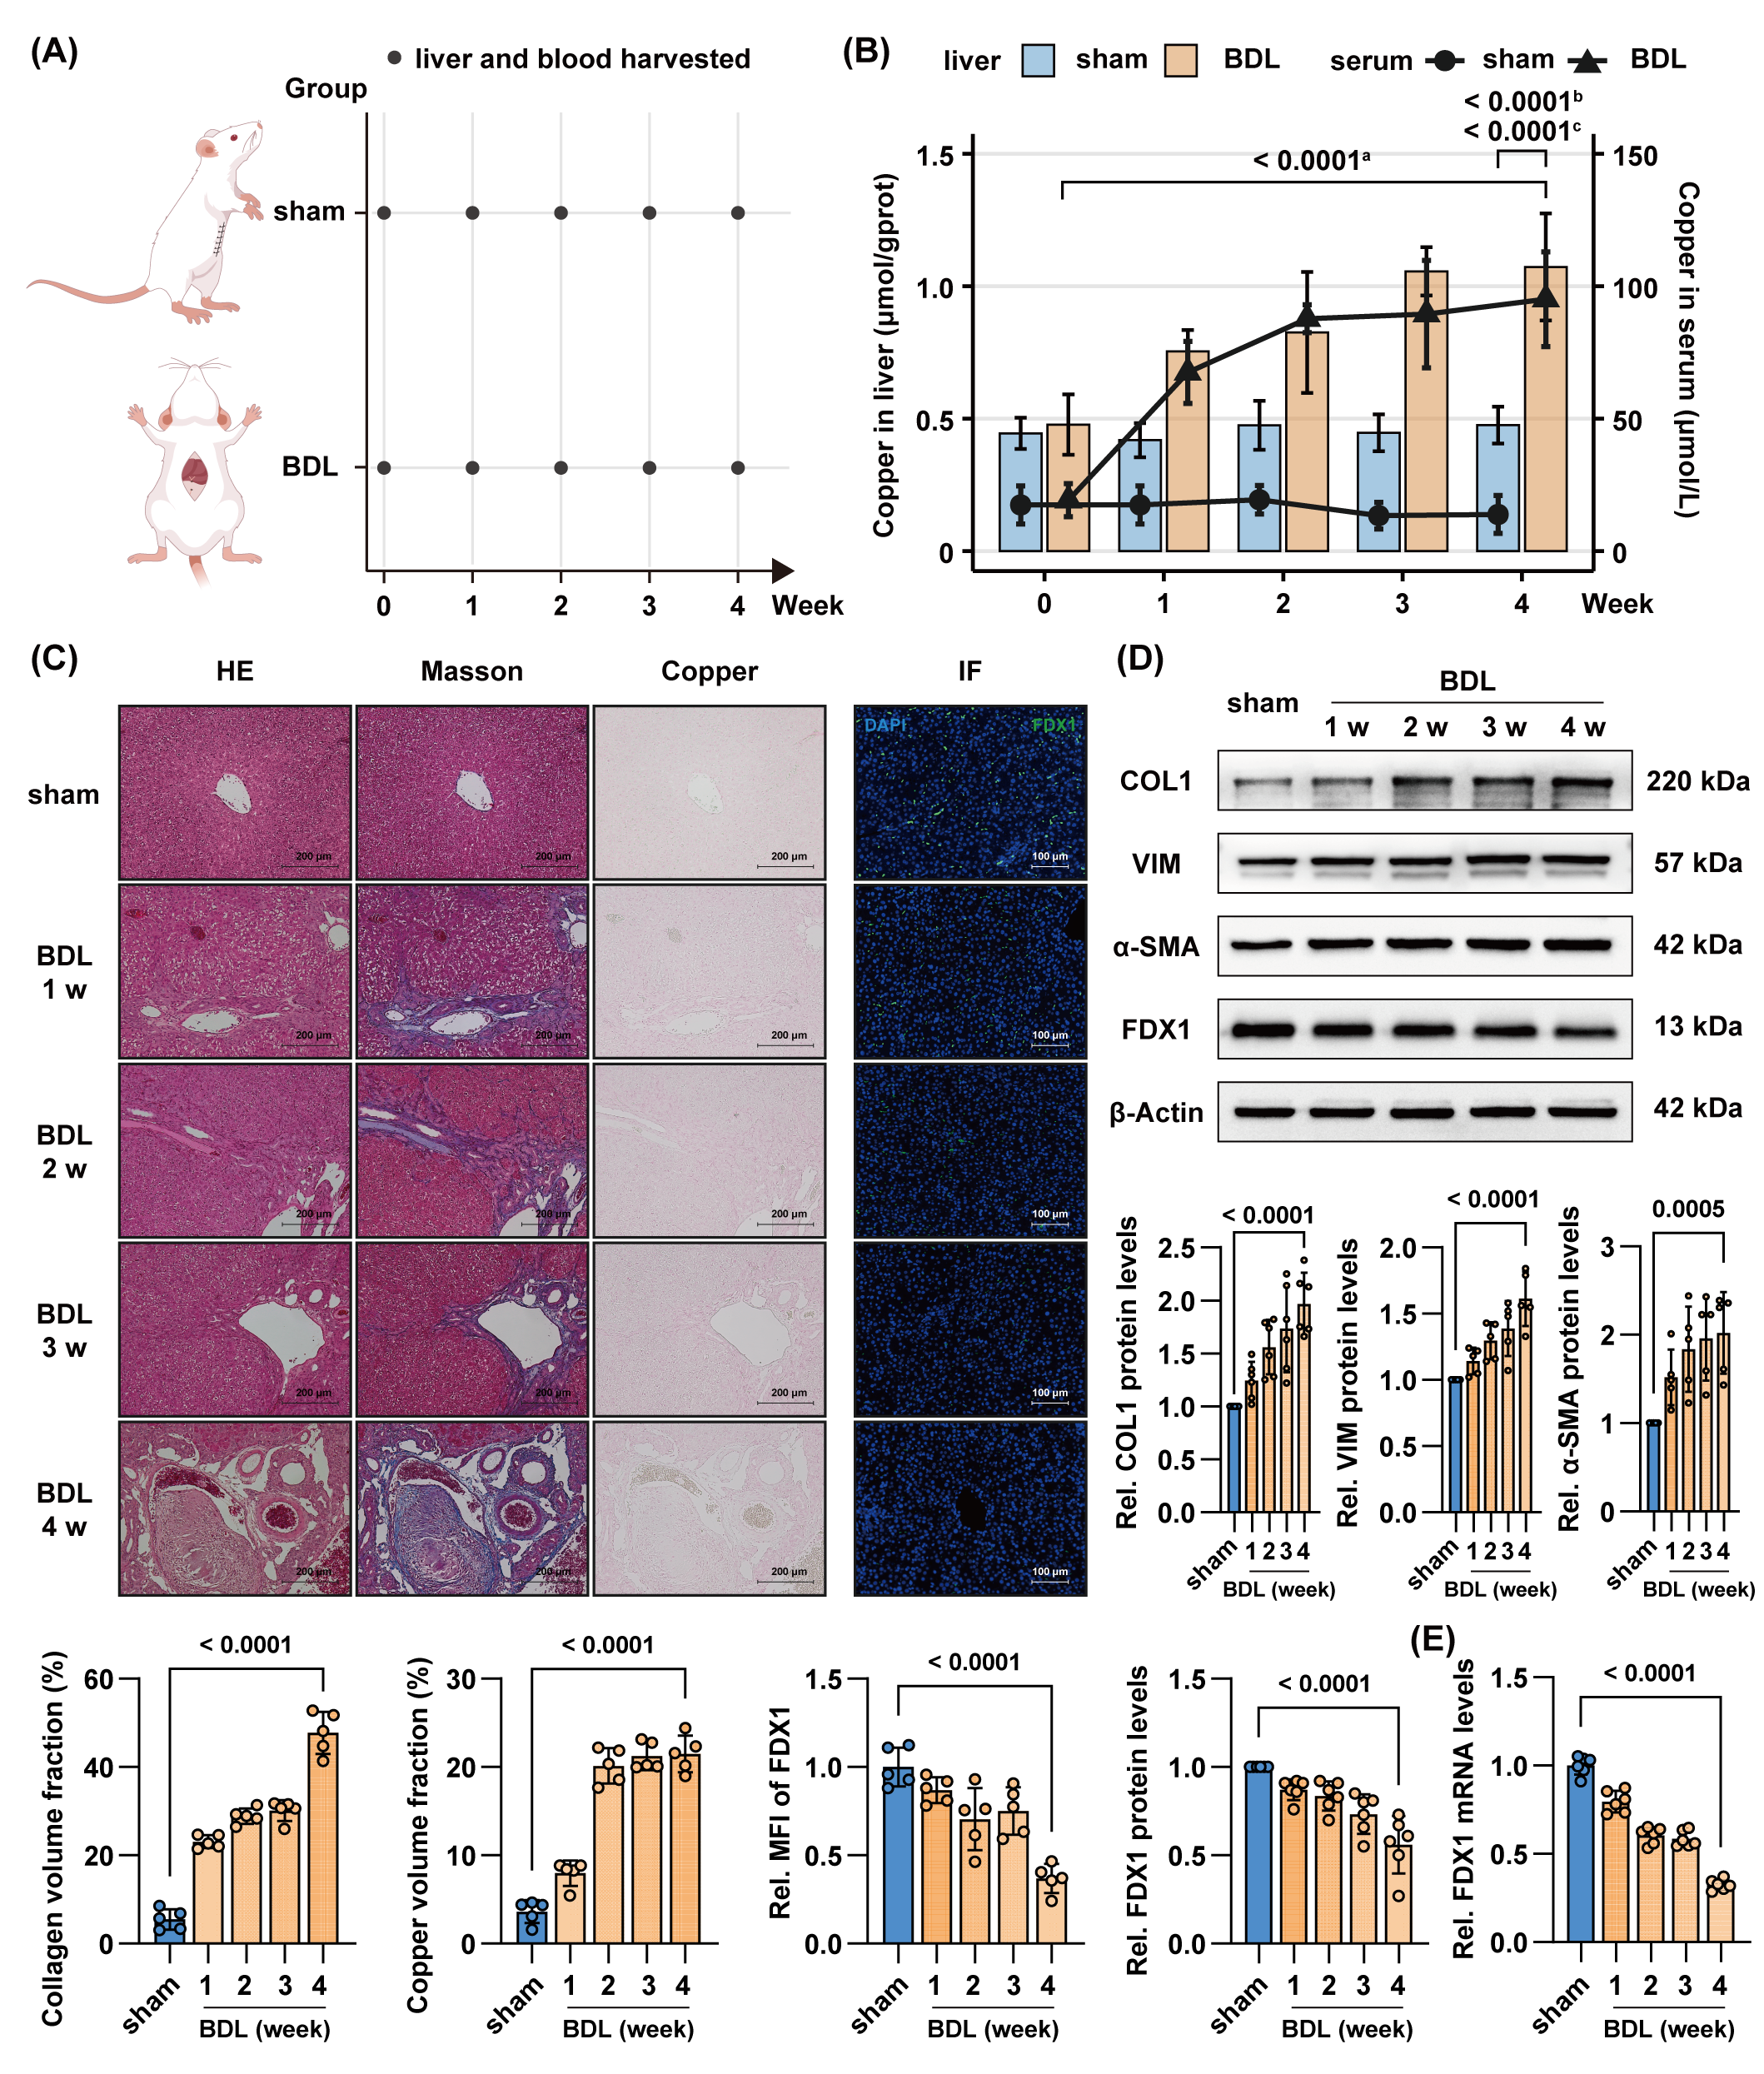

**Supplementary Figure 2. Chronic obstructive cholestasis induces dysregulated copper homeostasis with concomitant liver fibrosis and cuproptotic changes in rats, related to Figure 2**

(A) Schematic diagram of animal experiments. Liver and blood of rats were harvested at 0, 1, 2, 3, and 4 weeks post-operation. Liver tissue of sham group in panels B, C, and D was harvested on week 4. (B) Dynamic changes in serum and liver copper levels (*n =* 6). (C) Representative images of serial liver sections stained with H&E, Masson’s trichrome for collagen deposition (blue), dithiooxamide for copper salt deposits (green granules, *n =* 5), and representative images of immunoﬂuorescence of FDX1 (green) in liver tissue of rats (*n =* 5). Scale bar = 200 μm. Bottom: fold change in collagen volume fraction, copper volume fraction, and MFI of FDX1 relative to sham-week 4 group. (D) Western blot of COL1, VIM, α-SMA, and FDX1 in liver tissue of rats (*n =* 5 – 6). Bottom: fold change in COL1, VIM, α-SMA, and FDX1 expression relative to sham-week 4 group. (E) RT-qPCR of FDX1 in liver tissue of rats (*n =* 6). Fold change in FDX1 expression relative to sham-week 4 group. Data are mean ± SD. Two-way ANOVA with Tukey’s correction (B), one-way ANOVA with Šídák’s correction (C, D, and E). ^a^ Comparing serum values between BDL-week 0 and BDL-week 4 groups. ^b^ Comparing serum values between sham and BDL groups on week 4. ^c^ Comparing liver values between sham and BDL groups on week 4.

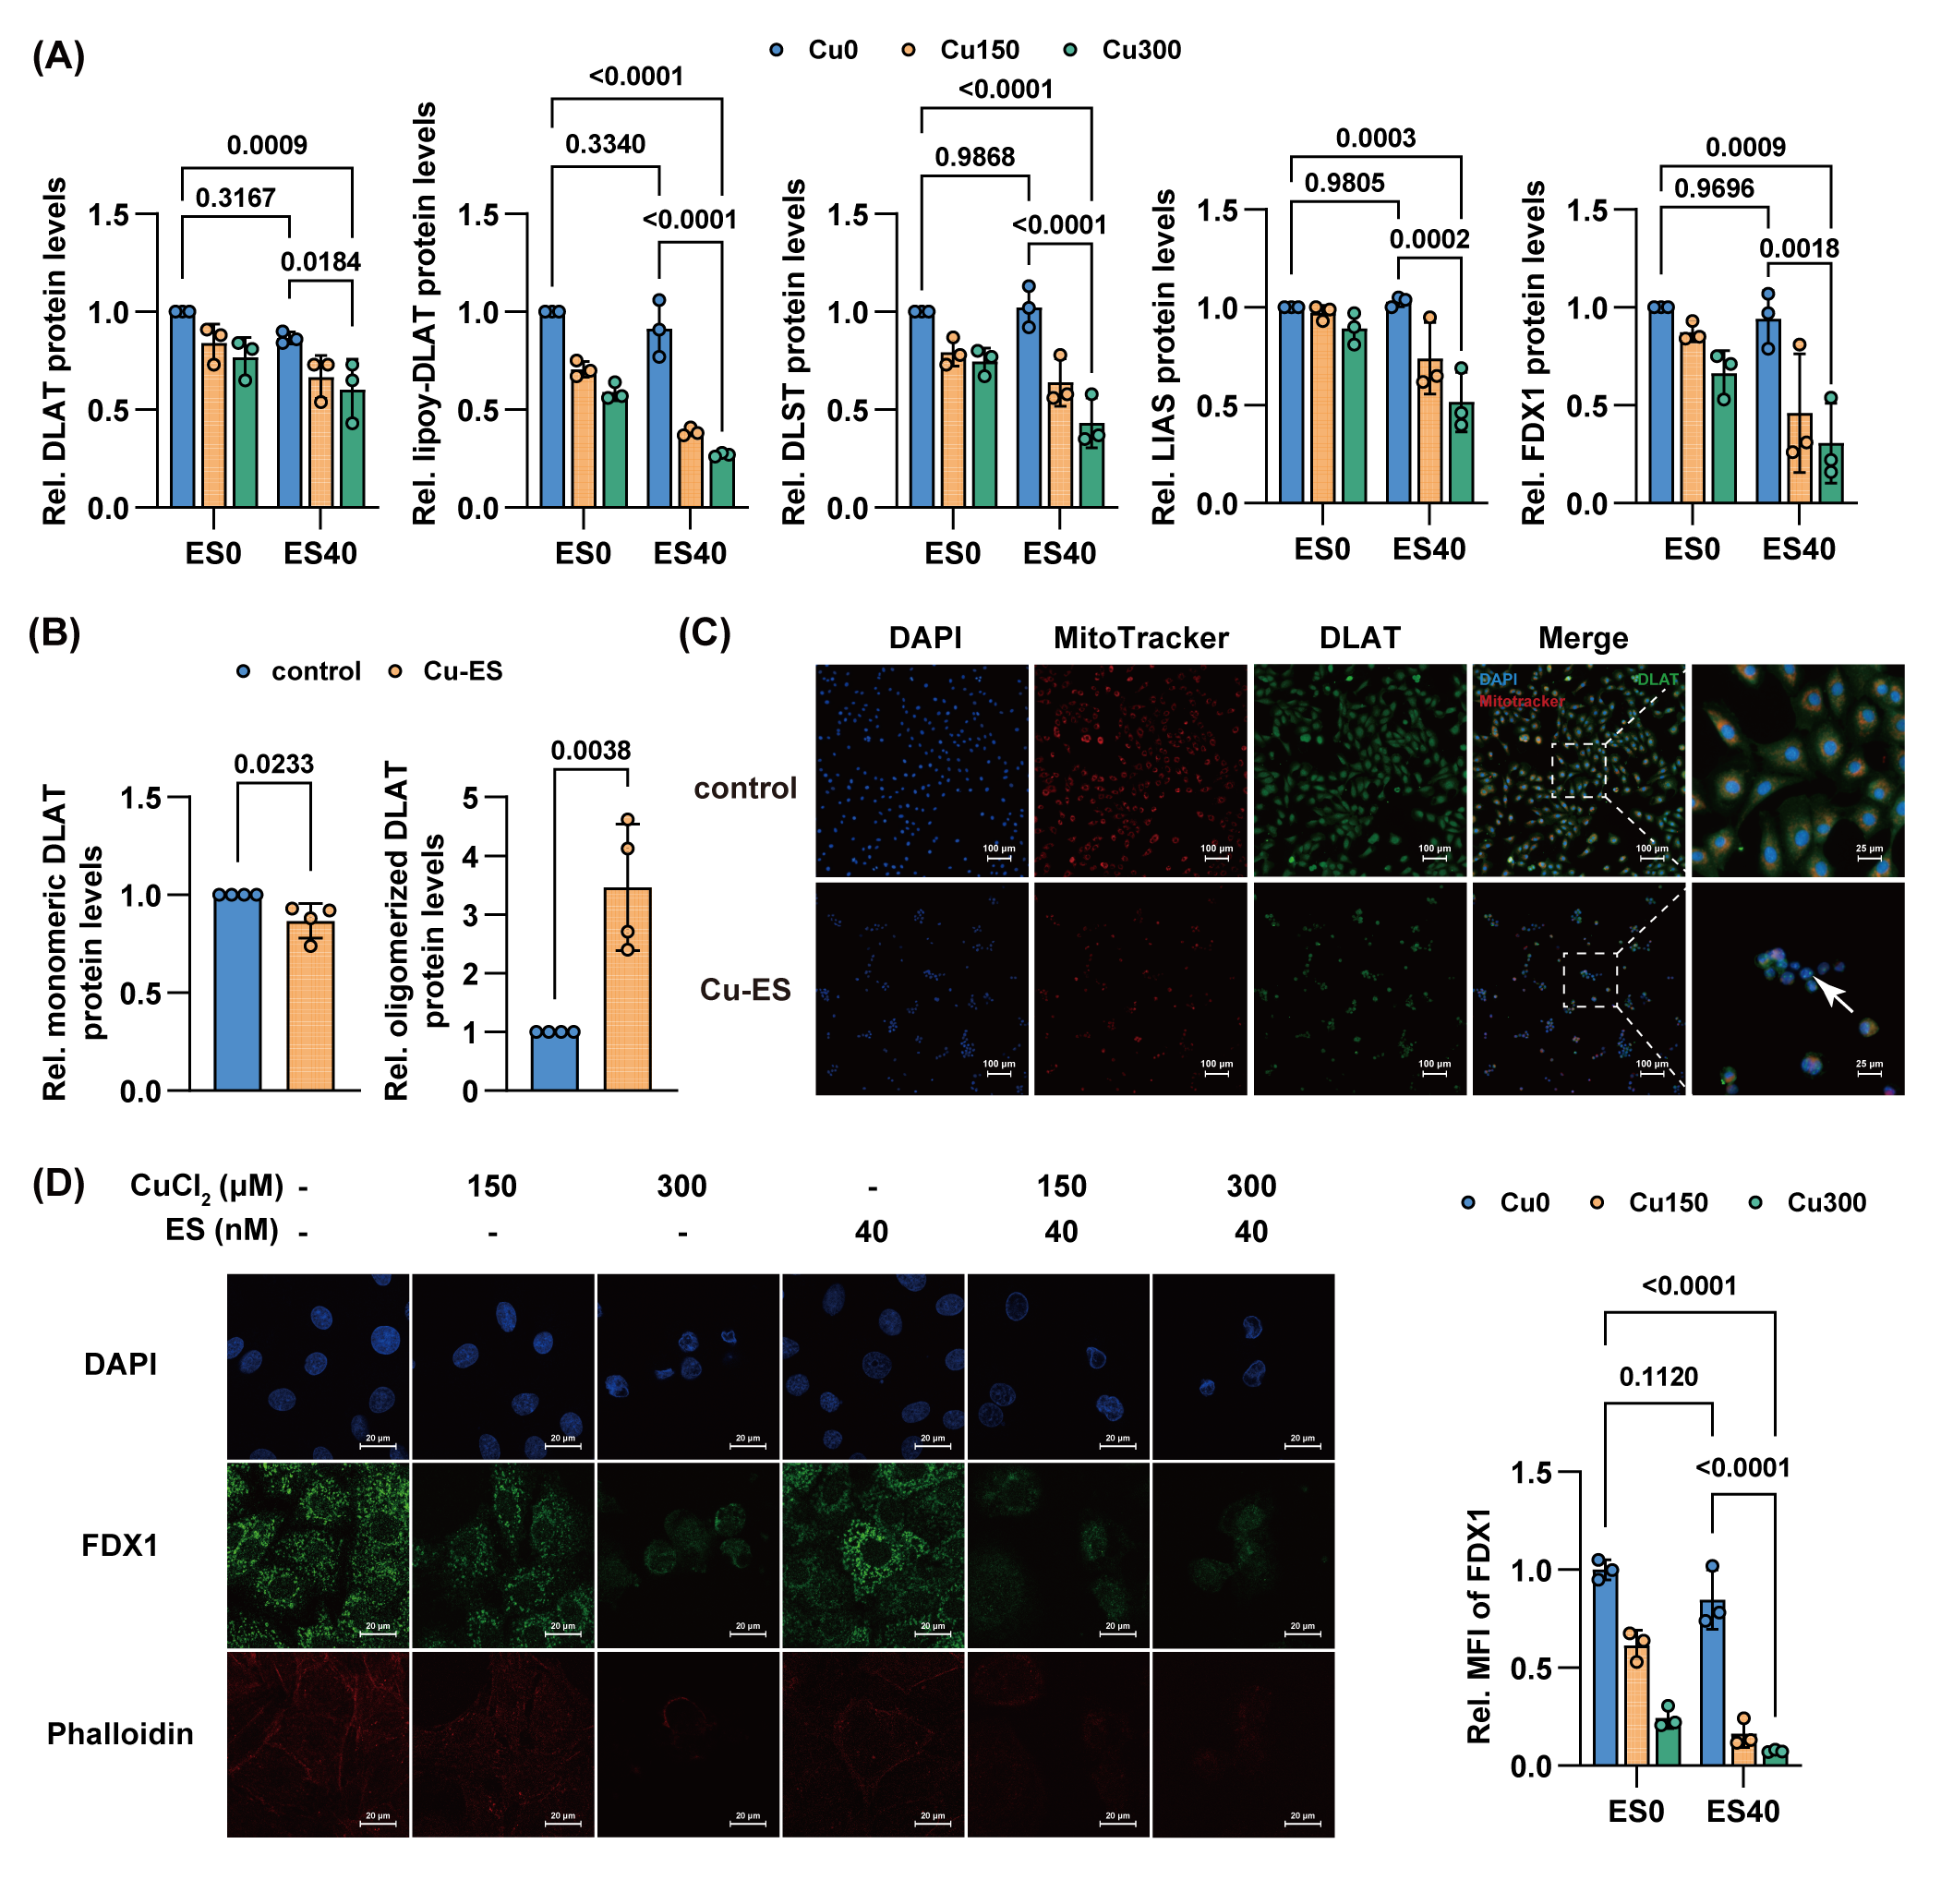

**Supplementary Figure 3. CuCl₂ and copper ionophores induce cuproptosis in rat hepatocytes, related to Figure 4**

(A) Comparative analysis of DLAT (non-lipoylated/lipoylated), DLST, LIAS, and FDX1 protein levels across experimental groups, normalized to the Cu0-ES0 group (see Figure 4D). (B) Comparative analysis of DLAT (monomeric form and oligomerized form) protein levels between groups, normalized to the control group (see Figure 4E). (C) Fluorescence images of separate and merged channels for DAPI (blue), MitoTracker (red), and DLAT (green) (*n* = 326 – 616 cells); related to Figure 4F. (D) Confocal fluorescence images of separate channels for DAPI (blue), Rhodamine phalloidin (red), and FDX1 (green); see Figure 4G. Right: fold change in FDX1 MFI relative to the Cu0-ES0 group. Data are mean ± SD. Two-way ANOVA with Šídák’s correction (A and D) and unpaired Student’s *t* test (B).

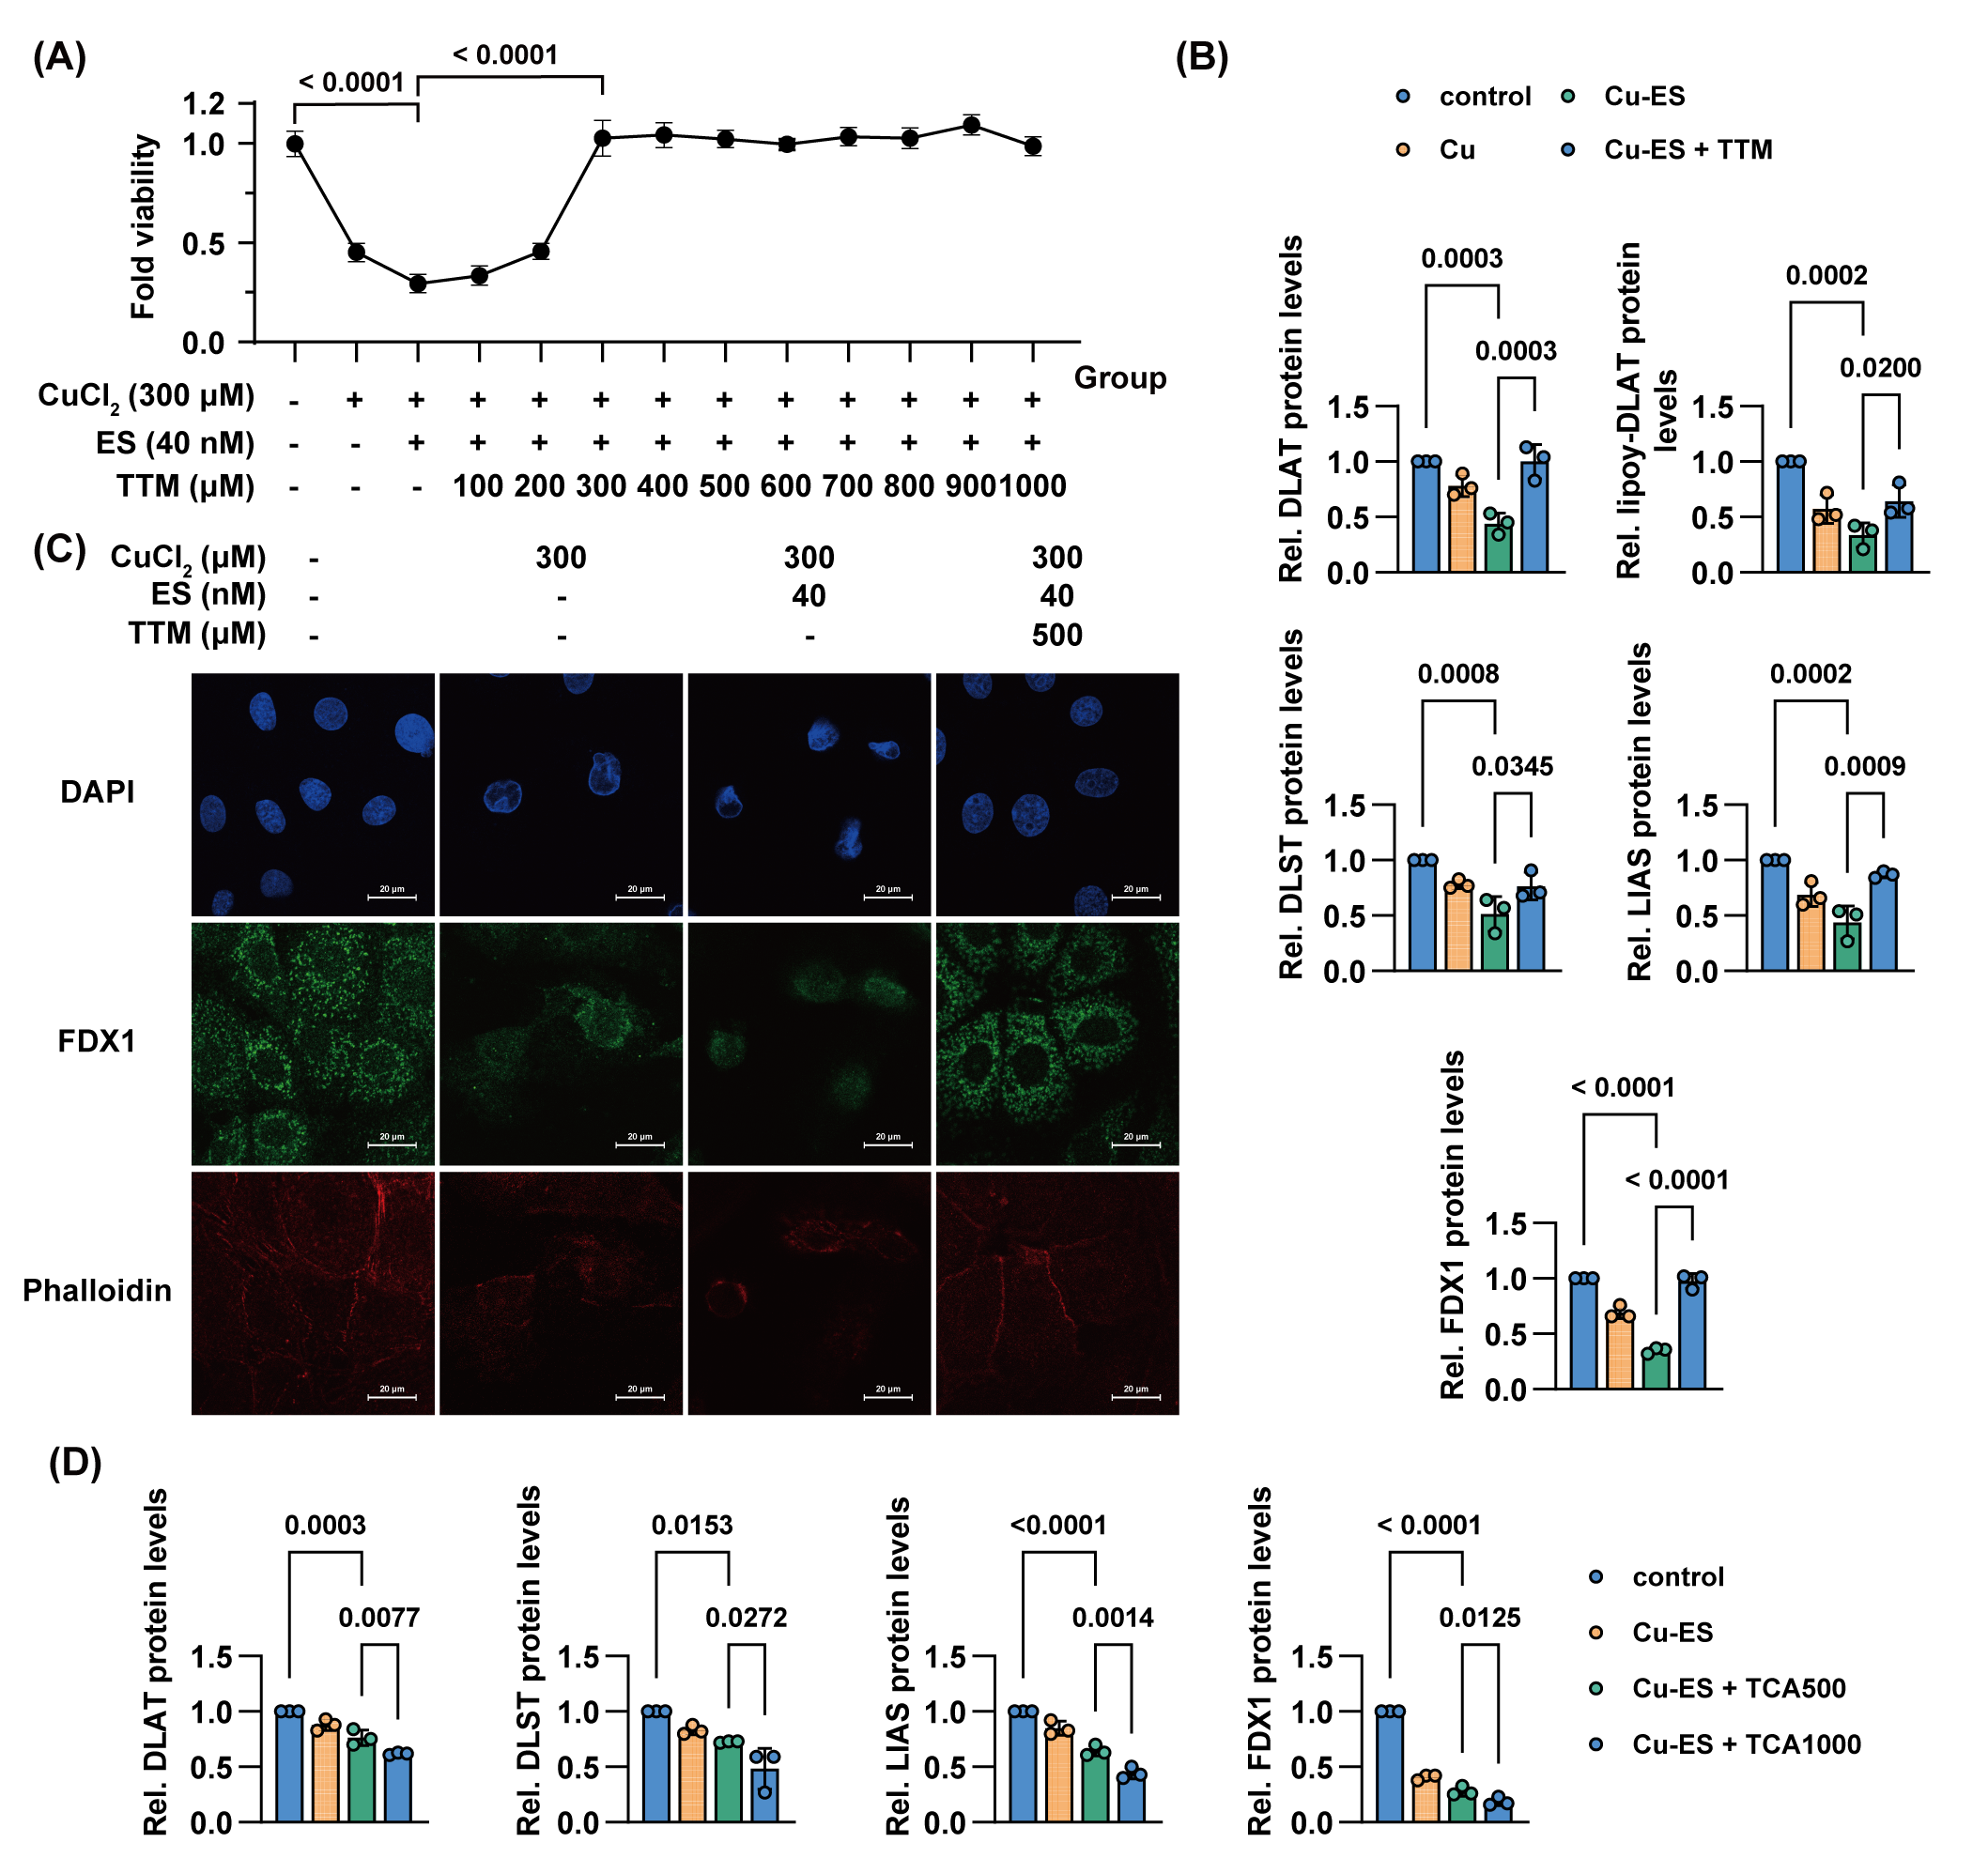

**Supplementary Figure 4. Copper overload induces distinct copper-dependent cell death and TCA further exacerbates cuproptosis via enhanced copper accumulation, related to Figure 5**

(A) Fold cell viability in BRL 3A cells post 24-h CuCl₂ (300 μM)/ES (40 nM) treatment, in combination with TTM in concentration gradients (0 – 1000 μM), relative to control group (*n =* 3). (B) Comparative analysis of DLAT (non-lipoylated/lipoylated), DLST, LIAS, and FDX1 protein levels across experimental groups, normalized to control group (see Figure 5C). (C) Confocal fluorescence images of separate channels for DAPI (blue), Rhodamine phalloidin (red), and FDX1 (green); see Figure 5D. (D) Comparative analysis of DLAT, DLST, LIAS, and FDX1 protein levels across experimental groups, normalized to control group (see Figure 5F). Data are mean ± SD. One-way ANOVA with Šídák’s correction (A, B and D).

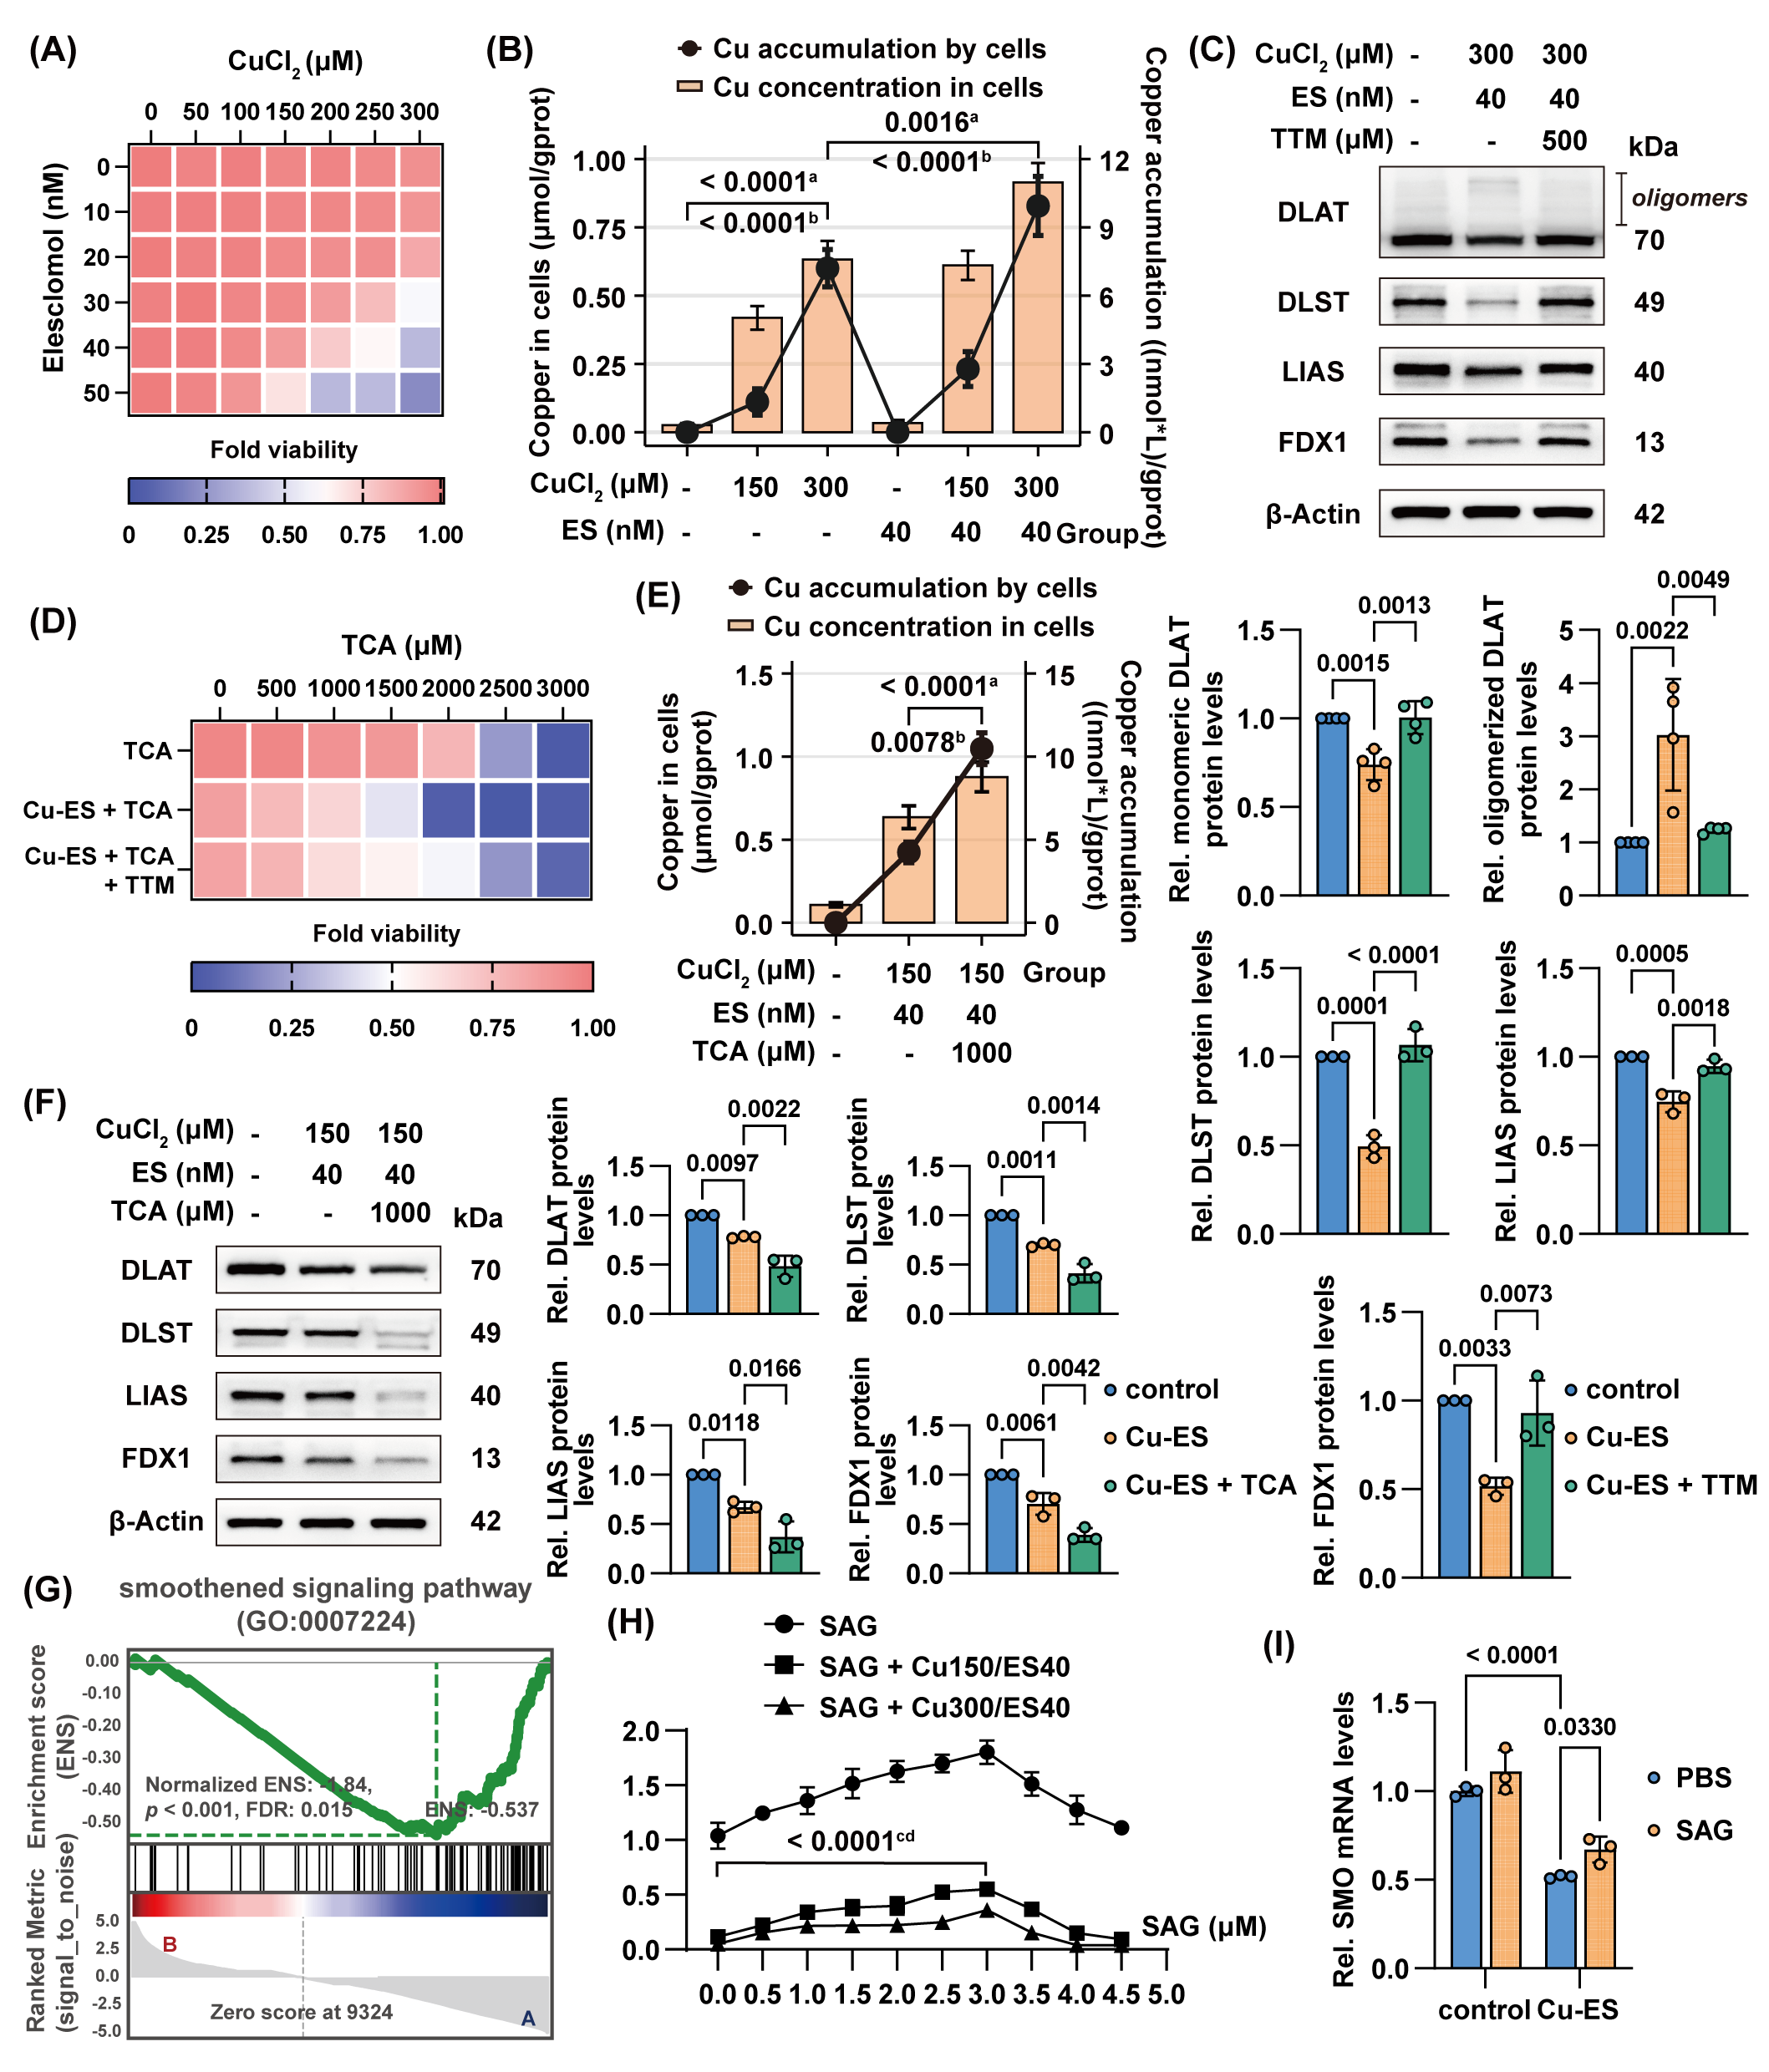

**Supplementary Figure 5. Phylogenetic conservation of copper overload-induced cuproptosis and TCA-mediated potentiation in mouse hepatocytes**

(A) Heatmap of CCK-8 assay for cell viability after 24-h CuCl₂ (0 – 300 μM) and ES (0 – 50 nM) treatment, relative to control group (*n =* 3). (B) Intracellular copper quantification and copper accumulation quantification after AML12 cells were treated with CuCl₂ (0, 150, and 300 μM) and ES (0 and 40 nM) for 24 h (*n =* 3). (C) Western blot of curproptosis-related proteins after AML12 cells were treated with CuCl₂ (300 μM) and ES (40 nM) in combination with TTM (500 μM) for 24 h (*n =* 3). Bottom: fold change in DLAT (monomeric form and oligomerized form), DLST, LIAS, and FDX1 expression relative to control group. (D) Heatmap of CCK-8 assay for cell viability after 24-h CuCl₂ (150 μM)/ES (40 nM)/TTM (500 μM) in combination with TCA (0 – 3000 μM) treatment, relative to control group (*n =* 3). (E and F) AML12 cells were treated with CuCl₂ (150 μM) and ES (40 nM) in combination with TCA (1,000 μM) for 24 h. Intracellular copper quantification and copper accumulation quantification (E; *n =* 3), and western blot of curproptosis-related proteins (F; *n =* 3). Right: fold change in DLAT, DLST, LIAS, and FDX1 expression relative to control group. (G) GSEA of DEGs (group B versus A; |log2 FC| > 1 and *q* value < 0.05) for smoothened signaling pathway from AML12 cells RNA-seq data; see Figure 6A–E. (H) AML12 cells were treated with CuCl₂ (150/300 μM) and ES (40 nM) in combination with SAG (0 – 4.5 μM) for 24 h. Line plots of CCK-8 assay for cell viability, relative to control group (*n =* 3). (I) RT-qPCR of SMO after AML12 cells were treated with CuCl₂ (150 μM) and ES (40 nM) in combination with SAG (3.0 μM) for 24 h, normalized to the control group (*n =* 3). Data are mean ± SD. Two-way ANOVA with Tukey’s correction (B), one-way ANOVA with Šídák’s correction (C, F and H), one-way ANOVA with Bonferroni’s correction (E), and two-way ANOVA with Šídák’s correction (I). ^a^ Comparing copper accumulation values between groups. ^b^ Comparing intracellular copper values between groups. ^c^ Comparing values in the SAG + Cu150/ES40 subgroup. ^d^ Comparing values in the SAG + Cu300/ES40 subgroup. Abbreviations: GSEA, gene set enrichment analysis.

**Supplementary Tables**

**Supplementary Table 1. De-identified laboratory records of pediatric patients (see file Supplementary Table 1.xlsx)**

**Supplementary Table 2. The siRNA targeting sequences for rat FDX1**

| **Product serial number** | **Product name** | **Targeting sequences** |
| --- | --- | --- |
| siG2204060203294896 | si-r-FDX1_001 | CTCAGAAGATAAGGTAACA |
| siG2204060203295996 | si-r-FDX1_002 | GAGGACCATATATATGAGA |
| siG2204060203297016 | si-r-FDX1_003 | CTAGATGTTGTGATTGAGA |

**Supplementary Table 3. Antibodies for western blot and immunostaining**

| **Antigens** | **Host** | **Company, Catalog number** |
| --- | --- | --- |
| FDX1 | Rabbit | Abclonal, A20895 |
| DLAT | Rabbit | Abclonal, A8814 |
| DLAT | Rabbit | Abclonal, A14530 |
| DLST | Rabbit | Abclonal, A6901 |
| LIAS | Rabbit | Proteintech, 11577-1-AP |
| Lipoic Acid | Rabbit | Abcam, ab58724 |
| α-SMA | Rabbit | Abclonal, A17910 |
| Vimentin | Rabbit | Abclonal, A11952 |
| Collagen 1 | Rabbit | Cell Signaling Technology, 72026 |
| SMO | Rabbit | Abclonal, A3274 |
| β-Actin | Mouse | Abclonal, AC004 |
| Rabbit IgG (HRP-conjugated) | Goat | Abclonal, AS014 |
| Mouse IgG (HRP-conjugated) | Goat | Abclonal, AS062 |
| Rabbit IgG (FITC-conjugated) | Goat | Abclonal, AS011 |

**Supplementary Table 4. The sequences of primers for RT-qPCR**

| **Gene** | **Gene ID** | **Species** | **Sequences (5'-3')** |
| --- | --- | --- | --- |
| *Actb* | 81822 | *Rattus norvegicus* | F: 5'-GAGGGTTACGCGCTCCC-3' |
|  |  |  | R: 5'-TAATGTCACGCACGATTTCCC-3' |
| *FDX1* | 29189 | *Rattus norvegicus* | F: 5'-AACGCTAACGACCAAGGGG-3' |
|  |  |  | R: 5'-CTCACACGCACCAAATCCATC-3' |
| *DLAT* | 81654 | *Rattus norvegicus* | F: 5'-ACCAAAGGGAAGGGTGTTCG-3' |
|  |  |  | R: 5'-AGGAGTTGGTGCCACTCTTG-3' |
| *LIAS* | 305348 | *Rattus norvegicus* | F: 5'-ACTACACTGCAAGTGGCCC-3' |
|  |  |  | R: 5'-TCTTTTAGCCACTAGATTTTTCAGG-3' |
| *Smo* | 25273 | *Rattus norvegicus* | F: 5'-ATGCCTTGATGGCTGGAGTA-3' |
|  |  |  | R: 5'-GCAGGTGGAAATAGGATGTCTT-3' |
| *Gli1* | 140589 | *Rattus norvegicus* | F: 5'-GCTCGCTCCGCAAACAT-3' |
|  |  |  | R: 5'-TCTCGCTTGGGCTCCACT-3' |
| *Gli2* | 304729 | *Rattus norvegicus* | F: 5'-CCATAAGCGGAGCAAGGTC-3' |
|  |  |  | R: 5'-CAGTGGCAGTTGGTCTCGTAG-3' |
| *Smo* | 319757 | *Mus musculus* | F: 5'-GAGCGTAGCTTCCGGGACTA-3' |
|  |  |  | R: 5'-CTGGGCCGATTCTTGATCTCA-3' |

**Original Western Blots**

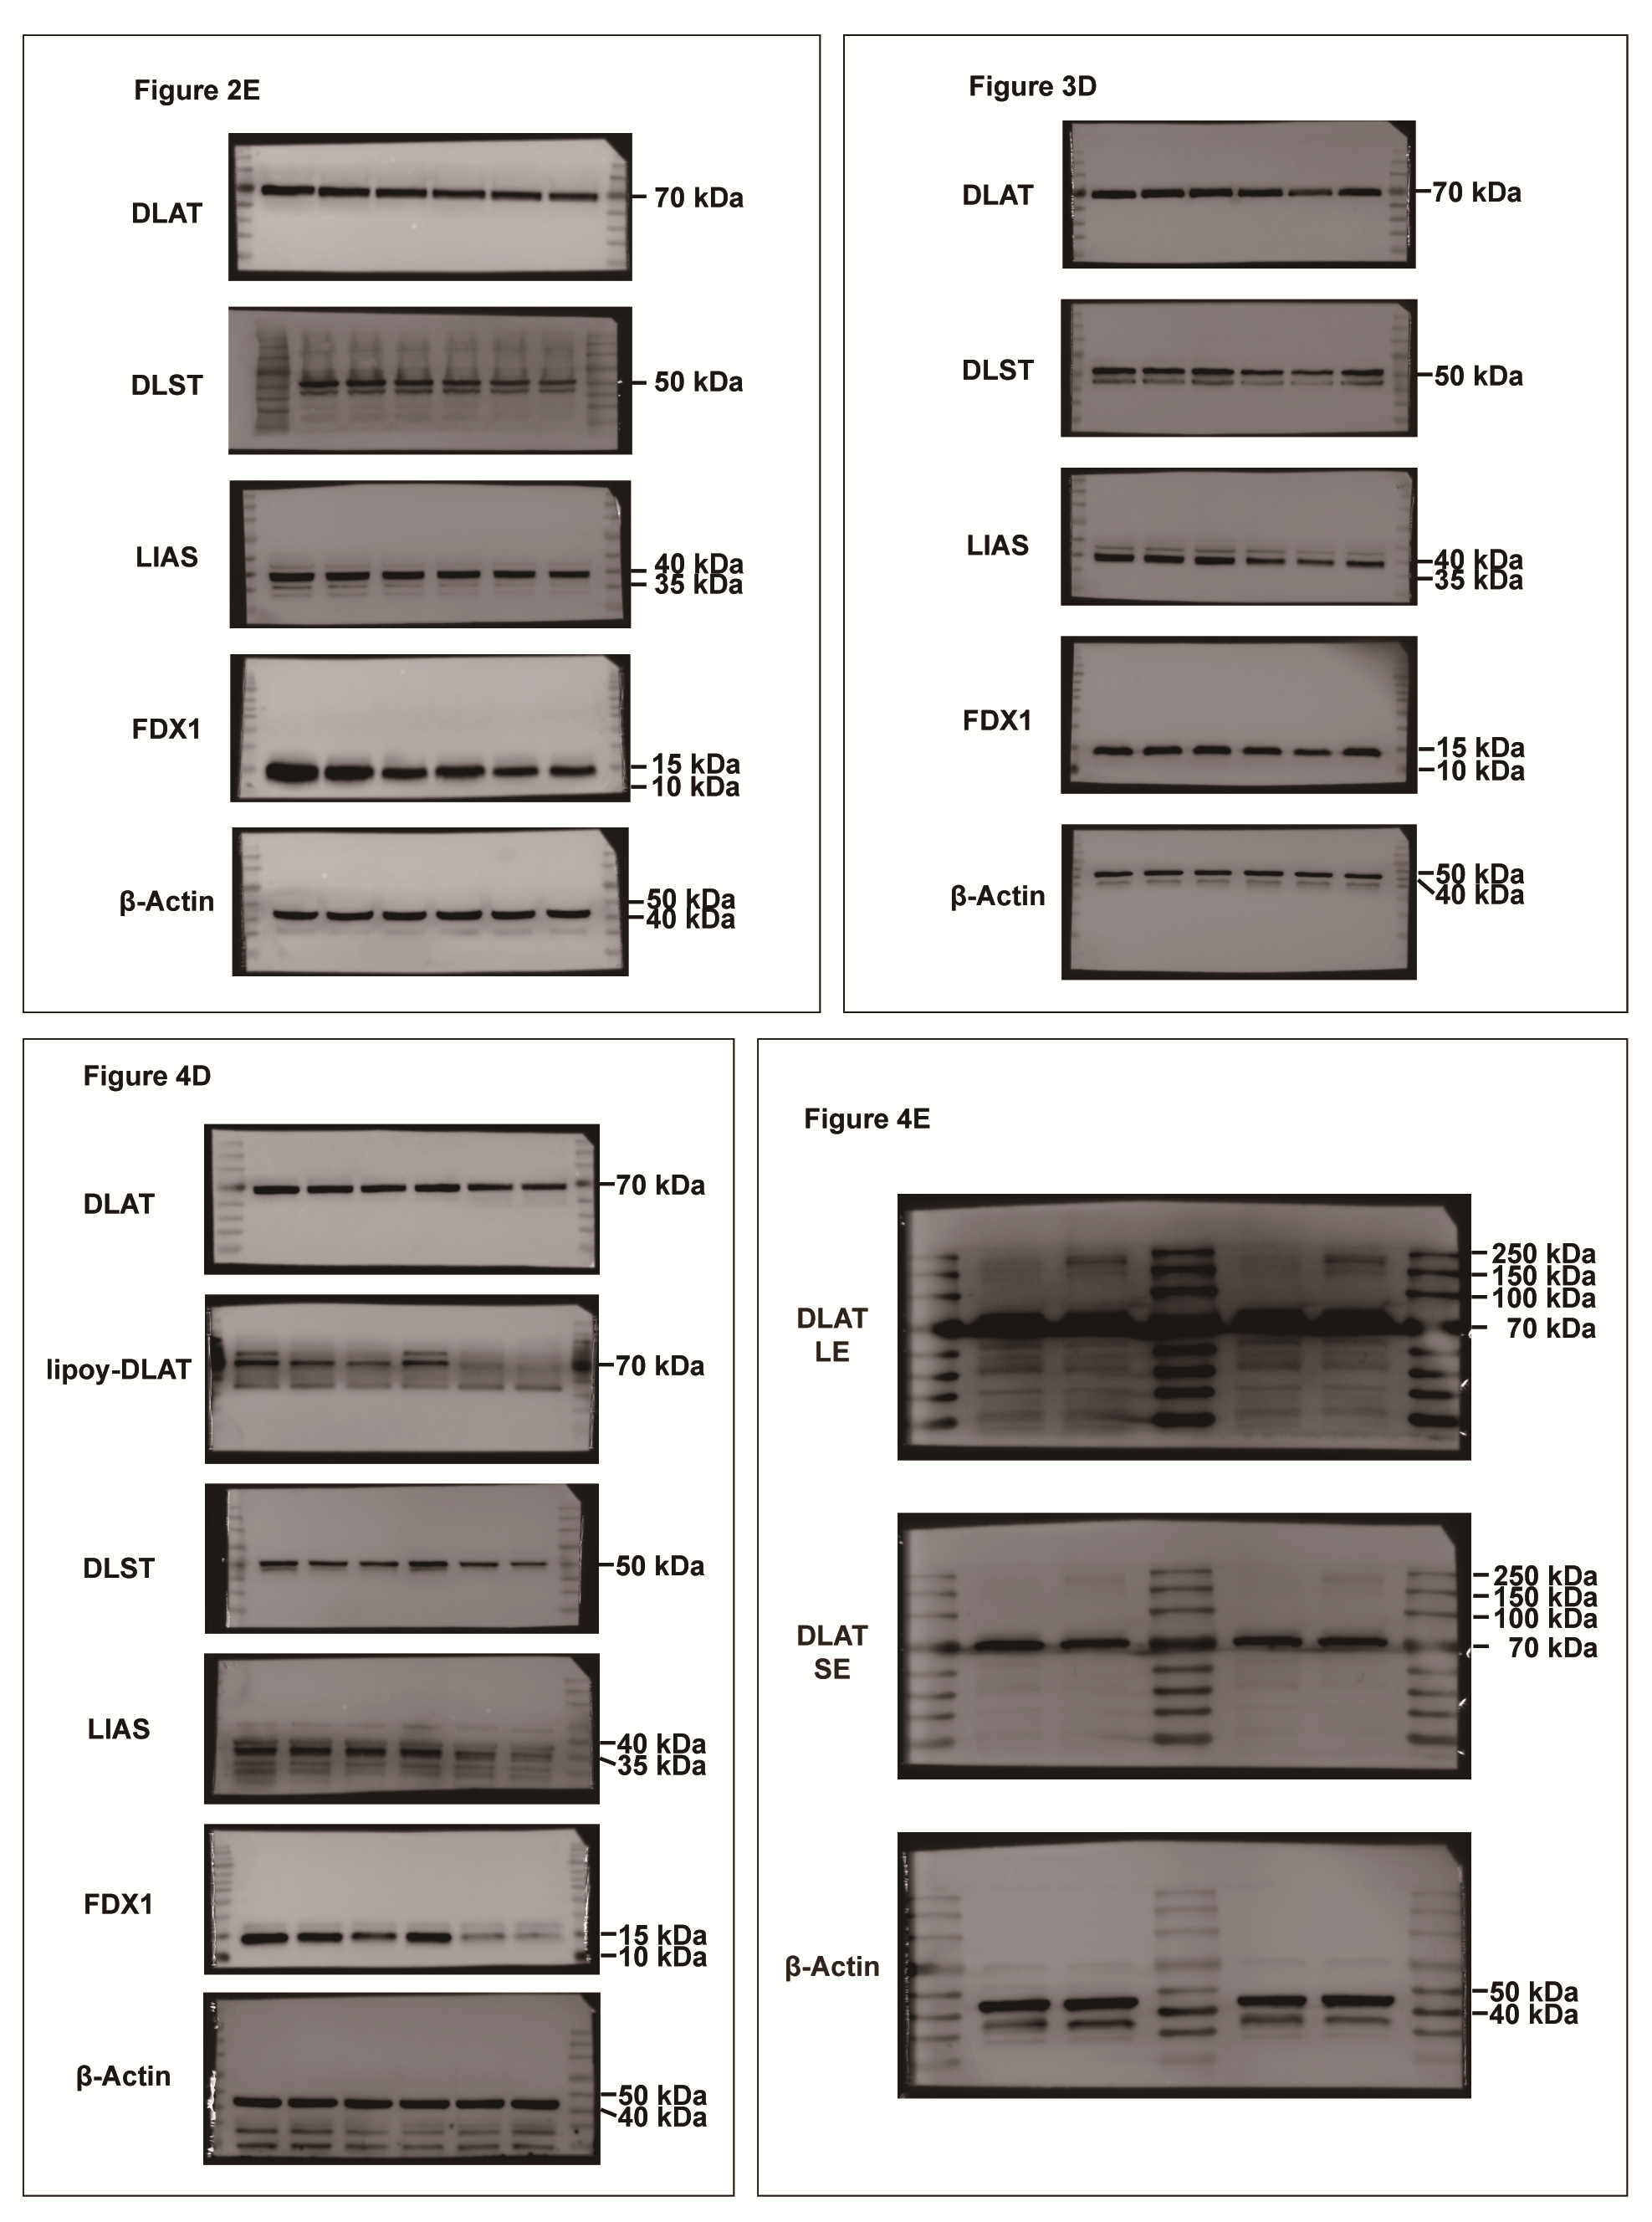

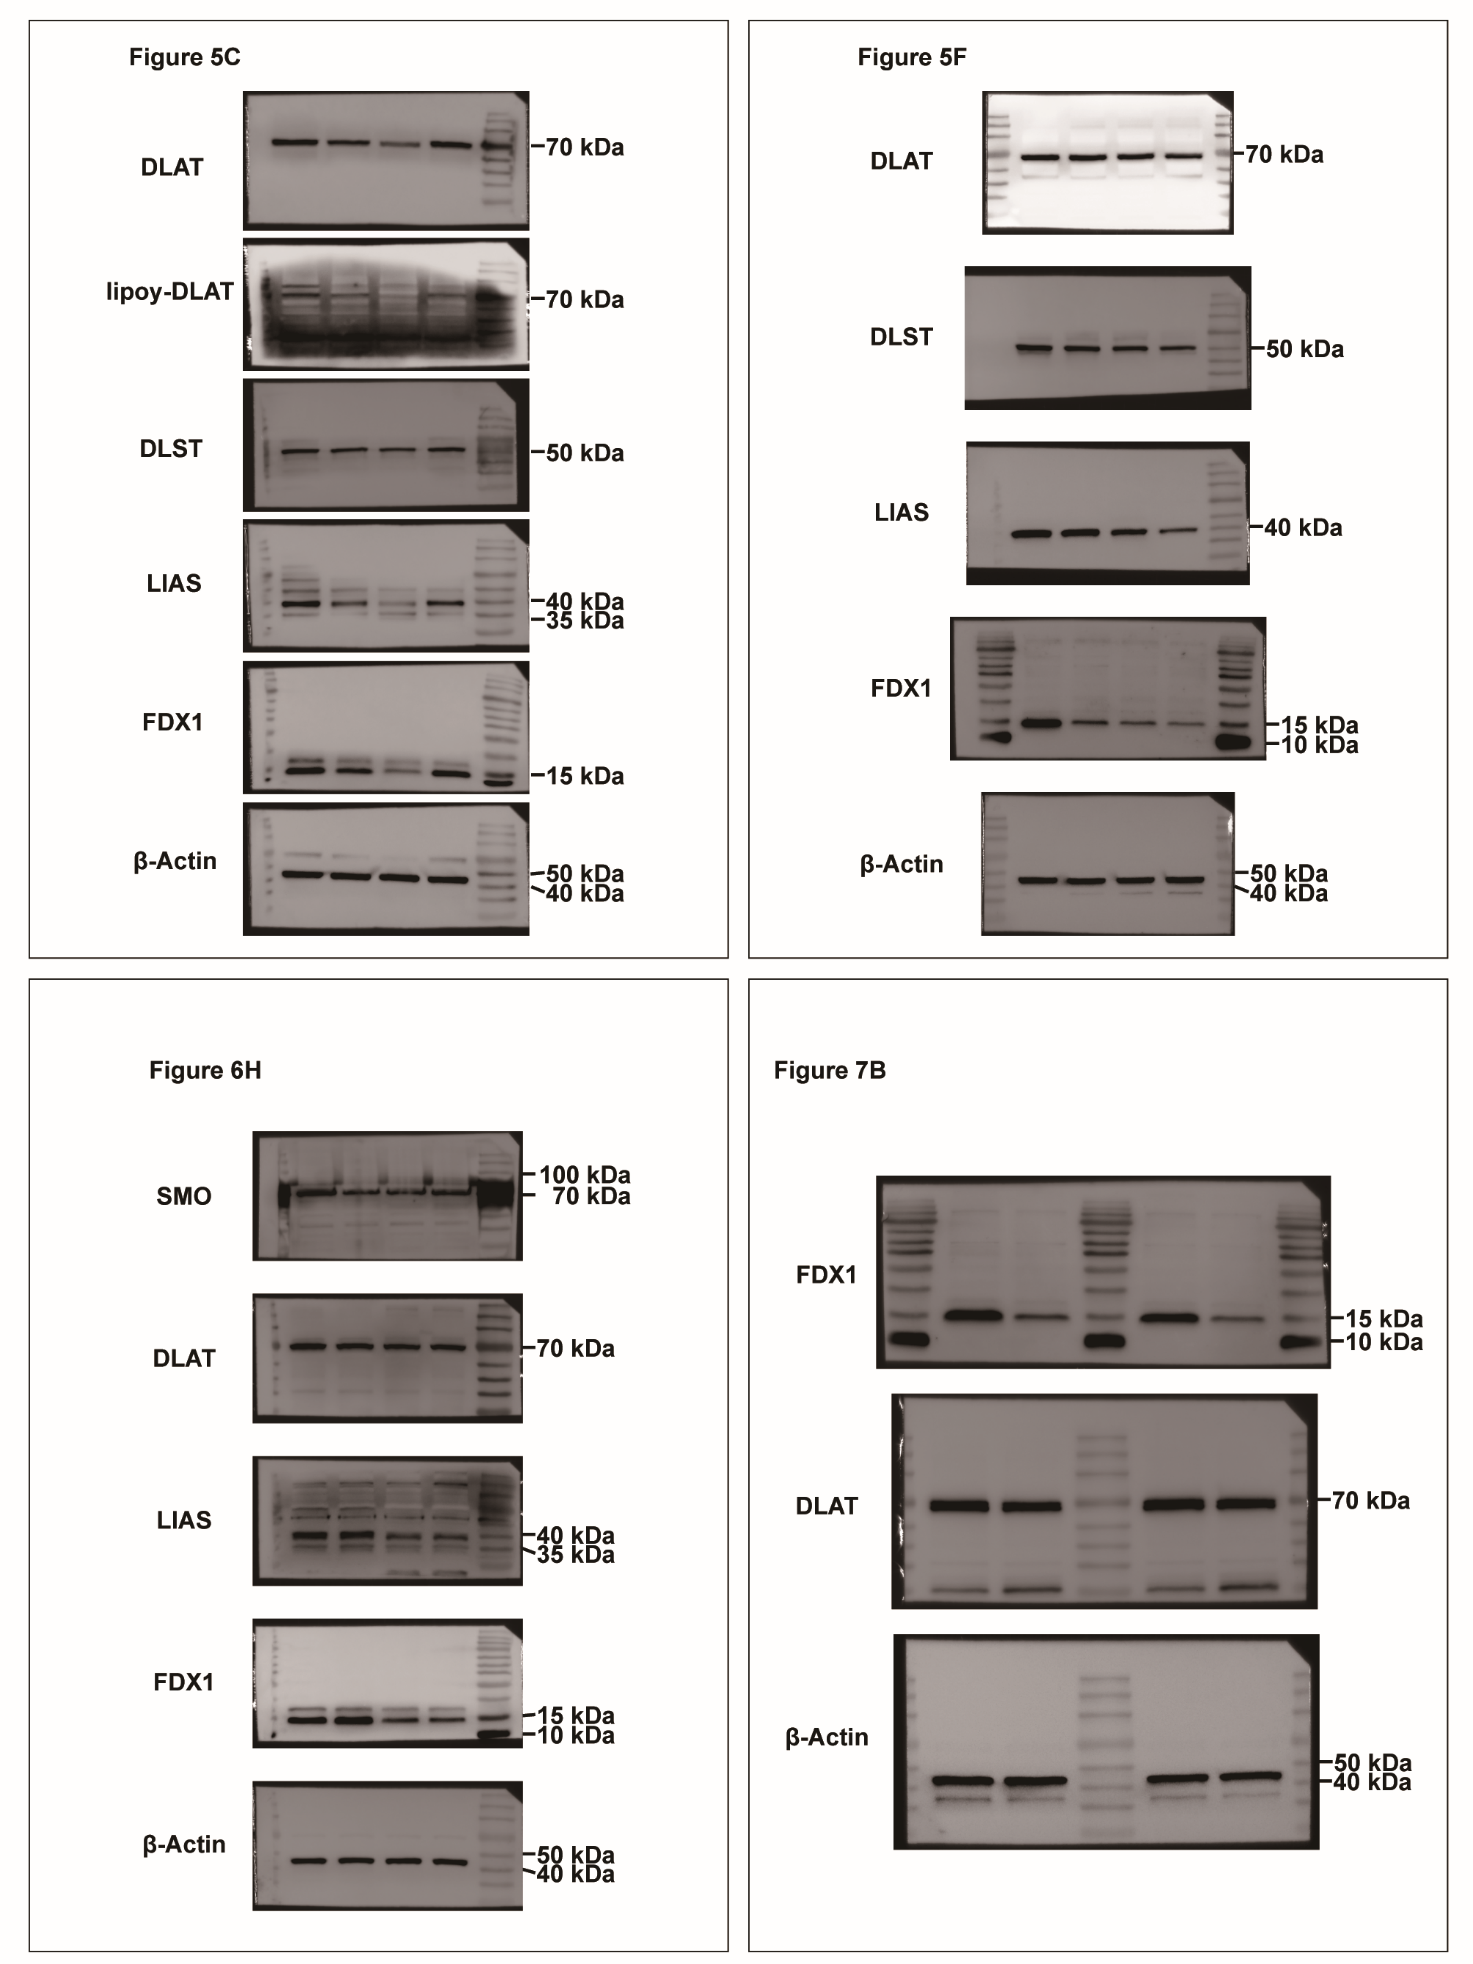

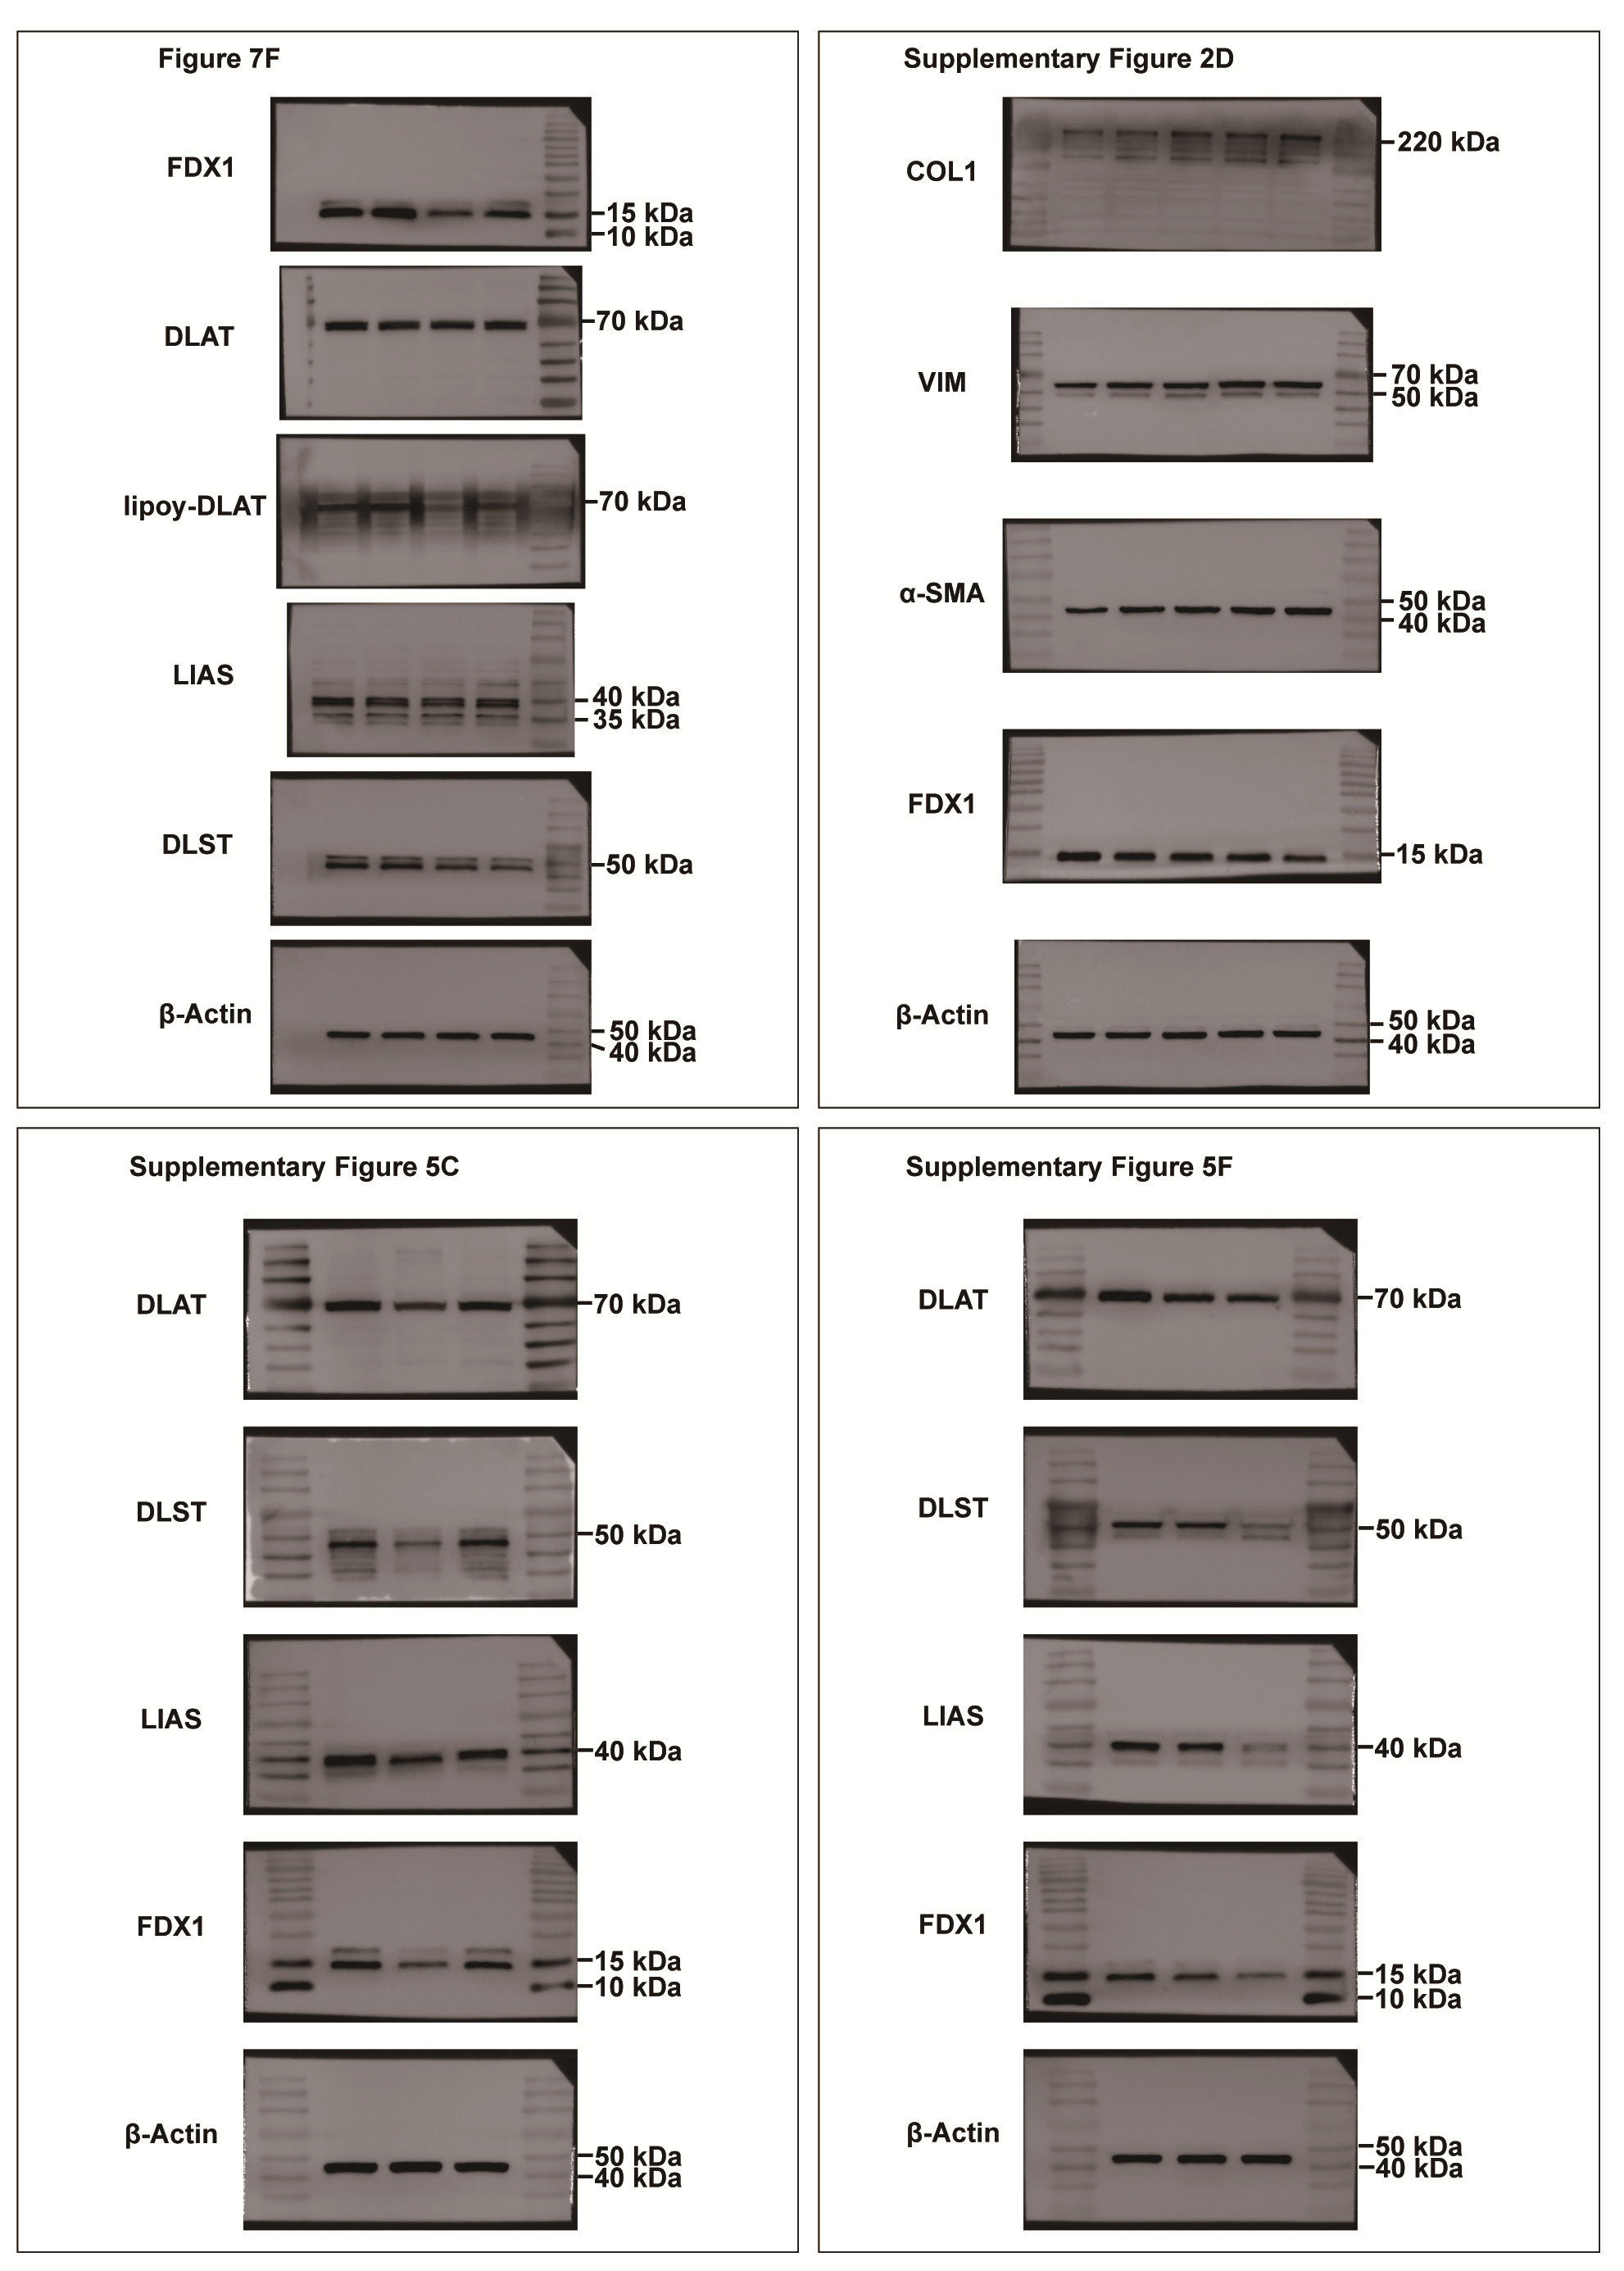

**Supplement:** Supplementary file 1 — Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

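AML12 mouse hepatocytes in 4 groups of 3 libraries were analysed. Groups and doses were taken from the sample labels, which match the legend of Fig. 6. The authors deposited FPKM values, which are fragments scaled by gene length and library total, one column per library. Their libraries were made from polyadenylated RNA and sequenced on an Illumina NovaSeq. The paper's text does not name the aligner, the counting tool, the genome build or the annotation. No coordinate is printed for that reason. The paper's own differential expression analysis used DESeq2. All columns of per-sample values were used.

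From the FPKM values, log2(FPKM + 1) was computed and genes with a mean FPKM over the libraries of at least 1 were kept. One linear model with the 4 groups as terms was fitted to all 12 libraries with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation and a mean-variance trend, leaving 8 residual degrees of freedom. The comparisons were groups B vs. A, C vs. B and D vs. A, and the interaction of TCA with Cu/ES. P-values were two-sided and adjusted by the Benjamini-Hochberg method. Genes were counted at an adjusted p under 0.05 and an absolute log2 fold change above 1, the thresholds the paper states. Single genes were also compared by exact permutation tests, where 3 libraries against 3 cannot go below p = 0.1.

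Gene lists were written by hand before the data were examined, since no Gene Ontology table was used here. Lists with at least 10 tested genes were compared by a one-sided Fisher's exact test against the genes expressed highly enough to pass, by limma's camera, and by fgsea 1.28.0, and their medians were set against 10000 random lists. Reactome lists installed with fgsea were matched by gene number. For Hedgehog signaling, 107 of 122 listed genes were in the table.

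Numbers of reads and library totals were recovered from the spacing of the FPKM values. They cover counting error only. Gene neighbours were taken from RefSeq positions of GRCm38.p6, for which 95.0% of the protein-coding genes at 0 in group A had a value.

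The genes named are those the paper names for this experiment, the genes of the lists of copper handling and copper stress, the most changed members of the smoothened and complex I lists, and for each comparison the 3 largest rises and 3 largest falls among genes past both thresholds with a mean FPKM of at least 5 and no overlap between the groups. Others are said to be named after their values were seen. The pairing of libraries comes from the replicate numbers in the sample labels, and the paper states none. The block was an alternative and not the main model.

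The steps were tested on simulated data: of 200 changed genes among 10823, limma recovered 94.5% with 0 false calls, and limma-voom recovered 100%. Alternatives set before the data were examined were another pseudocount, no filter or a stricter one, TPM, median-ratio and quantile scaling, a block, no trend, only the groups compared, and each library left out. Limma-voom on recovered reads, a principal component analysis without logarithms and gene set enrichment among genes past both thresholds or past the filter were added after the data were seen. Limma-voom took its library sizes from median ratios of the recovered reads, so it shares its scaling with the median-ratio alternative. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 made the tables and plots.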

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

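The tests of the proteasome and stress lists were chosen after the result was seen. The same holds for those of room to fall, among interaction genes and among genes that fall without Cu/ES. It also holds for those of the replicate block as an explanation, of neighbouring genes and of other divisions of the libraries for the counts of genes. The fit with the block was itself an alternative set before the data were examined.

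The effect of TCA differed with and without Cu/ES in 3984 of 10615 genes (limma interaction term, Benjamini-Hochberg adjusted p under 0.05), and 4970 genes had an unadjusted p under 0.05. It differed for *Dlat* by -0.55 and for *Dlst* by -0.39 on the log2 scale. Of the 16 divisions of the libraries that part the same-numbered pairs, 1, the real one, gave as many genes, against 1794, 2070 and 1999 when a pair of groups A and D alone was exchanged, 37, 160 and 29 when a pair of groups B and C alone was exchanged, and 0 in each of the others. With 16 divisions no share can fall under 0.05, so the divisions do not decide whether the result is a grouping by accident. In libraries simulated without an interaction, limma called 0 genes and 561 had an unadjusted p under 0.05. That simulation changed only 200 of 10823 genes, whereas the median log2 fold change of the data between groups B and A was -1.1. It held no such common fall, so it does not decide whether the interaction genes arise from that fall. With the replicate number as a block 4190 genes passed. A lack of room to fall after Cu/ES was tested on the 193 genes that fell for D vs. A at the adjusted p and had a mean FPKM of at least 10 in groups A and B. Their median was -0.34 for D vs. A and -0.073 for C vs. B, against -0.068 for all 3039 genes of that expression, so with room they fell little further than others. Of the interaction genes, 71.5% had the larger change for C vs. B, against 61.0% of all genes tested, which does not decide this because they were chosen for the difference. Among genes with a mean FPKM of at least 10 in groups A and B, 48.6% passed, against 37.5% of all, which does not speak to it either because well expressed genes pass more often in any case. Across genes, which are not independent replicates, Spearman's rho between the changes for D vs. A and C vs. B was 0.056. TCA may act on different genes in the presence of Cu/ES, as a hypothesis found and tested on the same data. The lists of mitosis and of fatty acid oxidation go against it in part, because both ranked lower for C vs. B and for D vs. A.

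Proteasome genes, which the paper does not discuss, rose between groups B and A with a median log2 fold change of 1.44, and 24 of 33 passed both thresholds. The lowest median over TPM, median-ratio and quantile scaling was 1.08, the highest camera p was 6.32e-09, and the median was at percentile 100 of random lists matched on expression and length. Between groups D and A the median was 0.19, with 31 of 33 genes higher and 15 past the adjusted p. There the lowest median over the scalings was 0.163, the highest camera p was 6.41e-06 and the percentile was 100. Genes of the copper stress list rose between groups D and A by a median of 0.30, with 13 of 14 higher. Their lowest median over the scalings was 0.305, their highest camera p was 3.57e-05 and their percentile 99.99. Between groups C and B the stress list went the other way, with 11 of 14 genes lower and a median of -0.37 (camera, Benjamini-Hochberg adjusted p = 0.0374). Camera ranks a list against other genes and hardly responds to a shift of all genes, so it is the medians that speak to scaling. With the replicate number as a block the camera p was 6.32e-23 for the proteasome list between groups B and A, and 1.64e-07 for it and 2.03e-05 for the stress list between groups D and A. A mild stress response to TCA alone is a candidate explanation, and contamination or a batch that follows the groups was not tested for these lists.

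Genes at 0 in all group A libraries and above 0 in all group B libraries numbered 1193, against 469 the other way, although group B had the lower totals. After all libraries were thinned to the lowest total the number was 1219. Protein-coding genes among them lay within 10 kb past the end of an expressed gene on the same strand more often than others at 0 in group A, 43 of 544 against 59 of 1702 (odds ratio 2.39, Fisher's exact test, two-sided, p = 4.5e-05). Transcription running past gene ends could therefore account for a small part of them. Apart from library totals, no other explanation was tested for the rest.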

How the results depend on the processing

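Limma-voom on recovered reads, the principal component analysis without logarithms and enrichment among genes past both thresholds or past the filter, and Reactome's list in the test of genes past both thresholds, and the adjusted p alone for the mitosis list, were chosen after the result was seen, and the other alternatives were set before. Counts within 1.5 times of the main value were called the same, as were tests with the same direction on the same side of the threshold and other values within 1 SD of the replicates or, for shares of components, of the fits leaving out a library. By this rule 228 of 280 refits of the main results, apart from those leaving out a library, stayed the same, 11 became weaker, 1 became stronger, 11 reversed and 29 moved. The cause was not tested.

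Genes past both thresholds between groups B and A numbered 6692, called the same from 4551 under quantile normalization to 9777 by the adjusted p alone, 4089 with a mean FPKM of at least 5, and 13667 with voom and no filter. For groups C vs. B, 243 became 703 with a pseudocount of 0.1, 386 under TPM, 154 under quantile normalization, 784 with voom, 1741 with voom and no filter and 4670 by the adjusted p alone. For groups D vs. A, 23 became 95, 59 and 106 with the pseudocount, TPM and voom, 408 with voom and no filter, 15 under median-ratio scaling, 14 with a mean FPKM of at least 5 and 2339 by the adjusted p alone. The share of PC1, 94.88%, became 98.43% with the 500 most variable genes, 93.09% under median-ratio scaling, 95.51% under TPM, 92.28% under quantile normalization, 81.6% with genes scaled to unit variance, 93.64% without a filter, 95.25% with a mean FPKM of at least 5 and 93.33% without logarithms.

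Of the 4 cuproptosis genes lower between groups B and A, 2 remained under median-ratio scaling and 2 with voom. Voom also scaled the libraries by median ratios, so these are not independent alternatives. The log2 fold change of *Dlat* was 0.12 under median-ratio scaling, -0.15 under quantile normalization and 0.13 with voom, and that of *Dlst* was 0.71 under median-ratio scaling and 0.73 with voom. Between groups C and B, 2 of the 4 passed and 1 did with voom, where *Dlst* was at -0.20. The smoothened list, with an odds ratio of 3.27, did not pass at 2.97 with a mean FPKM of at least 5 (adjusted p 0.119) or at 1.64 under quantile normalization (adjusted p 0.713). Reactome's list gave 0.579 in the other direction, and 1.24 without proteasome subunits. Its camera p of 0.011 became 0.019 under TPM, where it no longer passed (Benjamini-Hochberg 0.0522), and with Reactome's list 4.92e-05 in the other direction, or 0.389 without proteasome subunits. The odds ratio of the ATP synthase list, 3.95, was 0.0 under TPM, 0.0 under median-ratio scaling, 0.0 under quantile normalization, 0.0 with voom and 8.91 by the adjusted p alone. That of complexes II, III and IV, 6.81, no longer passed, at 3.37 with a pseudocount of 0.1, 4.00 under TPM, 4.25 under median-ratio scaling, 0.0 under quantile normalization and 1.84 with voom. Of 11 lists, 4 passed camera between groups B and A, the smoothened list among them, 8 without a filter, 7 under median-ratio scaling and 7 with voom.

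With the replicate number as a block, 119 of 119 results kept their label, among them 6692, 243 and 23 genes past both thresholds. The block left every fold change as it was, so directions and counts limited by fold change could hardly move. Only the p-values were put to a test. The interaction had 4190 genes with the block and 3984 without. The pairing by number had a mean r of 0.163 for groups B and A, 0.175 for C and B and 0.323 for D and A.

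Leaving out each library gave 6671 to 6704, 205 to 352 and 22 to 33 genes past both thresholds, 3321 to 4796 interaction genes and a PC1 share of 94.68% to 95.24%. The count of falls between groups D and A, 16 in the main fit, ran from 13 to 27. The 27, without replicate 2 of group A, was not called the same. The range was -1.19 to -1.07 for *Dlat*, -0.62 to -0.55 for *Dlst*, -2.09 to -2.00 for *Fdx1* and -2.15 to -2.04 for *Lias* between groups B and A, and 0.0 to 5.67 for the odds ratio of ATP synthase and 4.12 to 9.86 for that of complexes II, III and IV, which did not pass in 4 of the 6 fits. The odds ratio of the mitosis list between groups C and B ran from 1.97 to 5.81 and did not pass in 2 of 6. For the complex I list it ran from 8.52 to 17.97 and passed in all 6. Ranges that crossed 0 were -0.031 to 0.041 for *Dlat*, -0.034 to 0.058 for *Lias* and -0.16 to 0.19 for *Hmox1* between groups D and A, and -0.036 to 0.054 for *Slc31a1* between groups B and A. Camera p-values of lists whose direction turned ran from 0.787 to 0.983 for mitosis in groups B vs. A, from 0.0644 to 0.947 for the proteasome in groups C vs. B, and in groups D vs. A from 0.189 to 0.973 for ATP synthase, 0.0603 to 0.82 for complex I, 0.224 to 0.928 for complexes II, III and IV and 0.344 to 0.988 for the citric acid cycle.

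Of 939 refits of other results, 839 stayed the same, 15 became weaker, 21 stronger, 32 moved and 32 reversed. The interaction of *Fdx1* turned to -0.033 with a pseudocount of 0.1 and -0.067 with voom. Between groups B and A, *Mt2* turned to 0.35 under median-ratio scaling and 0.35 with voom, *Slc31a1* to -0.35 and *Atp7a* to -0.18 under TPM. Lists whose direction turned between groups B and A had these camera p-values: ATP synthase 0.388 under quantile normalization, complex I 0.71 under median-ratio scaling and 0.707 with voom, copper handling 0.421 without a filter, mitosis 0.699 under median-ratio scaling, 0.665 under quantile normalization and 0.741 with voom, complexes II, III and IV 0.513 without a filter and 0.117 under quantile normalization, and the citric acid cycle 0.352 under median-ratio scaling and 0.423 with voom. Between groups C and B they were cilium 0.968 with a mean FPKM of at least 5, and proteasome 0.728 under TPM, 0.851 under median-ratio scaling, 0.883 under quantile normalization and 0.86 with voom. Between groups D and A they were ATP synthase 0.996 under median-ratio scaling and 0.99 with voom, complex I 0.964 under quantile normalization, complexes II, III and IV 0.876 with a pseudocount of 0.1, 0.362 with a mean FPKM of at least 5, 0.95 under TPM, 0.103 under quantile normalization and 0.741 with only the groups compared, and the citric acid cycle 0.716 with a mean FPKM of at least 5 and 0.187 under quantile normalization.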

Differences from the paper's values

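Values of the paper's figures were read from their printed labels or, for Fig. 6C, by matching the colours to its scale. The share of PC2 was 2.4%, against the paper's about 1.2% in Fig. 6A. None of the alternatives set before the data were examined closed the gap, and they ranged from 0.79% with the 500 most variable genes to 8.11% with genes scaled to unit variance. The analysis without logarithms, chosen after seeing the values, gave 4.34%.

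FPKM of *Fdx1* relative to group A was 0.103 in group B, against the paper's about 0.21 in Fig. 6C, and 0.0734 in group C, against the paper's about 0.18 in Fig. 6C. Median-ratio scaling, set before the data were examined, closed both gaps, at 0.259 and 0.195. TPM, quantile normalization and leaving out each library did not. In group D median-ratio scaling left *Fdx1* at 0.763, against the paper's about 1.0 in Fig. 6C. For the other 3 genes the same scaling moved the values of groups B and C further from the paper's. In group B, *Dlat* was at 1.09, against the paper's about 0.47 in Fig. 6C, *Dlst* at 1.66, against about 0.68 in Fig. 6C, and *Lias* at 0.408, against about 0.16 in Fig. 6C. In group C they were at 0.745, 1.45 and 0.354, against about 0.32 in Fig. 6C, about 0.58 in Fig. 6C and about 0.14 in Fig. 6C.

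The normalized enrichment score of the smoothened list was 1.54 below 0, against the paper's 1.84 below 0, and its enrichment score was 0.63 below 0, against the paper's 0.537 below 0. The paper used the Gene Ontology term and the list here was written by hand. The legend of Supplementary Fig. 5G names genes past both thresholds as the input, whereas all 24824 genes were ranked here. Among the alternatives set before the data were examined, Reactome's list without proteasome subunits brought the enrichment score to 0.526 below 0, nearly closing that gap. The spread between fits that each left out a library was 0.0103 for the hand-written list and was not computed for Reactome's. Its normalized score was -1.32, further from the paper's. The joint list with cilium genes gave -1.66 and -0.64, and no alternative closed the gap of the normalized score. The settings chosen after seeing the values did not close the gaps either. Genes with a mean FPKM of at least 1 gave -1.58 and -0.44. Genes past both thresholds, the input that the legend names, gave -1.62 and -0.33.

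In Fig. 6C the paler squares of group D stand under LIAS, at about 0.77, against about 1.0 under FDX1. In the deposited values *Lias* was at 1.01 and *Fdx1* at 0.756 of group A. Over TPM, median-ratio and quantile scaling *Lias* ran from 1.00 to 1.04 and *Fdx1* from 0.751 to 0.786, so no scaling closed these gaps. With the FDX1 and LIAS columns exchanged, both group D values would lie close to the deposited ones. Groups B and C do not decide whether the columns are exchanged. There the LIAS squares, at about 0.16 and 0.14, lie at the deposited *Lias* (0.161 and 0.133) as labelled. Exchanged, they would stand against the deposited *Fdx1* (0.103 and 0.0734). The paper states that TCA potentiated the fall of the cuproptosis-related genes, and between groups C and B *Fdx1* and *Lias* had adjusted p-values of 0.22 and 0.185 from limma with Benjamini-Hochberg, and no alternative brought either under 0.05. The paper names proton motive force-driven ATP synthesis among processes of downregulated genes. The genes of that term were not available here and may differ from the hand-written ATP synthase list, so no disagreement is shown. The ATP synthase list had an odds ratio of 3.95 (Fisher's exact test, one-sided, p = 0.235). It passed with an odds ratio of 8.91 when genes were called by the adjusted p alone. The rank test placed the same list lower in every setting, with 17 of 18 genes lower and a camera p of 6.09e-07, and fgsea gave a normalized enrichment score of -2.03.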

Other observations

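The tests of gene length for lists and of other divisions of the libraries for counts of genes were chosen after the result was seen.

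The fall of the median gene between groups B and A, -1.10 on the log2 scale, was set against technical explanations. With the 100 most abundant genes left out of the totals it was -0.897, and with 500 left out it was -0.72. Abundant genes could therefore account for part of it, but for less than remained. In the shortest genes it was -0.637. Thinning to the lowest total left it at -1.10, which says nothing on library totals because FPKM are already divided by them. FPKM are relative to each library's total and no spike-in was used here, so a change in RNA per cell was not tested.

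For each count of genes past both thresholds, 1 of the 4 divisions of the libraries that part the same-numbered pairs, the real one, gave as many: 6692 genes for B vs. A, 243 for C vs. B and 23 for D vs. A, against 0 in every other. The camera p of the smoothened list was smallest in 1 of 4 divisions, the real one, and the others gave 0.0497, 0.0149 and 0.031. That of the complex I list was as small in 2 of 4: exchanging the libraries of replicate 2, which leaves 2 of 3 pairs in their order, gave 8.34e-11. With the replicate number as a block that list had a camera p of 3.14e-09, and from 6.50e-12 to 8.84e-09 with a library left out. With 4 divisions no share can fall under 0.05.

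Gene length could account for part of the fall of the complex I list for C vs. B. Matching random lists on length as well as expression moved their median from -0.04 to -0.18, and the list, at -0.59, stayed at percentile 0.0 of them. For the smoothened list the random median moved from -1.14 to -1.16, and the list was at percentile 0.42. Changes for B vs. A and C vs. B, computed from separate group B libraries, had a Spearman's rho of 0.151 across genes, which are not independent replicates, so TCA may do more than deepen the changes made by Cu/ES.

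The 13 protein-coding genes of the mitochondrial genome, chosen after their values were seen, held 2.08% ± 0.13 of reads in group A, 4.23% ± 0.22 in group B, 4.93% ± 0.06 in group C and 2.04% ± 0.10 in group D (mean ± SD, n = 3). Their median log2 fold change between groups B and A was 1.1 as deposited, with 13 of 13 higher, 0.74 under TPM with 12 higher, 2.41 under median-ratio scaling and 1.39 under quantile normalization with 11 higher. Between groups C and B their median was 0.28 as deposited, with 10 of 13 higher.

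*Mt1* was at 169.2 ± 8.71 FPKM in group A, 354.4 ± 45.1 in group B and 160.4 ± 13.6 in group C, and *Mt2* at 554.3 ± 35.7, 281 ± 42.9 and 161.1 ± 12.7 (mean ± SD, n = 3). The fall of *Mt2* between groups B and A turned to a rise of 0.35 under median-ratio scaling.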
